# Defects in translation-dependent quality control pathways lead to convergent molecular and neurodevelopmental pathology

**DOI:** 10.7554/eLife.66904

**Published:** 2021-04-26

**Authors:** Markus Terrey, Scott I Adamson, Jeffrey H Chuang, Susan L Ackerman

**Keywords:** cerebellum, neurogenesis, translation, ribosome, n-Tr20, Mouse

## Abstract

Translation-dependent quality control pathways such as no-go decay (NGD), non-stop decay (NSD), and nonsense-mediated decay (NMD) govern protein synthesis and proteostasis by resolving non-translating ribosomes and preventing the production of potentially toxic peptides derived from faulty and aberrant mRNAs. However, how translation is altered and the in vivo defects that arise in the absence of these pathways are poorly understood. Here, we show that the NGD/NSD factors *Pelo* and *Hbs1l* are critical in mice for cerebellar neurogenesis but expendable for survival of these neurons after development. Analysis of mutant mouse embryonic fibroblasts revealed translational pauses, alteration of signaling pathways, and translational reprogramming. Similar effects on signaling pathways, including mTOR activation, the translatome and mouse cerebellar development were observed upon deletion of the NMD factor *Upf2*. Our data reveal that these quality control pathways that function to mitigate errors at distinct steps in translation can evoke similar cellular responses.

## Introduction

Regulation of gene expression is essential for cell growth and development. Although epigenetic mechanisms and transcriptional regulation are initial steps in gene expression, translation and its regulation have emerged as major hubs to control the production of functional proteins. In fact, translation is intricately coordinated with the degradation of faulty mRNAs and their resulting peptide products to balance gene expression and proteostasis (Collart and Weiss, 2020). Numerous studies have revealed that mRNA levels show limited correlation with protein levels, particularly when cells undergo dynamic transitions (Abreua R de et al., 2009; Kristensen et al., 2013; Liu et al., 2016; Maier et al., 2009). Indeed, post-transcriptional mechanisms, such as translation, play vital roles in rapidly altering gene expression and the signaling pathways that mediate cell identity and cell fate changes necessary for mammalian development (Blair et al., 2017; Blanco et al., 2016; Fujii et al., 2017; Gabut et al., 2020; Kong and Lasko, 2012; Rodrigues et al., 2020; Signer et al., 2014; Tahmasebi et al., 2019).

The process of translation is highly organized, and ribosomes need to accurately perform the steps of translation initiation, elongation and termination. However, multiple factors can perturb translation including secondary structures of mRNAs, amino acid limitations, tRNA deficiencies, rare codons, interactions of nascent peptides with the ribosome, chemically damaged mRNAs, and cleaved or aberrant mRNAs (Brandman and Hegde, 2016; Brule and Grayhack, 2017; Buhr et al., 2016; Drummond and Wilke, 2008; Hu et al., 2009; Simms et al., 2014; Spencer et al., 2012; Thommen et al., 2017; Wolf and Grayhack, 2015; Yu et al., 2015). In turn, these defects may trigger translation-dependent quality control pathways including non-stop decay (NSD), no-go decay (NGD), or nonsense-mediated mRNA decay (NMD) to release ribosomes, eliminate potentially toxic or faulty peptide products, and co-translationally decay problematic or aberrant mRNAs (Collart and Weiss, 2020).

NSD rescues stalled ribosomes at the ends of truncated mRNAs that lack a stop codon and those in the 3’UTR of mRNAs that were not recycled at canonical stop codons (D'Orazio et al., 2019; Guydosh and Green, 2014; Mills et al., 2017; Young et al., 2015). Resolution of these stalled elongation complexes is mediated by Dom34 (yeast; PELO in mammals), and this activity is promoted in the presence of its binding partner Hbs1 (HBS1L in mammals) (Ikeuchi et al., 2016; Pisareva et al., 2011; Shoemaker et al., 2010; Shoemaker and Green, 2011; Tsuboi et al., 2012). In contrast, NGD resolves stalled ribosomes that are due to secondary mRNA structures, amino acid starvation or tRNA deficiency (Ikeuchi et al., 2019; Inada, 2020; Ishimura et al., 2014; Simms et al., 2017b). Defects in the resolution of stalled elongation complexes may trigger endonucleolytic cleavage of mRNAs resulting in 5’RNA intermediates that lack a stop codon and in turn, may be NSD substrates (D'Orazio et al., 2019; Doma and Parker, 2006; Glover et al., 2020; Guydosh and Green, 2017; Inada, 2020). Unlike NSD or NGD that utilize specialized termination factors (e.g. Dom34:Hbs1, GTPBP1, or GTPBP2 Ishimura et al., 2014; Terrey et al., 2020), NMD relies on the canonical termination factors eRF1 and eRF3 (Dever and Green, 2012; Simms et al., 2017a). UPF proteins (UPF1, UPF2, and UPF3) are critical in eliminating mRNAs that contain premature stop codons or retained introns, thus preventing generation of their potentially faulty protein products (Karousis and Mühlemann, 2019; Lykke-Andersen and Bennett, 2014; Raimondeau et al., 2018).

Defects in translation and translation-dependent quality control pathways impair cellular homeostasis and have been linked to proteotoxicity, changes in synaptic function, and neurodegeneration (Choe et al., 2016; Chu et al., 2009; Huang et al., 2018; Ishimura et al., 2014; Johnson et al., 2019; Kapur et al., 2020; Martin et al., 2020; Notaras et al., 2020; Terrey et al., 2020; Yonashiro et al., 2016). Here, we demonstrate that the ribosome rescue factors *Pelo* and *Hbs1l*, which are implicated in NSD and NGD, are critical for embryonic and brain development, but dispensable for neuronal survival in the adult brain. Our analysis of *Pelo*- and *Hbs1l*-deficient fibroblasts reveals translational reprogramming of multiple pathways. Inhibition of NMD via deletion of *Upf2* resulted in strikingly similar effects on the translatome, signaling pathways, and neurogenesis. Our data reveal that defects in translation-dependent quality control pathways, which mitigate errors in translation to prevent the production of defective peptide products from aberrant mRNAs, can trigger similar cellular responses and neurodevelopmental abnormalities.

## Results

### *Hbs1l* is required for embryogenesis

Multiple neurological abnormalities, including defects in motor control, were recently described in a patient with biallelic mutations in *Hbs1l* (O'Connell et al., 2019). Alternative splicing of *Hbs1l* produces transcripts that encode two distinct proteins (Figure 1A). Levels of full length *Hbs1l* (*Hbs1l*-V1 and Hbs1 in human and yeast, respectively) were dramatically decreased in *Hbs1l* patient fibroblasts (O'Connell et al., 2019). The levels of the shorter isoform II (*Hbs1l*-V3 in human), which is encoded by the first 4 exons of full-length *Hbs1l* and a unique last exon (‘exon 5a’) located between exon 4 and exon 5 of the *Hbs1l* locus, were relatively unaffected in the *Hbs1l* patient fibroblasts (O'Connell et al., 2019). In contrast to the translation-dependent quality control function of *Hbs1l*, previous studies suggest that isoform II of *Hbs1l* is likely an ortholog of the *Saccharomyces cerevisiae* protein SKI7 (Brunkard and Baker, 2018; Kalisiak et al., 2017; Marshall et al., 2018), which is involved in global mRNA turnover (Kalisiak et al., 2017). Although an additional splice variant (*Hbs1l*-V2 in human) which lacks the third coding exon is annotated in the human transcriptome (Mills et al., 2016; O'Connell et al., 2019), this splice variant is not annotated in mice, and we were unable to detect it by RT-PCR.

**Figure 1.**
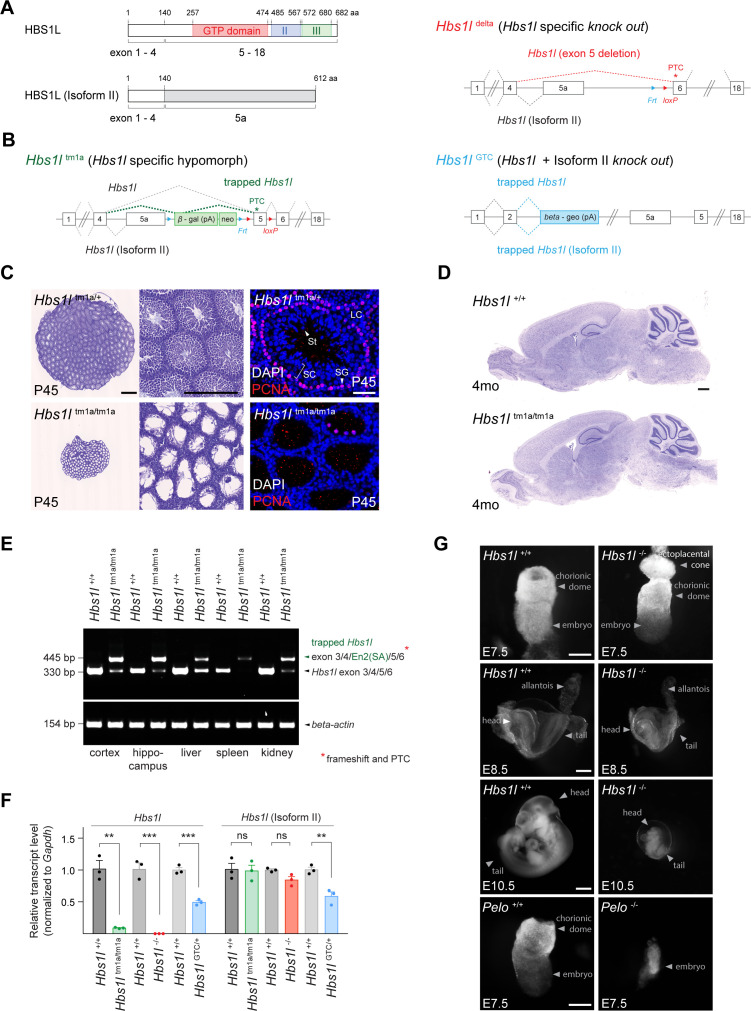
*Hbs1l* is required for embryogenesis. (**A**) Domain structure of HBS1L and isoform II and the exons encoding the two splice variants. (**B**) Design of *Hbs1l* loss-of-function alleles that target *Hbs1l* and isoform II. *Hbs1l*^tm1a^ allele, *Hbs1l* specific gene trap (*hypomorph*); *Hbs1l*^delta^ allele, *Hbs1l* specific deletion of exon 5 (*Hbs1l*^-^, *knock out*); and *Hbs1l*^GTC^ allele, *Hbs1l* gene trap to target *Hbs1l* and isoform II (*knock out*). (**C**) Cresyl violet-stained cross-sections of testis from P45 control (*Hbs1l*^tm1a/+^) and *Hbs1l*^tm1a/tm1a^ mice. Immunofluorescence was performed with antibodies to proliferating cell nuclear antigen (PCNA, red) and sections were counterstained with DAPI. (**D**) Cresyl violet-stained sagittal brain section from 4-month-old control (*Hbs1l*^+/+^) and *Hbs1l*^tm1a/tm1a^ mice. (**E**) Splicing analysis of correctly spliced *Hbs1l* and trapped *Hbs1l* transcripts in various tissues from 4-month-old control (*Hbs1l*^+/+^) and *Hbs1l*^tm1a/tm1a^ mice. *β-actin* was used as an input control. (**F**) Quantitative RT-PCR analysis of *Hbs1l* and isoform II using cDNA from E8.5 embryos. Data were normalized to *Gapdh* and the fold change in gene expression is relative to that of controls (*Hbs1l*^+/+^) from each cross. Data represent mean + SEM. (**G**) Bright field images of control (*Hbs1l*^+/+^ and *Pelo*^+/+^), *Hbs1l*^-/-^ and *Pelo*^-/-^ embryos at E7.5, E8.5, and E10.5. Scale bars: 500 μm and 200 μm (higher magnification), 50 μm (immunofluorescence image) (**C**); 500 μm (**D**); 100 μm (E7.5), 200 μm (E8.5), and 2 mm (E10.5) (**G**). PTC, premature termination codon; Frt, flippase-mediated recombination site; loxP, *Cre* recombinase-mediated recombination site; En2(SA), splice acceptor of mouse *Engrailed-2* exon 2; SC, spermatocytes; SG, spermatogonia; St, spermatids; LC, Leydig cells. t-tests were corrected for multiple comparisons using Holm-Sidak method (F). ns, not significant; **p≤0.01; ***p≤0.001. Figure 1—source data 1.*Hbs1l* is required for embryogenesis.

To study the neurological function of *Hbs1l* in mice, we first examined an *Hbs1l* allele (*Hbs1l*^tm1a^) with a gene trap cassette inserted between ‘exon 5a’ and exon 5 (Figure 1B). As previously reported, homozygous *Hbs1l*^tm1a/tm1a^ mice were viable, but male mice were infertile (O'Connell et al., 2019). Histological analysis of the *Hbs1l*^tm1a/tm1a^ testis at postnatal day P45 revealed a dramatic loss of mitotically active (PCNA^+^) spermatogonia, as well as spermatocytes and spermatids that normally differentiate from these cells (Figure 1C). However, no overt defects were observed in the *Hbs1l*^tm1a/tm1a^ brain (Figure 1D).

Residual levels of *Hbs1l* were still present in various tissues from *Hbs1l*^tm1a/tm1a^ mice (O'Connell et al., 2019). In agreement, *Hbs1l* transcripts spliced into the gene trap cassette in all tested tissues; however, correctly spliced *Hbs1l* transcripts were still detected in several tissues (Figure 1E). Thus, to completely eliminate expression of *Hbs1l*, we ubiquitously deleted exon five in *Hbs1l*^tm1a^ mice to generate *Hbs1l*^-/-^ mice (Figure 1B). In contrast to embryonic day (E) 8.5 *Hbs1l*^tm1a/tm1a^ embryos, which still expressed 9% of the wild-type levels of *Hbs1l* mRNA, expression of *Hbs1l* was not detected in E8.5 *Hbs1l*^-/-^ embryos (Figure 1F). Expression of *Hbsl1* isoform II was not significantly changed in homozygous embryos of either allele, as predicted (Figure 1F). In contrast to hypomorphic *Hbs1l*^tm1a/tm1a^ mice, *Hbs1l*^-/-^ embryos failed to develop after E8.5 and could not be recovered at E11.5 from heterozygous matings (Figure 1G, Supplementary file 1). These results demonstrate that *Hbs1l* is necessary for embryonic development; however, embryos lacking *Hbs1l* develop longer than embryos deficient for *Pelo*, the binding partner of HBS1L, which die by E7.5 (Adham et al., 2003; Figure 1G).

To determine if isoform II of *Hbs1l* is also necessary for embryonic viability, we utilized an additional allele (*Hbs1l*^GTC^) with a gene trap cassette located in intron 2 (Figure 1B). Expression of *Hbs1l* and isoform II transcripts in E8.5 heterozygous *Hbs1l*^GTC/+^ embryos was reduced by 51% and 41%, respectively (Figure 1F). Homozygous *Hbs1l*^GTC/GTC^ embryos were not recovered at E6.5 from heterozygous matings (Supplementary file 1) demonstrating that they died even before *Pelo*^-/-^ or *Hbs1l*^-/-^ embryos. The early embryonic lethality of *Hbs1l*^GTC/GTC^ embryos suggests that the *Hbs1l* isoforms are likely functionally distinct, and that their loss causes additive or synergistic defects during embryogenesis.

### *Hbs1l* is required for cerebellar development

Consistent with transcriptome data from a brain RNA sequencing database (Zhang et al., 2014), we observed expression of *Hbs1l* in multiple cell types of the brain (Figure 2A). Expression of HBS1L and its binding partner PELO was observed throughout and after cerebellar development (Figure 2A,B and C). However, levels of HBS1L and PELO decreased in the postnatal (P)14 cerebellum after the completion of development, a similar decrease was observed in the whole brain (Figure 2B and C, Figure 2—figure supplement 1A). To begin to investigate the role of *Hbs1l* in the brain, we deleted this gene in the developing cerebellum and midbrain by crossing the floxed allele to *En1^Cre^* mice (Kimmel et al., 2000). Differences in cerebellar size between mutant and control embryos were already apparent by E13.5 (Figure 2D). Although the trilaminar structure of the cerebellum appeared normal in *En1^Cre^; Hbs1l* cKO mice at postnatal day P21, cerebellar foliation was delayed in P0 mutant mice, and secondary fissures failed to form compared to control mice (Figure 2D). Consistent with previous studies no cerebellar abnormalities were observed in *En1^Cre^* mice (Dong and Kwan, 2020; Guo et al., 2010; Li et al., 2002; Sgaier et al., 2007; Tripathi et al., 2008).

**Figure 2.**
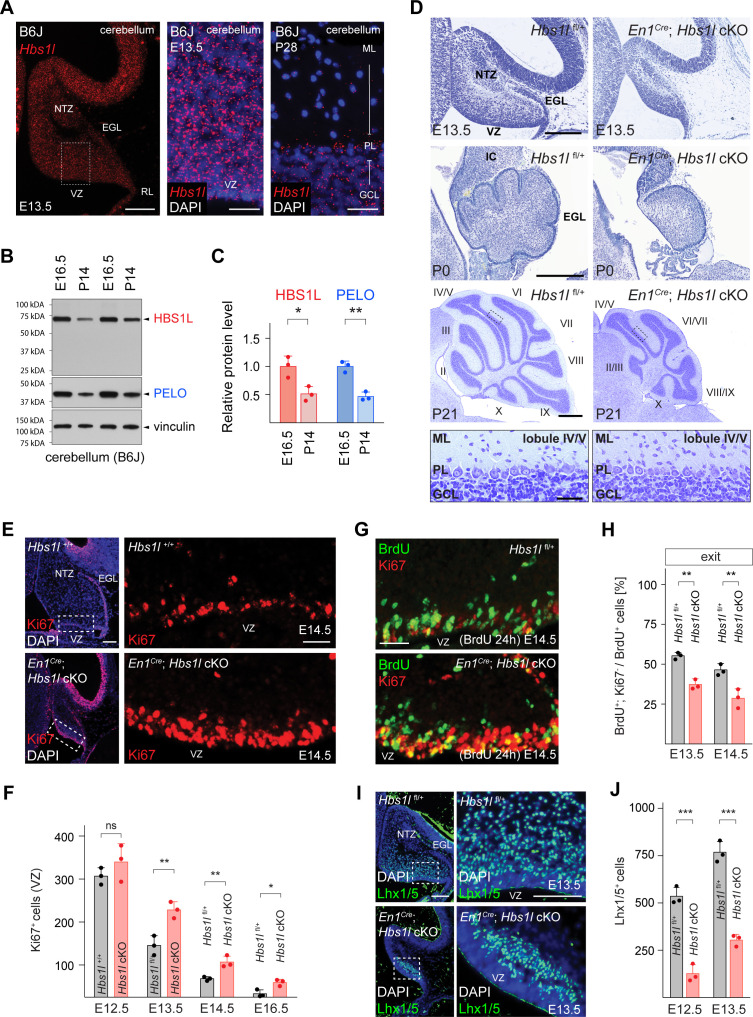
*Hbs1l* is required for cerebellar development. (**A**) In situ hybridization of *Hbs1l* mRNA (red) on cerebellar sections from E13.5 and P28 control (B6J) mice. Sections were counterstained with DAPI. (**B**) Western blot analysis using cerebellar lysates from B6J mice. Vinculin was used as a loading control. (**C**) The relative protein levels of HBS1L and PELO were normalized to levels of vinculin and protein levels are relative to those of E16.5 B6J cerebella. (**D**) Parasagittal (E13.5) and sagittal (P0 and P21) cerebellar sections from control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO mice stained with cresyl violet. Higher magnification images of lobules IV/V at P21 are shown below each genotype. Cerebellar lobules are indicated by Roman numerals. (**E**) Immunofluorescence using antibodies to Ki67 (red) on cerebellar section from E14.5 control (*Hbs1l*^+/+^) and *En1^Cre^; Hbs1l* cKO embryos. Sections were counterstained with DAPI and higher magnification images of boxed area are shown. (**F**) Number of cerebellar VZ-progenitors (Ki67^+^ cells) from control (*Hbs1l*^+/+^ or *Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO embryos. Data represent mean + SD. (**G**) Immunofluorescence using antibodies to BrdU (green) and Ki67 (red) on cerebellar sections from E14.5 control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO embryos to determine the fraction of cells that exited the cell cycle. Embryos were injected with BrdU 24 hr prior to harvest. (**H**) Percentage of cerebellar VZ-progenitors that exited the cell cycle (BrdU^+^, Ki67^-^ cells). Data represent mean + SD. (**I**) Immunofluorescence using antibodies to Lhx1/5 on cerebellar sections from E13.5 control (*Hbs1l*^+/+^) and *En1^Cre^; Hbs1l* cKO embryos. Sections were counterstained with DAPI and higher magnification images of boxed areas are shown. (**J**) Number of cerebellar Purkinje cell precursors (Lhx1/5^+^ cells). Data represent mean + SD. Scale bars: 100 μm and 20 μm (higher magnifications) (**A**); 200 μm (E13.5 and P0), 500 μm and 50 μm (higher magnification) (P21) (**D**); 100 μm and 20 μm (higher magnification) (**E**); 20 μm (**G**); 100 μm and 50 μm (higher magnification) (**I**). VZ, ventricular zone; NTZ, nuclear transitory zone; RL, rhombic lip; EGL, external granule cell layer; ML, molecular cell layer; PL, Purkinje cell layer; GCL, granule cell layer; IC, inferior colliculus. t-tests were corrected for multiple comparisons using Holm-Sidak method (**C, F, H, J**). ns, not significant; *p≤0.05; **p≤0.01; ***p≤0.001. Figure 2—source data 1.*Hbs1l* is required for cerebellar development.

**Figure 2—figure supplement 1.**
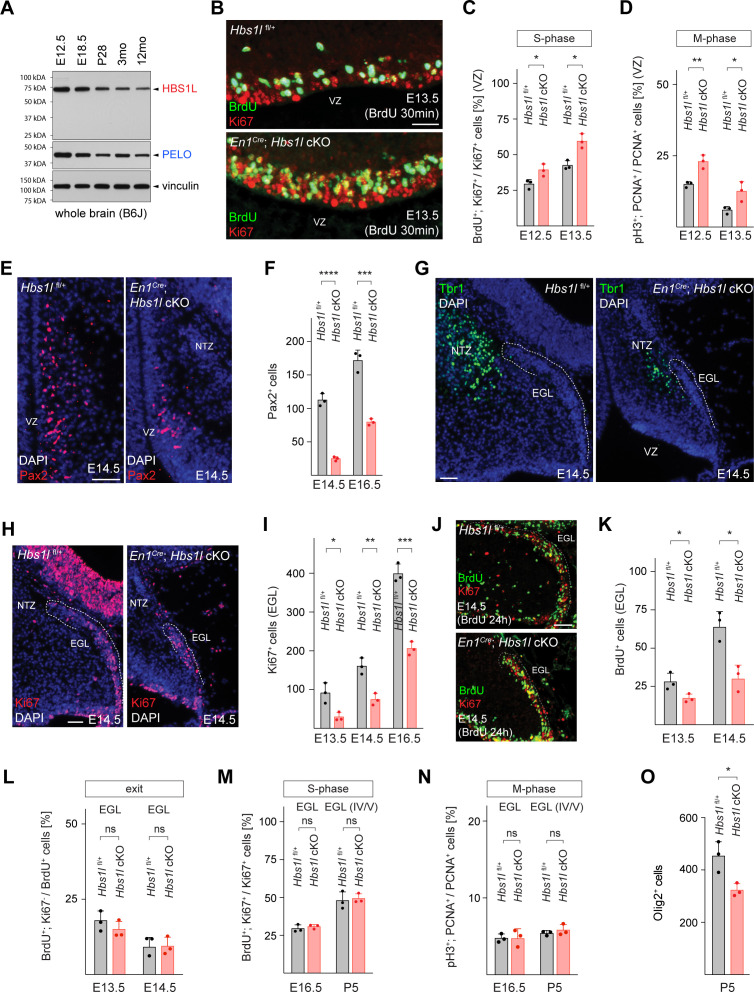
*Hbs1l* is required for the development of multiple cerebellar linages. (**A**) Western blot analysis using brain lysates from B6J mice. Vinculin was used a loading control. (**B**) Immunofluorescence using antibodies to BrdU (green) and Ki67 (red) from cerebellar sections of E13.5 control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO embryos to determine the fraction of cells in S-phase. Embryos were injected with BrdU 30 min prior to harvest. Sections were counterstained with DAPI. (**C**) Percentage of cerebellar VZ-progenitors in S-phase (BrdU^+^, Ki67^+^ cells). Data represent mean + SD. (**D**) Percentage of cerebellar VZ-progenitors in M-phase (pH3^+^, PCNA^+^ cells). Data represent mean + SD. (**E**) Immunofluorescence using antibodies to Pax2 (red) on cerebellar sections from E13.5 control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO embryos. Sections were counterstained with DAPI. (**F**) Number of cerebellar VZ-derived interneuron precursors (Pax2^+^ cells). Data represent mean + SD. (**G**) Immunofluorescence using antibodies to Tbr1 (green) on cerebellar sections from E14.5 control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO embryos. Sections were counterstained with DAPI. (**H**) Immunofluorescence using antibodies to Ki67 (green) on cerebellar sections from E14.5 control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO embryos to identify granule cell precursors in the EGL. Sections were counterstained with DAPI. (**I**) Number of RL-derived granule cell precursors in the EGL (Ki67^+^ cells). Data represent mean + SD. (**J**) Immunofluorescence using antibodies to BrdU (green) and Ki67 (red) on cerebellar sections from E14.5 control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO embryos. Embryos were injected with BrdU 24 hr prior to harvest. (K) Number of RL-derived granule cell precursors (BrdU^+^ cells). Data represent mean + SD. (**L**) Percentage of RL-derived granule cell precursors that exited the cell cycle (BrdU^+^, Ki67^-^ cells). Data represent mean + SD. (**M**) Percentage of RL-derived granule cell precursors in S-phase (BrdU^+^, Ki67^+^ cells). Embryos were injected with BrdU 30 min prior to harvest. Data represent mean + SD. (**N**) Percentage of RL-derived granule cell precursors in M-phase (pH3^+^, PCNA^+^ cells). Data represent mean + SD. (**O**) Number of oligodendroglial progenitors (Olig2^+^ cells) from E14.5 control (*Hbs1l*^fl/+^) and *En1^Cre^; Hbs1l* cKO cerebella. Scale bars: 20 μm (**C**); 50 μm (**E, G, H, J**). VZ, ventricular zone; NTZ; nuclear transitory zone; EGL, external granule cell layer; RL, rhombic lip. t-tests were corrected for multiple comparisons using Holm-Sidak method (**C, D, F, I, K, L, M, N**); Student’s t-test (**O**). ns, not significant; *p≤0.05; **p≤0.01; ***p≤0.001; ****p≤0.0001. Figure 2—figure supplement 1—source data 1.*Hbs1l* is required for the development of multiple cerebellar linages.

**Figure 2—figure supplement 2.**
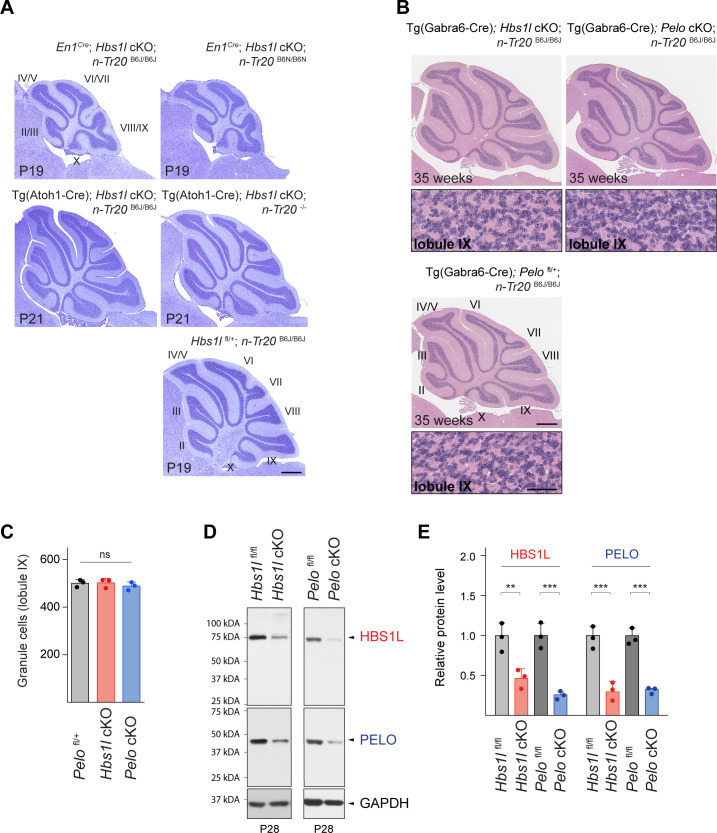
*Hbs1l*^-/-^*-*mediated cerebellar defects are independent of the B6J-associated mutation in *n-Tr20*. (**A**) Cresyl violet staining of sagittal sections of *En1^Cre^; Hbs1l* cKO cerebellum expressing wild-type levels of *n-Tr20* (*n-Tr20*^B6N/B6N^) or reduced levels of *n-Tr20* (*n-Tr20*^B6J/B6J^) and Tg(Atoh1-Cre); *Hbs1l* cKO cerebella with reduced levels of *n-Tr20* (*n-Tr20*^B6J/B6J^) or that completely lack *n-Tr20* (*n-Tr20*^-/-^). Cerebellar lobules are indicated by Roman numerals. (**B**) Sagittal sections from 35-week-old control (Tg(Gabra6-Cre); *Pelo*^fl/+^; *n-Tr20*^B6J/B6J^), Tg(Gabra6-Cre); *Pelo* cKO; *n-Tr20*^B6J/B6J^ and Tg(Gabra6-Cre); *Hbs1l* cKO; *n-Tr20*^B6J/B6J^ cerebella stained with hematoxylin and eosin. Higher magnification images of lobule IX are shown below. Cerebellar lobules are indicated by Roman numerals. (**C**) Number of cerebellar granule cells in lobule IX shown in B. Data represent mean + SD. (**D**) Western blot analysis using cerebellar lysates from P28 control (*Hbs1l*^fl/fl^; *n-Tr20*^B6J/B6J^ or *Pelo*^fl/fl^; *n-Tr20*^B6J/B6J^), Tg(Gabra6-Cre); *Pelo* cKO; *n-Tr20*^B6J/B6J^ and Tg(Gabra6-Cre); *Hbs1l* cKO; *n-Tr20*^B6J/B6J^ mice. GAPDH was used a loading control. (**E**) Quantification of HBS1L and PELO protein levels shown in D. Levelswere normalized to levels of GAPDH. Protein levels are relative to those of controls (*Hbs1l*^fl/fl^ or *Pelo*^fl/fl^) from each cross. Scale bars: 500 μm (**A**); 500 μm and 50 μm (higher magnification) (**B**). One-way ANOVA (**C**) and two-way ANOVA (**E**) were corrected for multiple comparisons using Tukey method. ns, not significant; **p≤0.01; ***p≤0.001. Figure 2—figure supplement 2—source data 1.*Hbs1l*^-/-^-mediated cerebellar defects are independent of the B6J-associated mutation in *n-Tr20*.

Lineage-restricted GABAergic precursors are generated beginning at ~E10.5 from progenitors in the ventricular zone (VZ) of the developing cerebellum (Ju et al., 2016; Leto et al., 2012). The pool of progenitors declines as progenitors either exit the cell cycle to generate precursors or retract from the VZ to form a secondary germinal zone in the prospective white matter to transition from neurogenesis to gliogenesis (Leto et al., 2012; Vong et al., 2015; Wizeman et al., 2019). Immunofluorescence with antibodies to the cell-cycle-associated protein Ki67 demonstrated a loss of progenitors between E12.5 to E16.5 in both the control and *En1^Cre^; Hbs1l* cKO cerebella. However, the number of progenitors remained higher in *En1^Cre^; Hbs1l* cKO compared to control cerebella (Figure 2E and F), suggesting that *Hbs1l*-deficient progenitors may aberrantly proliferate. In agreement, we observed a higher fraction of VZ-progenitors in S-phase in the E12.5 and E13.5 mutant cerebella by pulse labeling with BrdU for 30 min and performing co-immunofluorescence with BrdU and Ki67 antibodies (Figure 2—figure supplement 1B and C). Immunofluorescence with antibodies to the M-Phase marker phospho-histone 3 (pH3) and the general cell cycle marker PCNA demonstrated an increase of VZ-progenitors in M-phase in the mutant cerebellum (Figure 2—figure supplement 1D).

To test if *Hbs1l*-deficient progenitors are able to exit the cell cycle, which is necessary to generate lineage-restricted precursors, we labeled control and mutant embryos at E12.5 or E13.5 with BrdU and then determined the fraction of BrdU^+^ cells that had left the cell cycle (do not express Ki67) 24 hr after labeling. Fewer VZ-progenitors exited the cell cycle in *En1^Cre^; Hbs1l* cKO relative to control cerebella (Figure 2G and H). Concordantly, the number of VZ-derived Lhx1/5^+^ Purkinje cells and Pax2^+^ interneuron precursors was reduced to ~32% and~34% in *En1^Cre^; Hbs1l* cKO between E12.5 to E16.5 compared to control cerebella (Figure 2I and J, Figure 2—figure supplement 1E and F), suggesting that *Hbs1l*-deficient VZ-progenitors remain proliferative at the expense of differentiation.

Cerebellar glutamatergic precursors are generated beginning at ~E10.5 from the rhombic lip (RL), a germinal zone located in the caudal region of the cerebellar primordia. Between E10.5–12.5 the RL gives rise to Tbr1^+^ cells that migrate subpially to take up residence in the nuclear transitory zone and will develop into deep cerebellar neurons (Fink et al., 2006). Following Tbr1^+^ cell production, proliferating granule cell precursors emerge from the RL and form the external granule cell layer (EGL) (Chung et al., 2010). As observed for VZ-derived neuronal precursors, deletion of *Hbs1l* also decreased progeny generated from the RL. Immunofluorescence with antibodies to Tbr1, revealed fewer Tbr1^+^ cells in the E14.5 mutant cerebella compared to controls (Figure 2—figure supplement 1G). In addition, the EGL of *En1^Cre^; Hbs1l* cKO at E13.5 to E16.5 contained only ~45% of the granule cell precursors compared to controls (Figure 2—figure supplement 1H and I).

Granule cell precursors that derive from the RL continue to proliferate in the EGL to generate additional precursors that exit the cell cycle postnatally prior to migrating to the internal granule cell layer (IGL). To determine if the decrease in granule cell precursors was due to a failure of progenitors in the RL to generate sufficient numbers of granule cell precursors, or a failure of granule cell precursors to proliferate, we labeled E12.5 and E13.5 wild type and mutant embryos with BrdU and then determined the number of BrdU^+^ cells in the EGL 24 hr after labeling. Fewer BrdU^+^ cells were present in the *En1^Cre^; Hbs1l* cKO EGL compared to that of controls indicating that the mutant rhombic lip generates fewer granule cell precursors (Figure 2—figure supplement 1J and K). However, cell cycle exit of these precursors did not vary between mutant and control cells (Figure 2—figure supplement 1L). Furthermore, no difference in proliferation (S- and M-phase) was observed when granule cell precursors were analyzed at E16.5 or P5 (Figure 2—figure supplement 1M and N). Together, these data suggest that while *Hbs1l* is required for the initial production of granule cell precursors, it is dispensable for the subsequent cell cycle progression of these precursors in the EGL. In agreement, genetic ablation of *Hbs1l* by Tg(Atoh1*-*Cre) which specifically deletes in cerebellar granule cell precursors in the EGL beginning at ~E16.5 (Lorenz et al., 2011; Pan et al., 2009; Qiu et al., 2010; Wojcinski et al., 2019), did not impair development of these cells (Figure 2—figure supplement 2A).

*Hbs1l* was also required for gliogenesis in the developing cerebellum. Cerebellar gliogenesis starts at ~E18 and continues during postnatal development during which time progenitors that have retracted from the VZ switch from a neurogenic to gliogenic fate and produce oligodendrocytes and astrocytes (Götz and Huttner, 2005; Vong et al., 2015). Immunofluorescence with antibodies to Olig2, a marker of oligodendroglial progenitors which give rise to oligodendrocytes and astrocytes (Chung et al., 2013; Tatsumi et al., 2018), revealed the number of these cells was reduced in P5 *En1^Cre^; Hbs1l* cKO cerebella (Figure 2—figure supplement 1O). Together these data indicate that *Hbs1l* is required for the generation of multiple cell types in the developing cerebellum.

We have previously identified a mutation in the common C57BL/6J (B6J) strain that partially disrupts processing of the brain-specific arginine tRNA, *n-Tr20* (*n-Tr20*^B6J/B6J^; *n-Tr20* is also known as *n-TRtct5*). This processing defect in turn reduces the pool of available tRNA^Arg^_UCU_, leading to ribosome pausing at the A-site at AGA codons in cerebellar mRNAs (Ishimura et al., 2014). *Hbs1l* cKO mice were generated with the B6J-associated mutation in *n-Tr20*. To test if the *n-Tr20* deficiency influenced the developmental defects observed in the absence of *Hbs1l*, we either restored *n-Tr20* to wild type levels or completely deleted *n-Tr20* in *Hbs1l* cKO mice. Wild-type expression of the tRNA (*n-Tr20*^B6N/B6N^) did not rescue defects in *En1^Cre^; Hbs1l* cKO cerebella, nor did complete loss of *n-Tr20* (*n-Tr20*^-/-^) cause developmental defects in Tg(Atoh1-Cre); *Hbs1l* cKO cerebella (Figure 2—figure supplement 2A). In addition, neither loss of *Hbs1l* or *Pelo* affected cell survival of terminally differentiated granule cells in 9-month-old mice even in the presence of the *n-Tr20* deficiency (Figure 2—figure supplement 2B,C,D and E), indicating that *Hbs1l* and *Pelo* do not respond to AGA pausing.

### Ribosome pausing correlates with pathology in *Hbs1l*-deficient mice

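Ribosome profiling sequences the stretches of RNA that ribosomes shield from nuclease digestion, so that the number of ribosome protected fragments (RPF) on a gene follows how many ribosomes were translating it. For embryos at E8.5, the deposited values are the fragments that the authors counted on the coding sequence of each gene, without normalization, in 3 *Hbs1l*-/- and 3 wild-type replicates of 5 pooled embryos each. Between 2827743 and 7298812 fragments per library were counted in *Hbs1l*-/- embryos (median 4352873) and between 2634480 and 4067319 in wild-type embryos (median 2933378). *Hbs1l* (ENSMUSG00000019977.16) lies on chromosome 10 from 21295979 to 21368898 of GRCm38, in the Gencode M21 annotation. Its count, scaled to a common library size (CPM) with edgeR's TMM factors, was 4.94 ± 3.58 CPM (SD, n = 3) in *Hbs1l*-/- embryos and 54.4 ± 4.98 (SD, n = 3) in wild-type embryos, a log2 fold change of -3.60 (standard error 0.35, adjusted p = 9.85e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the paper's account this allele spares isoform II of *Hbs1l*, which counts per gene do not separate from the full-length message. Histone genes were left out, as in the authors' methods, and 11416 genes passed edgeR's filter on low counts. At an adjusted p of at most 0.05, 214 genes (1.87%) were differentially translated, 105 upward and 109 downward, and 2121 genes had an unadjusted p below 0.05. All 214 genes had *Hbs1l*-/- libraries that did not overlap the wild-type libraries, which was so for 23.8% of all tested genes, where chance gives 10%. Leaving out 1 replicate moved this count the most, to between 28 and 2309 genes across the 6 fits.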

To determine if the developmental defects that occur upon loss of *Hbs1l* are accompanied by alterations in translation elongation, we performed ribosome profiling on wild type and *Hbs1l*^-/-^ embryos at E8.5. Ribosome protected fragments (RPF) mapped primarily to the protein coding sequence of genes in both wild-type and mutant embryos (Figure 3A). Using the previously described methodology (Ishimura et al., 2014), we found a total of ~1300 sites with significant (z-score ≥10) increases in local ribosome occupancy (‘ribosome pauses’) in wild-type and mutant embryos (Figure 3B, Supplementary file 2). About 40% of the ribosome pauses, which mapped to 319 genes, were shared between genotypes suggesting they occurred independently of the loss of *Hbs1l*. Ten percent of ribosome pauses (mapped to 107 genes) were found only in wild-type embryos. The ribosome density derived from the total number of ribosome-protected fragments (RPF) serves as proxy for gene expression at the level of the translatome. 

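Of the 107 genes that the authors list with pauses in wild-type embryos only, 85 passed the filter on low counts. Their median log2 fold change in *Hbs1l*-/- embryos was -0.27, a difference of -0.28 from the median of the other genes, and 64 of the 85 genes were lower. With limma's camera test, which allows for genes of a set that vary together, this difference gave an adjusted p = 0.0909 (Benjamini-Hochberg over 5 tests of pausing genes, 0.0727 before adjustment). Of these genes, 9 were differentially translated, all 9 downward (34 when the adjustment ran over the list alone). The Wilcoxon rank-sum test, which takes each gene as an independent observation, moved this result the most and gave p = 5.56e-10 (n = 85 genes) for the same difference. A form of camera that takes a ready statistic per gene was run on the test statistics of DESeq2, with the correlation taken from edgeR. It gave an unadjusted p of 0.0215, and over all alternatives the unadjusted p ranged up to 0.114. Of the 319 genes with pauses in both genotypes, 250 were tested, and the difference from the other genes was -0.097. All 15 genes past the threshold with edgeR were lower, while DESeq2 gave 27 genes, 3 of them higher.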

Differential expression analysis of the translatome (DE RPF, Supplementary file 3) indicated translation of genes with wild type-specific pauses was decreased in mutant embryos (Figure 3C), which may contribute to the apparent specificity of these pauses to wild-type embryos. Strikingly, 50% of ribosome pauses (mapped to 459 genes) were uniquely observed in *Hbs1l*^-/-^ embryos and like other pauses, occurred primarily in protein coding sequences (Supplementary file 2). Similar to the metagene analysis (Figure 3A), we didn’t observe genotype-dependent differences in the ribosome occupancy in different gene regions (i.e. untranslated 5’ or 3’ region). 

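The 3 largest increases in *Hbs1l*-/- embryos, among genes with at least 5 CPM on average, were those of *Prl2a1*, *Prl2c2* and *Prl4a1*, 3 prolactin family genes on chromosome 13. *Prl2a1* and *Prl2c2* had at most 2 fragments in any wild-type library. Set against 3 fragments in a wild-type library, their mean CPM were at least 68.9-fold and at least 11.3-fold higher in *Hbs1l*-/- embryos. For *Prl2a1* the mean rests mostly on 1 library (80.6 ± 118 CPM, SD, n = 3, lowest 4.78). *Prl4a1* rose by 6.19 on the log2 scale (standard error 1.10, adjusted p = 0.0142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 163 ± 234 CPM (SD, n = 3) in *Hbs1l*-/- embryos. DESeq2 gave *Prl4a1* a log2 fold change of 6.26. Its adjusted p there can stand for a missing value and is not read as a test result. The lowest adjusted p over the alternatives with all libraries was 9.23e-11, and the highest is that value from DESeq2. Without 1 replicate the adjusted p rose to 0.143 for *Prl4a1*, 0.165 for *Prl2a1* and 0.0303 for *Prl2c2*. These genes have near copies on the same chromosome, among which short fragments can be misassigned. Besides *Hbs1l*, the largest decreases were those of *Snrpg* (log2 fold change -3.56) and the ribosomal pseudogene *Rps18-ps5* (-3.54), whose fragments cannot all be told from those of its parent gene. Among the 459 genes that the authors list with pauses in *Hbs1l*-/- embryos only, 413 were tested. Of these, 14 genes (3.39%) passed an adjusted p of 0.05, 12 lower and 2 higher (36 when the adjustment ran over the list alone). With DESeq2 in place of edgeR, 34 genes passed, 15 of them higher. The median of the 413 genes differed from that of the other genes by -0.018 on the log2 scale (camera, adjusted p = 0.49 over the tests of pausing genes, 0.49 before adjustment). This difference changed sign in 2 of the fits that left out 1 replicate, the highest value being 0.0053.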

Only 9% of genes associated with *Hbs1l*^-/-^-specific ribosome pauses were differentially translated in *Hbs1l*^-/-^ embryos (DE RPF *Hbs1l*^-/-^) and translation of 26 genes and 15 genes was decreased and increased, respectively (Figure 3—figure supplement 1A).

**Figure 3.**
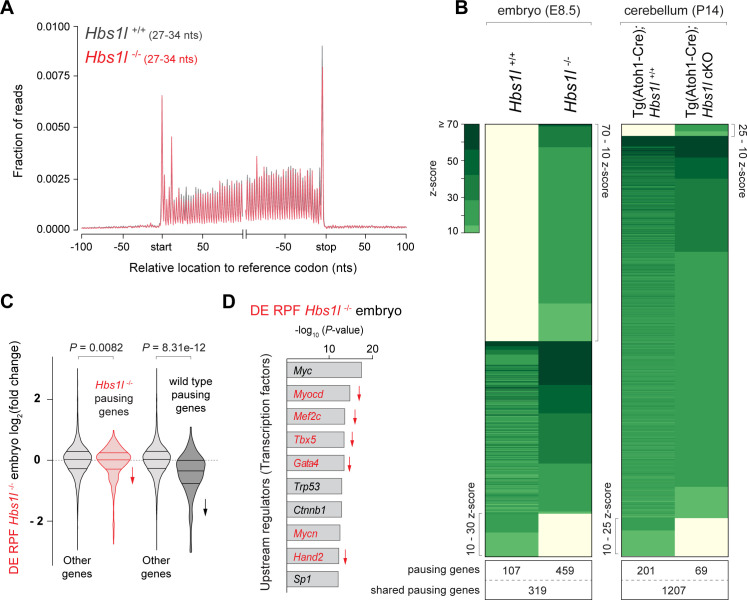
Ribosome pausing correlates with pathology in *Hbs1l*-deficient mice. (**A**) Metagene profiles of RPFs from E8.5 control (*Hbs1l*^+/+^, gray traces) and *Hbs1l*^-/-^ (red traces) embryos. (**B**) Analysis of significantly increased local ribosome occupancy (z-score ≥10, pause site detected in all three replicates) from E8.5 wild type (*Hbs1l*^+/+^) and *Hbs1l*^-/-^ embryos (left) or P14 control (Tg(Atoh1-Cre); *Hbs1l*^+/+^) and Tg(Atoh1-Cre); *Hbs1l* cKO cerebella (right). The number of genes that pause sites map to is shown below for each genotype. (**C**) All translated genes (DE RPF *Hbs1l*^-/-^) from E8.5 *Hbs1l*^-/-^ embryos were compared to the translation of genes which contained pauses specific to either *Hbs1l*^-/-^ or wild-type embryos. Downward direction of arrows indicates significant reduction in translation of pausing genes in E8.5 *Hbs1l*^-/-^ embryos relative to wild-type embryos. (**D**) Identification of upstream regulators using Ingenuity Pathway Analysis (IPA) of differentially translated genes of E8.5 *Hbs1l*^-/-^ embryos (DE RPF *Hbs1l*^-/-^). Transcription factors that are involved in heart development are shown in red. Downward direction of arrows indicates predicated activity (downregulation) of transcription factors. RPFs, ribosome-protected fragments; nts, nucleotides. Wilcoxon rank-sum test was used to determine statistical significance (**C**).

**Figure 3—figure supplement 1.**
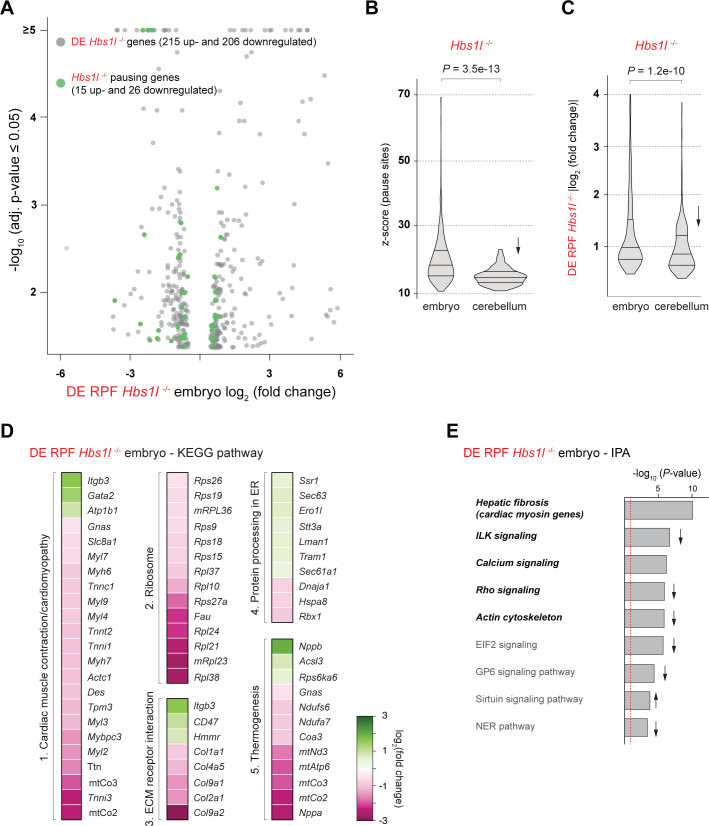
*Hbs1l* deficiency in embryos alters translation of pathways associated with heart function. (**A**) Analysis of differentially translated genes (DE RPF *Hbs1l*^-/-^, adj. p≤0.05) of E8.5 *Hbs1l*^-/-^ embryos (421 genes, gray). Genes that have ribosome pauses specific to *Hbs1l*^-/-^ embryos with significant (adj. p≤0.05) changes in translation are shown in green (47 genes). (**B**) Comparison of z-scores of *Hbs1l*^-/-^-specific pause sites detected in E8.5 *Hbs1l*^-/-^ embryos and P14 Tg(Atoh1-Cre); *Hbs1l* cKO cerebella. Downward direction of the arrow indicates significant lower z-scores of these pauses in P14 Tg(Atoh1-Cre); *Hbs1l* cKO cerebella. (**C**) Comparison of differentially translated genes (DE RPF *Hbs1l*^-/-^, adj. p≤0.05) of E8.5 *Hbs1l*^-/-^ embryos and P14 Tg(Atoh1-Cre); *Hbs1l* cKO cerebella. Downward direction of the arrow indicates significant lower fold changes in translation in P14 Tg(Atoh1-Cre); *Hbs1l* cKO cerebella. (**D**) KEGG pathway analysis of differentially translated genes (DE RPF *Hbs1l*^-/-^, adj. p≤0.05) of E8.5 *Hbs1l*^-/-^ embryos. Top five significantly (p≤0.05) enriched pathways are shown and the heatmap indicates relative changes in genes associated with the respective pathway. (**E**) Ingenuity Pathway Analysis (IPA) of differentially translated genes (DE RPF *Hbs1l*^-/-^) from E8.5 *Hbs1l*^-/-^ embryos. Pathways that are involved in heart, muscle contraction, cardiomyocyte, and cytoskeleton function are in italics. The red dashed line indicates the significance threshold (p=0.05). Up- or downward direction of arrows indicates predicated up- or downregulated activity of the pathway, respectively. RPF, ribosome protected fragments. Wilcoxon rank-sum test was used to determine statistical significance (**B, C**).

Loss of *Hbs1l* did not affect survival of granule cells (Figure 2—figure supplement 2B and C), which constitute the vast majority of the cellular content of the cerebellum. Thus, to determine if elongation defects correlate with pathogenesis in *Hbs1l* mutant tissues, we also performed ribosome profiling on the cerebellum of P14 control and Tg(Atoh1-Cre); *Hbs1l* cKO mice (Supplementary file 2). 

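Each of the 3 control and 3 Tg(Atoh1-Cre); *Hbs1l* cKO replicates was the cerebellum of 1 mouse at P14, and the authors deposited fragment counts made as for the embryos. Between 10919139 and 22591768 fragments per library were counted in cKO cerebella (median 20893562) and between 12771304 and 22496959 in control cerebella (median 22119338). The *Cre* transgene is active in granule cells, and *Hbs1l* retained 14.5 ± 1.5 CPM (SD, n = 3) in cKO cerebella against 40.9 ± 3.55 (SD, n = 3) in controls. Its log2 fold change was -1.5 (standard error 0.13, adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As for the embryos, counts on the gene do not separate isoform II from the full-length message. Of 14430 genes tested, 9 (0.0624%) were differentially translated, 8 upward and only *Hbs1l* downward, while 1936 genes had an unadjusted p below 0.05. The 3 largest increases were those of *Hsd11b2* (1.58), *Sfrp1* (1.47) and *Insm1* (1.42) on the log2 scale. In at least 1 of the 6 fits that each left out a replicate, the adjusted p of each of these 4 genes rose above 0.05. Of all tested genes, 18.3% had cKO and control libraries that did not overlap, where chance gives 10%. Leaving out 1 replicate moved the count of 9 the most, to between 0 genes (with 1129 to 1328 at an unadjusted p below 0.05) and 560 genes. With DESeq2 in place of edgeR, 484 genes were differentially translated, including all 9.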

We observed more ribosome pausing sites (~2700) in the cerebellum than in embryos, likely due to the higher amount of input RNA and sequencing depth. Consistent with the lack of a genetic interaction between the *Hbs1l* and the *n-Tr20* mutation, no significant increase in ribosome occupancy on A-site AGA codons was observed in *Hbs1l*^-/-^ cerebella (Supplementary file 4). Unlike the high percentage of pauses that were unique to *Hbs1l*^-/-^ embryos, only 2% of ribosome pauses (mapped to 69 genes) were unique to the mutant cerebellum (Figure 3B). In addition, the z-scores (*‘*pause scores’) for *Hbs1l*-specific pauses were significantly higher in mutant embryos than the mutant cerebellum (Figure 3—figure supplement 1B).

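The standard deviation of the log2 fold changes across genes was 0.525 in *Hbs1l*-/- embryos and 0.398 in cKO cerebella. Over the 10993 genes tested in both tissues, the median absolute log2 fold change was 0.256 in embryos and 0.149 in cerebella, and 7143 genes (65%) changed more in embryos. These are values across genes, which are not independent replicates. They were not matched for sequencing depth, which was lower in embryos. A test of the difference between tissues, as an interaction of tissue and genotype in a fit over the 12 libraries, found 107 of 14624 genes with an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 39 had a higher and 68 a lower log2 fold change in embryos than in cerebella, and 2298 genes had an unadjusted p below 0.05. Without 1 replicate this count ranged from 8 to 1123. Every library of both tissues was also thinned to 2634480 fragments, the total of the smallest embryo library. Then 271 genes were differentially translated in embryos and 5 in cerebella. With DESeq2 in place of edgeR, on all fragments, the order was reversed, with 432 genes in embryos and 484 in cerebella.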

Mutant embryos also exhibited larger changes in the translatome (DE RPF) than the mutant cerebellum (Figure 3—figure supplement 1C), indicating that defects in translation also correlate with pathology. 

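The gene lists of KEGG and IPA are not used here. A list of heart sarcomere and cardiomyocyte genes, written from general knowledge, stands in for them, and 35 of its genes were tested in the embryos. Of these, 32 were lower in *Hbs1l*-/- embryos, and their median log2 fold change differed from that of the other genes by -0.93 (adjusted p = 0.0112 from limma's camera test, the only test of this list planned for the embryos). Differential translation was found for 20 of the 35 genes, 19 downward and 1 upward. Leaving out 1 replicate gave differences from -1.11 to -0.86. Among the genes shown in Figure 3—figure supplement 1D, *Mybpc3* had 30.9 ± 4.65 CPM (SD, n = 3) in *Hbs1l*-/- embryos and 89.4 ± 11.6 (SD, n = 3) in wild-type embryos, a log2 fold change of -1.52 (standard error 0.18, adjusted p = 0.000912 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mitochondrial genes *mt-Co2* and *mt-Co3* changed by -2.45 and -2.02, *Tnni3* by -2.42, *Ttn* by -1.70 and *Myl2* by -1.58 on the log2 scale. *Tnnt2* (-1.01), *Actc1* (-1.06), *Des* (-1.06), *Myl3* (-1.10), *Myl4* (-0.96), *Myl7* (-0.72), *Myl9* (-0.92), *Tnnc1* (-0.91), *Tnni1* (-1.01), *Myh6* (-0.88) and *Myh7* (-1.04) were also lower. Both *Itgb3* (1.64) and *Atp1b1* (0.87) were higher. The log2 fold changes of *Gnas* (-0.56), *Tpm3* (-1.08), *Slc8a1* (-0.72) and *Gata2* (1.35) had adjusted p values of 0.112, 0.0988, 0.0549 and 0.0569. Without 1 replicate, the adjusted p reached at most 0.0186 for *Mybpc3*, 0.0236 for *mt-Co2* and 0.0416 for *mt-Co3*, while for each of the other genes it exceeded 0.05 in at least 1 fit.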

Kyoto Encyclopedia of Genes and Genomes (KEGG) and Ingenuity Pathway Analysis (IPA) of differentially translated genes (DE RPF *Hbs1l*^-/-^, adj. p≤0.05) in *Hbs1l^-/-^* embryos revealed that downregulated genes were significantly enriched for heart/cardiac muscle contraction and calcium signaling (Figure 3—figure supplement 1D and E). 

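The target lists from which IPA infers the activity of a regulator are not used here, so only the regulators' own fragments were compared. The log2 fold changes in *Hbs1l*-/- embryos were -0.23 for *Myocd* (standard error 0.27), -0.15 for *Gata4* (0.19), -0.11 for *Mycn* (0.16), -0.21 for *Hand2* (0.37), -0.0015 for *Tbx5* (0.41) and 0.054 for *Mef2c* (0.23). The adjusted p values of these 6 genes ranged from 0.677 for *Myocd* to 0.999 for *Tbx5* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mycn* had 213 ± 39.4 CPM (SD, n = 3) in *Hbs1l*-/- embryos, whereas *Hand2* had only 8.86 ± 3.16 (SD, n = 3), so smaller changes were detectable for *Mycn* than for *Hand2*. The sign of the change in *Hand2*, *Myocd*, *Tbx5* and *Mef2c* depended on which replicate was left out.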

In agreement, upstream regulator analysis predicted downregulation of multiple transcription factors required for heart development (Cui et al., 2018; Molkentin et al., 1997; Muñoz-Martín et al., 2019; Steimle and Moskowitz, 2017; Figure 3D). Together these data suggest that HBS1L deficiency may cause defects in the embryonic heart, one of the first organs to begin developing in the mouse embryo.

### Loss of *Pelo/Hbs1l* alters translation regulation and reprograms the translatome

Our embryonic data suggested that defects in translation modulate the translatome. Because *Pelo*^-/-^ embryos could not be profiled due to their early embryonic lethality, we conditionally deleted *Pelo* or *Hbs1l* in primary mouse embryonic fibroblasts (MEFs) using a tamoxifen-inducible *Cre* transgene (TgCAG-Cre^ER^) to compare changes in translation upon loss of *Pelo* and *Hbs1l* (Figure 4A). Consistent with previous studies (Juszkiewicz et al., 2020; O'Connell et al., 2019), deletion of *Hbs1l* was accompanied by decreased levels of PELO protein, but not its mRNA (Figure 4B, Figure 4—figure supplement 1A,B and C). In addition, we found deletion of *Pelo* also led to the loss of HBS1L without altering *Hbs1l* mRNA levels, suggesting degradation of PELO or HBS1L protein occurs in the absence of either interacting partner (Figure 4B, Figure 4—figure supplement 1A,B and C).

**Figure 4.**
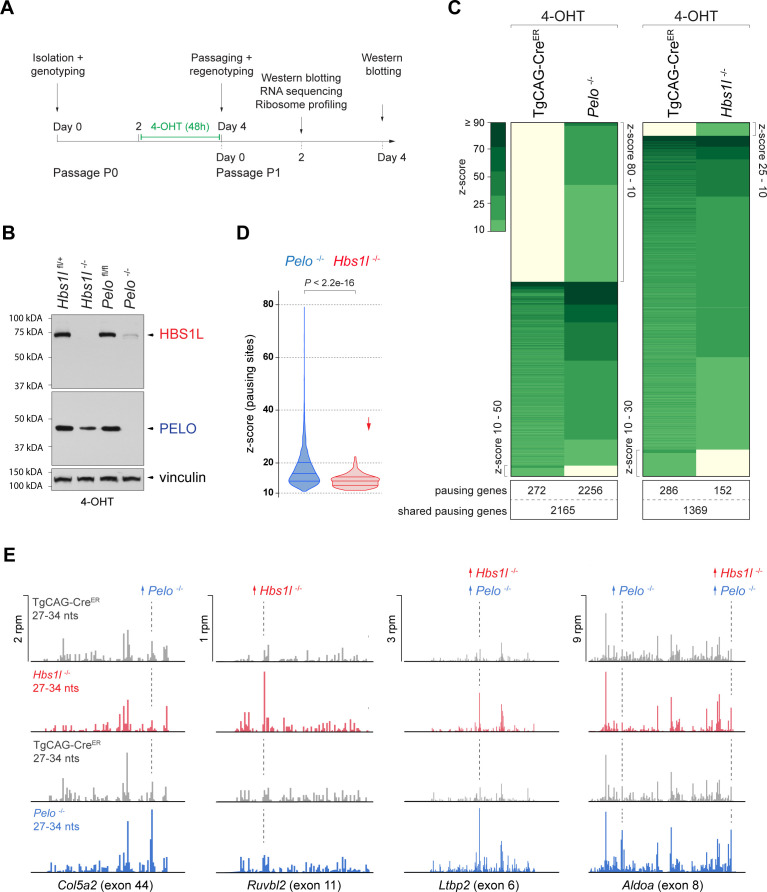
Loss of *Pelo* induces greater defects in translation elongation then loss of *Hbs1l*. (**A**) Experimental strategy for in vitro studies using tamoxifen (4-OHT) treatment of primary mouse embryonic fibroblasts (MEFs). (**B**) Western blot analysis of HBS1L and PELO using MEF lysates from tamoxifen-treated control (*Hbs1l*^fl/+^ or *Pelo*^fl/fl^), *Hbs1l*^-/-^ and *Pelo*^-/-^ cells. Vinculin was used as a loading control. (**C**) Analysis of significantly increased local ribosome occupancy (z-score ≥10, pause site detected in all three replicates) from tamoxifen-treated control (TgCAG-Cre^ER^) and *Pelo*^-/-^ (left), or control and *Hbs1l*^-/-^ cells (right). The number of genes that pause sites map to is shown below for each genotype. (**D**) Comparison of the z-scores (‘pause score’) for pauses observed in *Pelo*^-/-^ (blue) and *Hbs1l*^-/-^ (red) cells. Downward direction of the arrow indicates significant lower pause scores of *Hbs1l*^-/-^- compared to *Pelo*^-/-^-specific pauses. (**E**) Examples of mapped footprints (27–34 nucleotides) on genes from tamoxifen-treated control (TgCAG-Cre^ER^, gray) and *Pelo*^-/-^ (blue), or control and *Hbs1l*^-/-^ (red) cells. Upward direction of arrows indicates significant increase in local ribosome occupancy and the dashed line indicates the pause site. 4-OHT, 4-hydroxytamoxifin; nts, nucleotides; rpm, reads per million. Wilcoxon rank-sum test was used to determine statistical significance (**D**).

**Figure 4—figure supplement 1.**
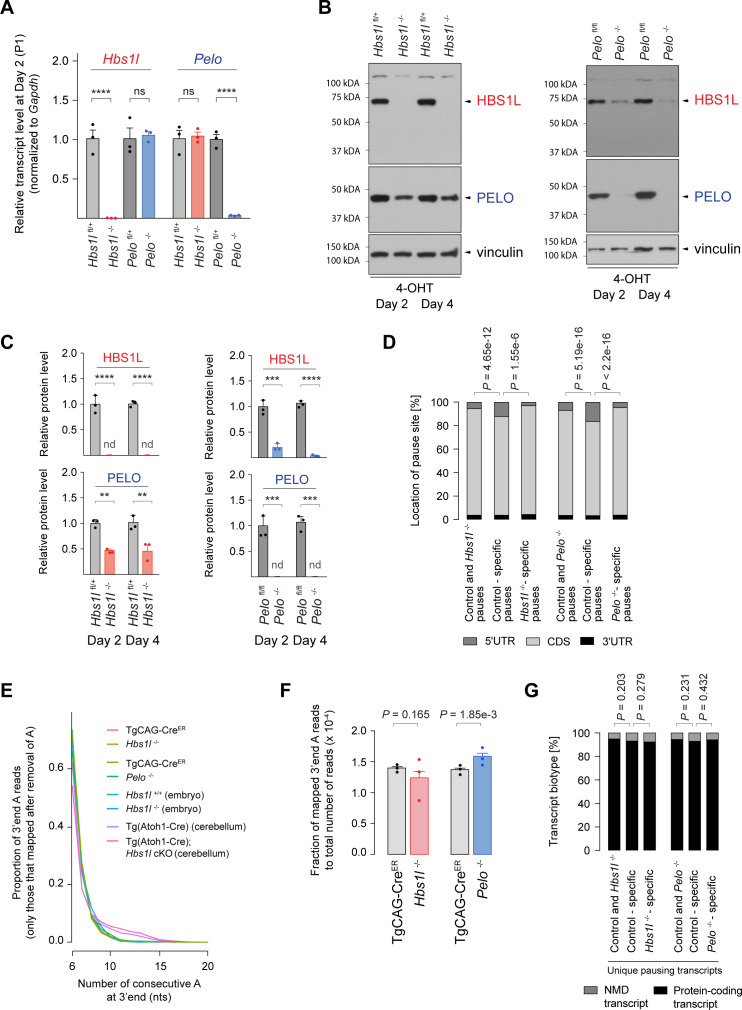
Loss of *Hbs1l* and *Pelo* control protein levels of their respective binding partner. (**A**) Quantitative RT-PCR analysis of *Hbs1l* and *Pelo* transcripts using cDNA from MEFs of tamoxifen-treated control (*Hbs1l*^fl/+^ or *Pelo*^fl/+^), *Hbs1l*^-/-^ and *Pelo*^-/-^ cells at Day 2 (Passage P1). Data were normalized to *Gapdh* and fold change in expression is relative to those of control (*Hbs1l*^fl/+^ or *Pelo*^fl/+^) cells. Data represent mean + SEM. (**B**) Western blot analysis of HBS1L and PELO using MEF lysates of tamoxifen-treated control (*Hbs1l*^fl/+^ or *Pelo*^fl/fl^), *Hbs1l*^-/-^ or *Pelo*^-/-^ cells at Day 2 and 4 (Passage P1). Vinculin was used as a loading control. (**C**) Quantification of HBS1L and PELO protein levels shown in B. Levels were normalized to levels of vinculin. Protein levels are relative to those of control (*Hbs1l*^fl/+^ or *Pelo*^fl/fl^) cells at Day 2 (Passage P1). Data represent mean + SD. (**D**) Location of pause sites. (**E**) Histogram of A count on the 3’end of ribosome footprints that mapped after removal of the 3’end A’s. (**F**) Fraction of 3’ end A ribosome footprints that mapped after removal of the 3’ end A’s relative to the total number of ribosome footprints from tamoxifen-treated control (TgCAG-Cre^ER^) and *Hbs1l*^-/-^, or control (TgCAG-Cre^ER^) and *Pelo*^-/-^ cells. (**G**) Percent of unique pausing transcripts that are protein-coding or NMD transcripts. P1, Passage 1; MEFs, primary mouse embryonic fibroblasts; 4-OHT, 4-hydroxytamoxifin; PTC, premature termination codon; nd, not detected; A, adenosines; nts, nucleotides; CDS, coding sequence; UTR, untranslated region; NMD, nonsense-mediated decay. Two-way ANOVA was corrected for multiple comparisons using Tukey method (**A, C**); Fisher’s exact test (**D, G**); Student’s t-test (**F**). ns, not significant; **p≤0.01; ***p≤0.001; ****p≤0.0001. Figure 4—figure supplement 1—source data 1.Loss of *Hbs1l* and *Pelo* control protein levels of their respective binding partner.

To analyze defects in translation elongation, we performed ribosome profiling of tamoxifen-treated control (TgCAG-Cre^ER^), *Pelo^-/-^* (TgCAG-Cre^ER^; *Pelo* cKO), and *Hbs1l^-/-^* (TgCAG-Cre^ER^; *Hbs1l* cKO) cells. 

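The cells came from single embryos at E13.0, were treated with 1 μM 4-OHT for 48 hr and were collected on Day 2 of Passage P1, with 2 dishes per replicate. The authors deposited fragment counts on coding sequences for 3 replicates per genotype, and a set of 3 control libraries for each mutant from the pool that the mutant was sequenced with. Between 5922807 and 14347869 fragments per library were counted in *Hbs1l*-/- cells (median 11255249) and between 11236276 and 13614532 in their controls (median 11623942). For *Pelo*-/- cells the totals lay between 16704819 and 25607974 (median 16841113), and for their controls between 11251272 and 12722830 (median 11443890). Control libraries with the same number differed between pools by little more than counting noise, with a chi-square per gene from 1.10 to 1.19, where control libraries with different numbers gave 4.06 to 12.6. *Hbs1l* had 1.93 ± 0.579 CPM (SD, n = 3) in *Hbs1l*-/- cells against 35.8 ± 3.46 (SD, n = 3) in controls, a log2 fold change of -4.15 (standard error 0.18, adjusted p = 1.65e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pelo* (ENSMUSG00000042275.9) lies on chromosome 13 from 115088355 to 115090186 in the Gencode M21 annotation of GRCm38. It had 2.60 ± 0.525 CPM (SD, n = 3) in *Pelo*-/- cells against 35.0 ± 3.30 (SD, n = 3) in controls, a log2 fold change of -3.78 (standard error 0.16, adjusted p = 1.64e-07 from the same edgeR test).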

Analyzing the ribosome occupancy in *Pelo*^-/-^ and control cells revealed ~10,000 sites with significant (z-score ≥10) increases in local ribosome occupancy which mapped to 4693 genes (Figure 4C, Supplementary file 2). One percent of these ribosome pauses were only observed in control cells (‘control-pauses’), 57% were shared between control and *Pelo^-/-^* cells, and 42% were specific to *Pelo*^-/-^ cells (‘*Pelo*^-/-^-pauses’). In contrast, analysis of *Hbs1l*^-/-^ and control cells revealed fewer ribosome pauses (~4200 - mapping to 1807 genes) and only 5% were specific to *Hbs1l*^-/-^ cells (‘*Hbs1l*^-/-^-pauses’) (Figure 4C). In addition to the fewer ribosome pause sites, the z-scores (‘pause scores’) for *Hbs1l^-/-^*-pauses were also significantly lower than those of *Pelo*^-/-^-pauses (Figure 4D). Approximately 80% of the *Hbs1l^-/-^*-pausing genes also had pauses in *Pelo*^-/-^ cells; however, only 30% of the ribosome pauses occurred at the same pause site (Figure 4E, Supplementary file 2). Together, these data suggest that the loss of *Pelo* or *Hbs1l* leads to translation elongation defects, but particularly severe defects are observed in the absence of *Pelo*.

The Dom34:Hbs1 complex has been implicated in multiple translation-dependent quality control pathways including non-stop decay (NSD) (Collart and Weiss, 2020; Simms et al., 2017a). This pathway rescues ribosomes stalled at the ends of truncated mRNAs, ribosomes in polyA-sequences on prematurely polyadenylated mRNAs that lack a termination codon, or ribosomes in the 3’UTR of mRNAs that were not recycled at canonical stop codons (Arribere and Fire, 2018; D'Orazio et al., 2019; Guydosh and Green, 2014; Mills et al., 2017; Young et al., 2015). Examination of *Pelo*^-/-^- and *Hbs1l*^-/-^-pauses revealed that ~92% of pauses mapped to the protein-coding region of transcripts (Supplementary file 5). The remaining local increases in ribosome occupancy were similarly split between the 5’ and 3’UTRs. Although the frequency of pauses in the 3’UTR was similar for mutant-specific, control-specific and shared pauses, the frequency of control-specific pauses that mapped to the 5’UTR was increased and those in the coding region were decreased (Figure 4—figure supplement 1D). Thus, consistent with our observations in *Hbs1l*^-/-^ embryos, these data suggest that neither loss of *Hbs1l* nor *Pelo* in MEFs led to enrichment of ribosomes in the 5’ or 3’UTR.

We also searched for RPFs containing untemplated stretches of adenosines (A) at the 3’end indicative of ribosomes extending into the poly(A) tail of premature polyadenylated mRNAs. Ribosomes did not protect more then 15 consecutive A’s (Figure 4—figure supplement 1E) suggesting that like in yeast, the poly(A) tract does not extend beyond the P-site of the ribosome (Guydosh and Green, 2014). Interestingly, we observed a significantly higher fraction of these 3’end A reads in *Pelo*^-/-^ compared to control cells (Figure 4—figure supplement 1F), supporting a role for *Pelo* in rescuing ribosomes in polyA tails (D'Orazio et al., 2019; Guydosh and Green, 2017; Guydosh and Green, 2014). However, the fraction of those reads did not significantly increase in *Hbs1l*^-/-^ MEFs (Figure 4—figure supplement 1F), *Hbs1l*^-/-^ embryos (Student’s t-test, p=0.4621) or *Hbs1l*^-/-^ cerebella (Student’s t-test, p=0.3269).

In addition to NSD, Dom34:Hbs1 is implicated in ribosome rescue during No-Go decay (NGD), a quality control pathway in which ribosome stalling is evoked due to stretches of rare codons, secondary mRNA structures, amino acid starvation, or tRNA deficiency. NGD may trigger endonucleolytic cleavage of mRNAs due to ribosome collision, leading to 5’RNA intermediates that lack a stop codon and are then targeted by Dom34:Hbs1 via NSD (D'Orazio et al., 2019; Doma and Parker, 2006; Glover et al., 2020). Studies in *Drosophila* and *C. elegans* revealed that RNA intermediates that converge onto NSD may also be generated through additional mechanisms including RNA interference (RNAi) and nonsense-mediated decay (NMD) (Arribere and Fire, 2018; Hashimoto et al., 2017).

To determine if loss of *Pelo* or *Hbs1l* alters the frequency of ribosome pauses that are associated with potential targets such as NMD targets, we mapped pauses to unique coding transcripts, which is generally difficult due to the short nature of RPFs. Indeed, only a fraction (~30%) of *Pelo*^-/-^ and *Hbs1l^-/-^*-pauses could be assigned to unique coding transcripts (1518 and 95, respectively) (Supplementary file 5). Of these transcripts, ~8% were classified as NMD transcripts and ~92% were protein-coding transcripts. A similar percentage of pauses mapping to NMD transcripts (~6.5%) was observed when we analyzed transcripts that contained ribosome pauses shared between either control and *Pelo*^-/-^ cells, control and *Hbs1l*^-/-^ cells, or control-specific pausing transcripts (Figure 4—figure supplement 1G). In addition, transcriptome analysis of MEFs revealed that NMD transcripts represented ~6% of expressed transcripts (Supplementary file 7). These data suggest that loss of *Pelo* or *Hbs1l* did not lead to enrichment of ribosome pauses on transcripts predicted to undergo NMD.

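RNA of control, *Hbs1l*-/-, *Pelo*-/- and *Upf2*-/- MEFs was sequenced from 1 dish per replicate, with 3 replicates of each genotype except 2 of *Pelo*-/-. The authors deposited, for each of 142552 transcripts, the read count that kallisto estimated and the abundance relative to all transcripts of the library (TPM). Transcript types were taken from the same files. Over the 11 libraries, 44485 transcripts passed edgeR's filter on low counts, and 3332 of them (7.49%, Wilson 95% confidence interval 7.25 to 7.74) are annotated as targets of nonsense-mediated decay (NMD). A filter of at least 1 TPM in every library moved this share the most, to 3.96% of 16249 transcripts. With every transcript that had at least 1 count, the share was 5.83% of 105872. These intervals cover counting error only. By abundance, NMD transcripts made up 1.69% to 2.48% of the TPM of a library, with 1.78% to 2.06% in the control libraries.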

Our observation that ribosome pausing is more dramatic in *Pelo*^-/-^ than *Hbs1l*^-/-^ cells correlates with the earlier lethality of *Pelo*^-/-^ embryos. To get a broader perspective of whether the loss of *Pelo* impacts other aspects of translation more than the *Hbs1l* deficiency, we analyzed at first the translational efficiency (TE, Supplementary file 6) of genes by normalizing the abundance of ribosomal footprint reads to that of the RNA sequencing reads. 

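For the RNA libraries, the estimated counts were summed per gene and rounded. They came to between 22713643 and 77329534 per library in control cells, 26576733 and 86425762 in *Hbs1l*-/- cells, and 23166888 and 26829522 in the 2 *Pelo*-/- libraries. The read counts that the authors made for TE from the RNA reads, with featureCounts, are not among the deposited values and are not used here. TE was tested for each gene as the interaction of assay and genotype in edgeR, over footprint and RNA libraries together, with TMM factors computed within each assay. In the RNA, *Hbs1l* had 11.1 ± 1.32 CPM (SD, n = 3) in *Hbs1l*-/- cells and 76.1 ± 3.78 (SD, n = 3) in control cells, a log2 fold change of -2.78 (standard error 0.12, adjusted p = 1.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pelo* had 0.318 ± 0.327 (SD, n = 2) in *Pelo*-/- cells and 24.0 ± 0.632 (SD, n = 3) in control cells, a log2 fold change of -6.15 (standard error 0.36). Its RPF fell less than its RNA, so that its TE had a log2 fold change of 2.38 (standard error 0.42, adjusted p = 0.000536 from the same edgeR test), with the RNA in 1 *Pelo*-/- library at 2.3 estimated counts.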

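Of 12143 genes tested for TE in *Pelo*-/- cells, 5421 (44.6%) had an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the alternatives, leaving out 1 replicate moved the count the most, to as few as 4737 genes. The RNA side of this comparison rests on 2 *Pelo*-/- libraries. The standard deviation of the TE changes across genes was 0.904. Outside those alternatives, the count fell to 666 genes with the *Hbs1l*-/- RNA libraries in place of the *Pelo*-/- RNA libraries. With the RNA of the libraries labelled *Upf2*-/- in their place it was 4145.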

In *Pelo*^-/-^ cells about 35% (4884) of genes displayed significant (adj. p≤0.05) alterations in TE compared to control cells. The TE of 57% of these genes was increased and for 43% it was decreased. In contrast, the TE of only 4% of genes (314, 60% up- and 40% downregulated) was significantly changed in *Hbs1l*^-/-^ cells and genes with differential translational efficiency showed only a moderate correlation between *Hbs1l*^-/-^ and *Pelo*^-/-^ cells (Pearson’s correlation*, r* = 0.3739). 

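Of the genes with altered TE in *Pelo*-/- cells, 2947 (54.4%) rose and 2474 (45.6%) fell. Among genes with at least 5 CPM on average, the largest increases were those of *Gbp3* (log2 fold change 7.33, standard error 0.68, adjusted p = 4.59e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Cxcl5* (6.97) and *Rtp4* (6.75). The RNA of these 3 genes stayed below 1 CPM in every control and *Pelo*-/- library. Among the largest decreases were those of *Selp* (-4.14) and *Emcn* (-4.01). The RNA of *Emcn* was 8.73 ± 0.728 CPM in *Pelo*-/- cells (SD, n = 2) and 12.2 ± 2.01 in control cells (SD, n = 3).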

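In *Hbs1l*-/- cells, 4 of 11907 genes (0.0336%) had altered TE at an adjusted p of at most 0.05, 2 upward and 2 downward, and 2064 genes had an unadjusted p below 0.05. They were *Klf10* (log2 fold change 1.18, standard error 0.18, adjusted p = 0.0468 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Rpl7* (0.96), *Banp* (-1.02) and *Hbs1l* itself (-1.36). In at least 1 of the fits that left out a replicate, each of these 4 genes had an adjusted p above 0.05. DESeq2 in place of edgeR moved this count the most and gave 366 genes, 246 upward and 120 downward, including the 4. The standard deviation of the TE changes across genes was 0.342. For TE, the range of a group ran from its lowest RPF over its highest RNA to its highest RPF over its lowest RNA. These ranges of *Hbs1l*-/- and control cells did not overlap for 9.15% of all genes tested. The 10% that chance gives for 3 libraries against 3 does not apply to such ranges, so this share is not set against chance. Across the 4 genes with altered TE in both *Hbs1l*-/- and *Pelo*-/- cells, r was 0.917, and with so few genes it has little weight. Across the 5332 genes with altered TE in either genotype r was 0.336, and across all 11818 genes tested in both it was 0.271 (Spearman's rho 0.291). Genes are not independent replicates in these correlations. When each mutant was set against a different control footprint library and a different control RNA library, an alternative chosen after seeing the data, r across all genes was 0.132.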

The TE of *Pelo*^-/-^-specific pausing genes increased, but this effect was less for *Hbs1l^-/-^*-specific pausing genes (Figure 5—figure supplement 1A), suggesting that elongation defects maybe more dramatic in *Pelo*^-/-^ cells as a result of the increase in translation of these genes.

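The authors' list of *Pelo*-/--specific pausing genes is not analysed here. Of the 157 genes that they list with pauses in *Hbs1l*-/- cells only, 138 were tested for TE, and 85 of these were higher in *Hbs1l*-/- cells. Their median log2 fold change of TE lay 0.073 above that of the other genes (camera, adjusted p = 0.0765 by Benjamini-Hochberg over the tests of pausing genes, 0.0459 before adjustment). Against other genes matched on mean expression, the difference was 0.072 with a camera p of 0.0943. None of the 138 genes had altered TE at an adjusted p of at most 0.05, and 6 did when the adjustment ran over the list alone. In *Pelo*-/- cells, 87 of 139 of the same genes (62.6%) had altered TE, 67 upward and 20 downward. From the larger increase in TE of *Pelo*-/--specific pausing genes, the paper proposes that elongation defects are more pronounced in *Pelo*-/- cells because translation of these genes increased.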

In addition to its greater impact on the TE of genes, the loss of *Pelo* also had a stronger impact on gene translation in general as evidenced by the differential expression of ribosome-protected fragments (DE RPF, Supplementary file 3; Figure 5—figure supplement 1B). 

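The standard deviation of the log2 fold changes of RPF across genes was 0.944 in *Pelo*-/- cells and 0.525 in *Hbs1l*-/- cells. The largest increases in *Pelo*-/- cells, among genes with at least 5 CPM on average, were those of *Cxcl9*, *Lcn2* and *Acod1*, each with at most 1 fragment in any control library. Set against 3 fragments in a control library, their CPM were at least 38.8-fold, at least 53.1-fold and at least 68.9-fold higher in *Pelo*-/- cells. The largest decreases in *Pelo*-/- cells were those of *Emcn* (log2 fold change -4.49, standard error 0.31, adjusted p = 3.62e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Rgs5* (-4.01) and *Arhgap36* (-3.97). For *Hbs1l*-/- cells, the largest increases were those of *Usp18* (log2 fold change 4.44, standard error 0.27, adjusted p = 2.63e-07), *Rtp4* (4.25) and *Oasl2* (3.81). After *Hbs1l*, the largest decreases in *Hbs1l*-/- cells were those of *D630003M21Rik* (-2.77) and *Synpo2l* (-2.65). *Usp18*, *Rtp4* and *Oasl2* are genes that respond to interferon, as is *Cxcl9*.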

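In *Hbs1l*-/- cells, 4083 of 11984 genes (34.1%) were differentially translated at an adjusted p of at most 0.05, 2081 upward and 2002 downward. In *Pelo*-/- cells, 5502 of 12486 genes (44.1%) were, 2858 upward and 2644 downward (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Libraries of mutant and control cells did not overlap for 3927 of the 4083 genes and for 5404 of the 5502 genes, and for 46.4% and 55.4% of all tested genes, where chance gives 10%. Leaving out 1 replicate moved these counts the most, to as few as 2913 genes in *Hbs1l*-/- cells and 4270 in *Pelo*-/- cells. Among the 11955 genes tested in both genotypes, 7094 (59.3%) had a larger absolute log2 fold change in *Pelo*-/- cells, and the median absolute change was 0.24 in *Hbs1l*-/- and 0.277 in *Pelo*-/- cells. In a test of the difference itself, as an interaction over the 12 libraries, 695 of 12526 genes differed between genotypes, 432 of them with a higher log2 fold change in *Pelo*-/- cells. With the control libraries of equal number summed over the pools and a single set of controls for both mutants, an alternative chosen after seeing the data, 2468 genes differed.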

While *Hbs1l* deficiency altered translation of 26% (3445) of genes, the loss of *Pelo* affected translation of 34% (4965) of genes and led to significantly greater fold changes in gene expression in *Pelo*^-/-^ cells (Wilcoxon test, p<2.2e-16). However, differentially translated genes between *Pelo*^-/-^ (DE RPF *Pelo*^-/-^) and *Hbs1l^-/-^* (DE RPF *Hbs1l*^-/-^) cells were strongly correlated (Figure 5—figure supplement 1C), indicating that, although loss of *Hbs1l* may lead to smaller alterations in translation, most of the changes occur in the same direction.

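Both genotypes altered 3019 genes, and 2995 of these (99.2%) changed in the same direction. Pearson's r across these genes was 0.926. Across the 6315 genes altered in either genotype r was 0.838, and across all 11955 genes tested in both it was 0.799 (Spearman's rho 0.744). These correlations run across genes, which are not independent replicates. Because the control libraries of the pools differ by little more than counting noise, each mutant was also set against a different control library, an alternative chosen after seeing the data. This gave r = 0.896 across the 3019 genes and 0.715 across all genes. From the correlation, the paper concludes that most of the changes in translation occur in the same direction in both genotypes.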

In addition, 20% (1060) and 2% (70) of the differentially translated genes in *Pelo*^-/-^ and *Hbs1l^-/-^* cells also contained ribosome pauses specifically found in *Pelo*^-/-^ and *Hbs1l^-/-^* cells, respectively, and translation of these pausing genes was both increased and decreased (Figure 5—figure supplement 1B). However, changes in expression were under 2-fold for the majority of *Pelo*^-/-^- and *Hbs1l^-/-^-*pausing genes (88% of *Pelo*^-/-^- and 93% of *Hbs1l*^-/-^-pausing genes) and these changes were significantly lower compared to those in genes without mutant-specific pauses (Figure 5—figure supplement 1B and D). Thus, similar to *Hbs1l*^-/-^ embryos, these data suggest that most of the translational changes in gene expression are not due to an increase in the ribosome occupancy but are likely a response to changes in mRNA expression and/or translation regulation.

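Of the 138 tested genes with pauses in *Hbs1l*-/- cells only, 65 (47.1%) were differentially translated in *Hbs1l*-/- cells, 52 upward and 13 downward, and 66 were when the adjustment ran over the list alone. They made up 1.59% of all differentially translated genes. The median log2 fold change of the 138 genes lay 0.14 above that of the other genes (camera, adjusted p = 0.0238 by Benjamini-Hochberg over the tests of pausing genes, 0.00476 before adjustment), and 93 of them were higher. It stayed between 0.13 and 0.15 in the 6 fits that each left out a replicate.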

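Among the 65 differentially translated genes with *Hbs1l*-/--specific pauses, 62 (95.4%) changed by less than 2-fold. This was so for 85.6% of the other 4018 differentially translated genes in *Hbs1l*-/- cells. The median absolute log2 fold change was 0.345 for the former and 0.488 for the latter. The former are more highly expressed (median log2 CPM 7.97 against 5.24), so that smaller changes pass the threshold among them. A permutation test that drew 65 genes at random 100000 times gave p = 0.004 (two-sided) for this difference of -0.14. Within 20 strata of expression, a comparison chosen after seeing the data, the difference was -0.012 (permutation within strata, p = 0.65, two-sided), so the smaller changes of pausing genes go with their expression. Both tests take genes as exchangeable, although genes do not vary independently.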

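By RNA sequencing, 3542 of 15318 genes in *Hbs1l*-/- cells and 4727 of 14705 genes in *Pelo*-/- cells changed at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1944 and 2283 of them upward. Leaving out 1 replicate moved the count in *Hbs1l*-/- cells the most, to as few as 1817 genes, and limma on log2(TPM + 0.1) moved the count in *Pelo*-/- cells the most, to 2360 genes. The largest increases in *Hbs1l*-/- cells were those of *Usp18* (4.54), *Oas1a* (4.53) and *Oasl2* (4.17), and the largest decreases besides *Hbs1l* were those of *Rgs5* (-2.90) and *Tph1* (-2.59) on the log2 scale. *Cldn4* (2.39) and *Ccbe1* (1.89) were among the genes that rose the most in *Pelo*-/- cells, and *Cops2* (-2.52) and *Idi1* (-2.47) fell the most besides *Pelo*. Among genes tested for both RNA and TE, the median TE change of the 2173 genes with raised mRNA in *Pelo*-/- cells lay below that of genes with unchanged mRNA, by a difference of -0.56 on the log2 scale. For the 2221 genes with lowered mRNA it lay 0.69 above. In *Hbs1l*-/- cells, these differences were -0.17 for 1799 genes with raised mRNA and 0.18 for 1347 genes with lowered mRNA. RNA counts enter both the mRNA change and TE, with opposite signs, so that their counting error alone gives an inverse relation. With mRNA changes and TE computed from different RNA libraries, the differences in *Pelo*-/- cells were -0.52 and 0.52, and in *Hbs1l*-/- cells -0.33 (from -0.87 to 0.12 over 3 divisions of the libraries) and -0.0028. Across genes, r between mRNA and RPF changes was 0.784 in *Hbs1l*-/- cells and 0.101 in *Pelo*-/- cells. Genes with raised mRNA in *Pelo*-/- cells had a median RPF change of 0.0010 beside a median mRNA change of 0.54.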

Interestingly, we observed an opposing relationship between transcriptional expression changes (DE mRNA) and changes in translational efficiency (TE) of many genes in *Pelo*^-/-^ and *Hbs1l^-/-^* cells (Figure 5A). KEGG pathway analysis of genes with this opposing behavior revealed enrichment of several pathways (ribosome, ribosome biogenesis, RNA transport, spliceosome, cell cycle, and lysosome) that overlapped with those of differently translated genes (DE RPF) (Figure 5B, Figure 5—figure supplement 1E), suggesting that expression of genes in these pathways is translationally regulated, perhaps to restore homeostasis between the transcriptome and translatome.

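Genes with opposite changes in mRNA and TE, both at an adjusted p of at most 0.05, numbered 2811 among 12137 genes in *Pelo*-/- cells. Of these, 1519 had lowered mRNA and raised TE, and 1292 had raised mRNA and lowered TE. Against these 12137 genes as background, the share of opposing genes was computed for 7 gene lists that stand in for the KEGG pathways, which are not used here. It was 57.9% for ribosomal protein genes (44 of 76, all with lowered mRNA) against 22.9% of the other genes (Fisher's exact test, two-sided, p = 7.12e-11, 1.50e-09 after Benjamini-Hochberg adjustment over 21 tests). For lysosomal genes it was 50% (30 of 60, all with raised mRNA, adjusted p = 7.93e-05), and for spliceosomal genes 38.5% (25 of 65, adjusted p = 0.0504). For genes of ribosome biogenesis, cell cycle, DNA replication and autophagy, the shares were 31.5%, 35.4%, 32.5% and 19.5%, with adjusted p values from 0.242 to 0.997. Fisher's test takes genes as independent. Camera's correlation between ribosomal protein genes in *Pelo*-/- cells was 0.707 for mRNA and 0.245 for TE, so their p value is too small. The same RNA counts also enter both the mRNA and the TE calls. In *Hbs1l*-/- cells 3 genes had opposing changes, and no list had an adjusted p of at most 0.05. From this overlap with the differentially translated pathways, the paper proposes that expression of these genes is regulated at the level of translation.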

**Figure 5.**
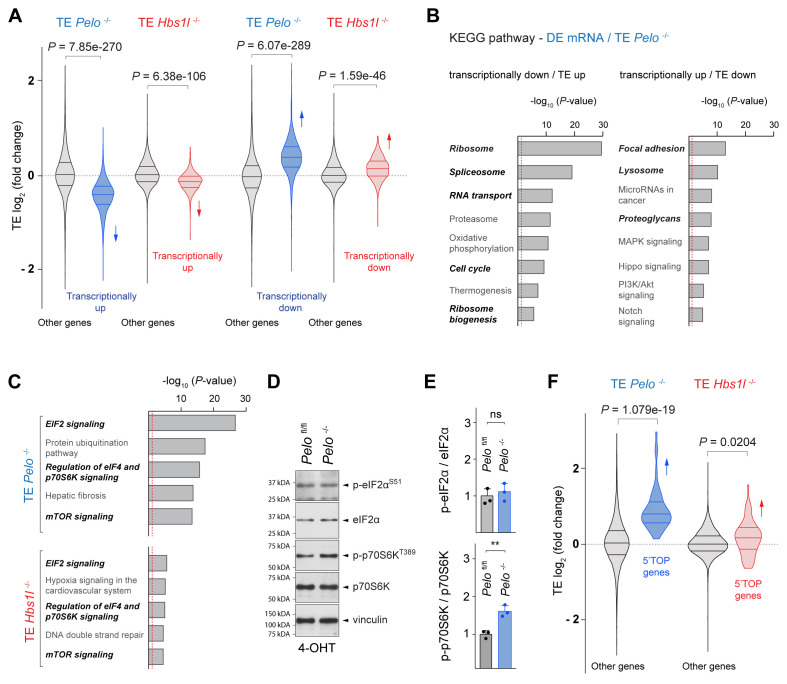
*Pelo*/*Hbs1l* deficiency alters translation regulation and reprograms the translatome. (**A**) Translational efficiency (TE) of genes that are transcriptionally upregulated or downregulated was compared to the remaining (‘other’) genes from *Pelo*^-/-^ (blue) and *Hbs1l*^-/-^ (red) MEFs, respectively. Downward direction of arrows indicates significant decrease in translational efficiency of transcriptionally upregulated genes in *Pelo*^-/-^ and *Hbs1l*^-/-^ MEFs. Upward direction of arrows indicates significant increase in translational efficiency of transcriptionally downregulated genes in *Pelo*^-/-^ and *Hbs1l*^-/-^ MEFs. (**B**) KEGG pathway analysis of genes from *Pelo*^-/-^ MEFs in which the translational efficiency (TE *Pelo*^-/-^, adj. p≤0.05) is opposite to their transcriptional expression (DE mRNA *Pelo*^-/-^, *q*-value ≤0.05). Italicized pathways indicate pathways that overlapped with enriched pathways of differentially translated genes in *Pelo*^-/-^ MEFs (DE RPF *Pelo*^-/-^, adj. p≤0.05) (Figure 5—figure supplement 1E). The red dashed line indicates the significance threshold (p=0.05). (**C**) Ingenuity pathway analysis (IPA) of genes with differential translational efficiency from *Pelo*^-/-^ (TE *Pelo*^-/-^) and *Hbs1l*^-/-^ (TE *Hbs1l*^-/-^) MEFs. EIF2 and mTOR/p70S6K signaling are in italics. The red dashed line indicates the significance threshold (p=0.05). (**D**) Western blot analysis of p-eIF2α^S51^ and p-p70S6K^T389^ using lysates of tamoxifen-treated control (*Pelo*^fl/fl^) and *Pelo*^-/-^ MEFs at Day 2 (Passage P1). Vinculin was used as a loading control. (**E**) Levels of p-eIF2α^S51^ or p-p70S6K^T389^ were normalized to total level of eIF2α or p70S6K, and phosphorylation levels are relative to those of control (*Pelo*^fl/fl^). Data represent mean + SD. (**F**) Translational efficiency (TE) of genes with translational regulation by mTOR via their 5’TOP motif was compared to the remaining (‘other’) genes from *Pelo*^-/-^ (blue) and *Hbs1l*^-/-^ (red) MEFs. Upward direction of arrows indicates significant increase in translational efficiency of 5’TOP genes. 4-OHT, 4-hydroxytamoxifin; 5’TOP, 5’terminal oligopyrimidine motif. Student’s t-test (**E**); Wilcoxon rank-sum test was used to determine statistical significance (**A, F**). ns, not significant; **p≤0.01. Figure 5—source data 1.*Pelo/Hbs1l* deficiency alters translation regulation and reprograms the translatome.

**Figure 5—figure supplement 1.**
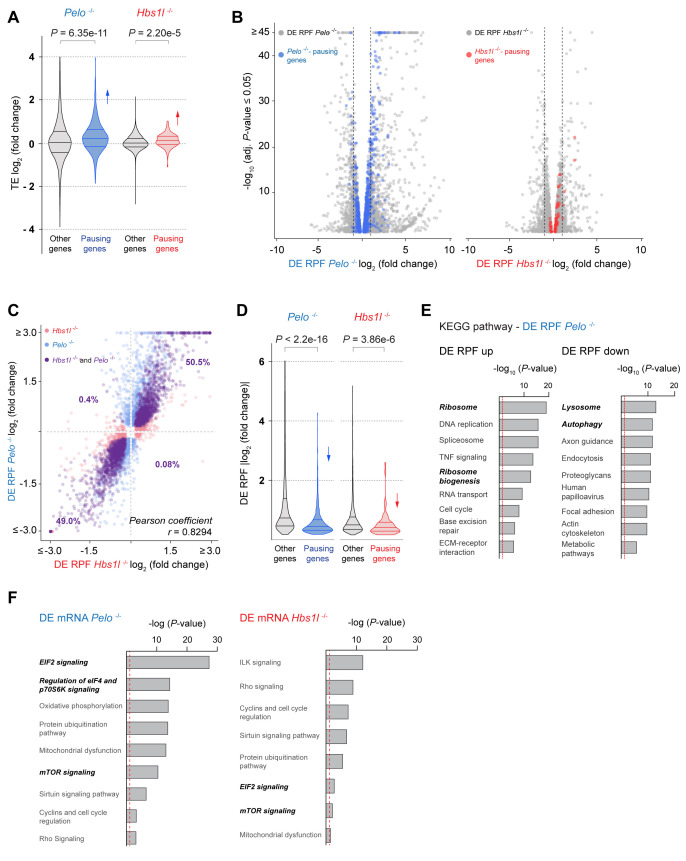
*Pelo*/*Hbs1l* deficiency alters translational gene expression of multiple pathways. (**A**) Translational efficiency (TE) of *Pelo*^-/-^- and *Hbs1l*^-/-^-pausing genes was compared to the TE of the remaining (‘other’) genes from *Pelo*^-/-^ (blue) and *Hbs1l*^-/-^ (red) MEFs. Upward direction of arrows indicates significant increase in translational efficiency of *Pelo*^-/-^- and *Hbs1l*^-/-^-pausing genes. (**B**) Analysis of differentially translated genes in *Pelo*^-/-^ (DE RPF *Pelo*^-/-^, adj. p≤0.05, left) and *Hbs1l*^-/-^ (DE RPF *Hbs1l*^-/-^, adj. p≤0.05, right) MEFs are shown in gray. *Pelo*^-/-^- and *Hbs1l*^-/-^-specific pausing genes (z-score ≥10, detected in all three biological replicates) that are differentially translated are highlighted. Twofold changes in expression are indicated by the black dashed lines. (**C**) Differentially translated genes in *Hbs1l*^-/-^ MEFs (DE RPF *Hbs1l*^-/-^, adj. p≤0.05, x-axis, red) were plotted against genes that are differentially translated in *Pelo*^-/-^ MEFs (DE RPF *Pelo*^-/-^, adj. p≤0.05, y-axis, blue). Genes those translation was significantly different in both *Hbs1l*^-/-^ and *Pelo*^-/-^ MEFs are shown in purple. (**D**) Differential translation of genes in *Pelo* (DE RPF *Pelo*^-/-^, adj. p≤0.05) and *Hbs1l* (DE RPF *Hbs1l*^-/-^, adj. p≤0.05) was compared to that of *Pelo*^-/-^- and *Hbs1l*^-/-^-specific pausing genes. Downward direction of arrows indicates significantly reduced changes in RPFs from the pausing genes compared to non-pausing (‘other’) genes. (**E**) KEGG pathway analysis of differentially translated (up- and downregulated) genes (DE RPF *Pelo*^-/-^, adj. p≤0.05) in *Pelo*^-/-^ MEFs. Top nine of the significantly enriched pathways are shown. The red dashed line indicates the significance threshold (p=0.05). Pathways that are positively (ribosome, ribosome biogenesis) and negatively (lysosome, autophagy) regulated by mTORC1 are in italics. (**F**) Ingenuity pathway analysis (IPA) of differentially transcribed genes in *Pelo* (DE mRNA *Pelo*^-/-^) and *Hbs1l* (DE mRNA *Hbs1l*^-/-^). EIF2 and mTOR/p70S6K signaling are in italics. The red dashed line indicates the significance threshold (p=0.05). RPF, ribosome protected fragments. Wilcoxon rank-sum test was used to determine statistical significance (**A, D**); Pearson coefficient (r) was determined to analyze linearity of gene expression changes (**C**).

To identify signaling pathways that might control these changes in translation regulation upon loss of *Pelo*/*Hbs1l*, we performed IPA analysis on differentially transcribed (DE mRNA) genes and genes with altered translation efficiency (TE). EIF2 and mTOR/p70S6K signaling, both of which are known to regulate translation, were highly enriched in *Pelo*^-/-^ cells but less enriched in *Hbs1l*^-/-^ cells (Figure 5C, Figure 5—figure supplement 1F). Phosphorylation of eIF2α decreases translation initiation, while the activity of mTOR, in particular mTORC1 (mechanistic target of rapamycin complex 1), increases translation initiation and elongation. About 50% of the differentially regulated genes identified by IPA overlapped between the two pathways and therefore, we assessed the phosphorylation status of p-eIF2α^S51^ and p-p70S6^T389^, a known target of mTORC1, to determine if one or both signaling pathways were affected. Levels of p-eIF2α^S51^ in *Pelo*^-/-^ cells were unchanged from those of control cells (Figure 5D and E). However, levels of p-p70S6^T389^ were significantly increased in *Pelo*^-/-^ cells, indicating activation of mTOR signaling (Figure 5D and E). 

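A list of genes with 5'TOP motifs, written from general knowledge and not the list of the cited work, was compared with the other genes. A higher TE in *Pelo*-/- cells was found for 98 of its 100 tested genes, and the median log2 fold change lay 0.90 above that of the other genes (camera, adjusted p = 0.112 by Benjamini-Hochberg over 9 tests of ribosomal protein and TOP genes, 0.018 before adjustment). Altered TE was found for 84 of the 100 genes, all upward. In *Hbs1l*-/- cells, 60 of 98 genes were higher, with a difference of 0.12 (camera, adjusted p = 0.603, 0.469 before adjustment), and 1 gene had altered TE. The rank-sum test moved the result in *Hbs1l*-/- cells the most, to p = 0.00519 (n = 98 genes) with the same difference. For the 24 genes of the list that do not encode ribosomal proteins, the differences were 0.50 in *Pelo*-/- and 0.15 in *Hbs1l*-/- cells.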

In agreement, the TE of genes that are known to be translationally regulated by mTORC1 via their 5’terminal oligopyrimidine motifs (5’TOP) (Yamashita et al., 2008) was significantly increased in *Pelo*^-/-^ and *Hbs1l*^-/-^ cells, although this increase was less pronounced in the latter (Figure 5F). 

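The differences in median log2 fold change of RPF between genes of ribosome biogenesis and the other genes were 0.37 in *Hbs1l*-/- and 0.38 in *Pelo*-/- cells, with 71 and 69 of 73 genes higher. For ribosomal protein genes the differences were 0.13 and 0.52, with 50 of 74 genes higher in *Hbs1l*-/- and 72 of 76 in *Pelo*-/- cells. Lysosomal genes lay below the other genes, with differences of -0.27 and -0.36 and with 51 and 46 of 60 genes lower in *Hbs1l*-/- and *Pelo*-/- cells. For autophagy genes the differences were -0.11 and -0.20, with 25 of 40 and 30 of 41 genes lower. Camera gave an adjusted p = 0.146 for ribosome biogenesis in *Hbs1l*-/- cells (Benjamini-Hochberg over 18 tests of pathway lists, 0.0302 before adjustment) and an adjusted p = 0.149 for autophagy in *Pelo*-/- cells (0.0496 before adjustment). For ribosome biogenesis in *Pelo*-/- cells, lysosomal genes in both genotypes and autophagy genes in *Hbs1l*-/- cells, the unadjusted p ranged from 0.130 to 0.267. Ribosomal protein genes were not among those 18 tests, and camera gave them an unadjusted p of 0.401 in *Hbs1l*-/- and 0.00133 in *Pelo*-/- cells.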

Activation of mTORC1 may underlie some of the observed gene expression changes (DE RPF) given its role as a positive regulator for ribosome biogenesis and translation of ribosomal genes and a negative regulator of lysosomal biogenesis and autophagy (Kim et al., 2011; Mayer and Grummt, 2006; Puertollano, 2014; Rabanal-Ruiz et al., 2018; Roczniak-Ferguson et al., 2012), which parallels the directionality of the changes in these pathways (Figure 5—figure supplement 1E).

### Convergent modulation of the translatome in cells with defects in translation-dependent quality control pathways

Our findings suggest that translational reprogramming occurs upon loss of *Pelo/Hbs1l*. However, whether these changes are unique to *Pelo/Hbs1l* or reflect a more general cellular response upon impairment of translation-dependent quality control pathways is unclear. To investigate this possibility, we conditionally deleted the core NMD component, *Upf2*, in MEFs (Lelivelt and Culbertson, 1999; Serin et al., 2001). In contrast to NGD and NSD that resolve ribosomes on mRNAs impeding translation elongation, nonsense-mediated decay (NMD) targets aberrant mRNAs (e.g. mRNAs containing a premature termination codon) for degradation during translation (Karousis and Mühlemann, 2019; Schuller and Green, 2018). 

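The *Upf2*-/- MEFs were treated and profiled like the other cells, with 3 replicates each for footprints and RNA. Between 5782990 and 11061625 fragments per library were counted in the libraries labelled *Upf2*-/- (median 7282755) and between 14274790 and 15602201 in the controls of their pool (median 14360171). RNA counts lay between 32616747 and 59978261 per library in the libraries labelled *Upf2*-/-. *Upf2* (ENSMUSG00000043241.14) lies on chromosome 2 from 5951469 to 6056703 of GRCm38, in the Gencode M21 annotation. In the libraries labelled *Upf2*-/-, it had 115.6 ± 2.90 footprint CPM (SD, n = 3) against 54.2 ± 4.63 (SD, n = 3) in controls, a log2 fold change of 1.09 (standard error 0.08, adjusted p = 3.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the RNA it had 45.2 ± 16.6 (SD, n = 3) against 18.0 ± 3.02 (SD, n = 3), a log2 fold change of 1.33 (standard error 0.24, adjusted p = 0.00331). *Upf2* was thus higher, not lower, in the libraries labelled *Upf2*-/-, and counts on the gene do not show which exons the reads cover. Of 12166 genes tested for RPF in the libraries labelled *Upf2*-/-, 5279 (43.4%) were differentially translated, 2715 upward and 2564 downward. The largest increases were those of *Mx2* (5.36), *Oas1b* (5.36) and *Rtp4* (5.03), and the largest decreases those of *Krt20* (-4.14), *Rab3b* (-3.03) and *Gpr149* (-2.98) on the log2 scale.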

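Of 40620 transcripts tested in the libraries labelled *Upf2*-/-, 2175 (5.35%) changed at an adjusted p of at most 0.05, 1775 upward and 400 downward (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NMD transcripts made up 24.4% of the 1775 raised transcripts and transcripts with retained introns 15.6%, where they made up 7.25% and 14% of all tested transcripts. The NMD share was 22.1% of 3472 raised transcripts with DESeq2, and it lay between 21.3% and 28.7% without 1 replicate. The share of retained introns lay between 13.68% and 17.03% without 1 replicate. In *Pelo*-/- cells, 826 of 34903 transcripts changed, 252 upward and 574 downward, and NMD transcripts made up 1.19% of the raised ones. Of 36633 transcripts tested in *Hbs1l*-/- cells, 481 changed. DESeq2 gave 5639, 4587 and 3786 transcripts in the libraries labelled *Upf2*-/-, in *Pelo*-/- and in *Hbs1l*-/- cells, whereas the fits without 1 replicate gave 567 to 1278 in the first and 0 in both others (6249 to 6676 and 5184 to 6184 at an unadjusted p below 0.05). On counts simulated with 200 transcripts changed by 3 on the log2 scale, DESeq2 made 150 false calls among 300, and 99 calls without any change. That share of false calls depends on how many transcripts change, so it does not carry over to the far larger counts above.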

Consistent with the function of *Upf2* in NMD, about 20% and 13% of upregulated transcripts (DE mRNA *Upf2*, *q-value* ≤0.05) were NMD transcripts or transcripts with retained introns, respectively (Figure 6—figure supplement 1A, Supplementary file 7). 

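By RNA sequencing of genes, 3194 of 15983 genes changed in the libraries labelled *Upf2*-/- at an adjusted p of at most 0.05, 2113 upward and 1081 downward (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increases were those of the pseudogenes *Gm6166* (8.28), *Gm8210* (7.94) and *Gm13841* (7.94), and the largest decreases those of *Rpl29* (-3.00), *C1qtnf3* (-1.92) and *Idi1* (-1.91) on the log2 scale. *Gm8210* and *Gm13841* had the same 103 ± 2.21 CPM in the libraries labelled *Upf2*-/- (SD, n = 3), as for copies among which kallisto cannot assign reads. TE was altered for 2446 of 12054 genes (20.3%), 1021 upward and 1425 downward, and this count moved the most without 1 replicate, to between 1507 and 2840. *Slfn5* (4.34), *Eln* (3.58) and *Ifit3* (3.22) had the largest increases in TE, and *Lce1h* (-3.29), *Krt20* (-2.98) and *AI661453* (-2.89) the largest decreases. The median TE change of the 1665 genes with raised mRNA differed from that of genes with unchanged mRNA by -0.45, and that of the 949 genes with lowered mRNA by 0.23. With mRNA changes and TE from different RNA libraries, these differences were -0.49 and 0.21. Raised mRNA with lowered TE was found for 623 genes, and lowered mRNA with raised TE for 195. Across genes, r between mRNA and RPF changes was 0.422.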

Although the accumulation of these transcripts was specific to *Upf2* ^-/-^ cells (Figure 6—figure supplement 1A and B), we observed an inverse relationship between transcriptional gene expression changes (DE mRNA *Upf2*) and changes in translational efficiency (TE *Upf2*) in *Upf2^-/-^* cells as we did in *Pelo*^-/-^ and *Hbs1l^-/-^* cells (Figure 6A). Surprisingly, IPA analysis on differentially transcribed (DE mRNA *Upf2*^-/-^) genes and genes with altered translation efficiency (TE *Upf2*^-/-^) revealed enrichment for EIF2 and mTOR signaling in *Upf2^-/-^* as observed in *Pelo*^-/-^ and *Hbs1l^-/-^* cells (Figure 6B and C). Western blot analysis revealed the level of p-eIF2α^S51^ in *Upf2^-/-^* cells was unchanged from that of controls, but p-p70S6^T389^ levels and translation of 5’TOP genes were significantly increased (Figure 6C,D and E), indicating that mTORC1 is activated in *Upf2^-/-^* cells. 

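In the libraries labelled *Upf2*-/-, the median log2 fold change of TE for the 98 tested genes with 5'TOP motifs lay 0.33 above that of the other genes (camera, adjusted p = 0.418 by Benjamini-Hochberg over the tests of ribosomal protein and TOP genes, 0.145 before adjustment). The rank-sum test across genes moved this result the most, to p = 4.35e-11 (n = 98 genes) for the same difference. Without 1 replicate, the difference lay between 0.24 and 0.41. At the level of RPF, the difference was 0.0058, with 51 of 98 genes higher, and at the level of mRNA it was -0.27, with 98 of 103 genes lower.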

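Ribosomal protein genes had a lower mRNA level in the libraries labelled *Upf2*-/- for 74 of 79 tested genes, with a median log2 fold change that differed from that of the other genes by -0.27 (camera, adjusted p = 0.470 by Benjamini-Hochberg over the tests of ribosomal protein and TOP genes, 0.303 before adjustment). In *Pelo*-/- cells, 78 of 79 were lower, with a difference of -0.39 (camera, adjusted p = 0.470, 0.313 before adjustment). For *Hbs1l*-/- cells the difference was 0.090, with 53 genes higher. The TE of ribosomal protein genes differed from that of the other genes by 0.33 in the libraries labelled *Upf2*-/- (camera, adjusted p = 0.418, 0.186 before adjustment), 0.97 in *Pelo*-/- (camera, adjusted p = 0.112, 0.0248 before adjustment) and 0.080 in *Hbs1l*-/- cells. For RPF, the differences were 0.0058 in the libraries labelled *Upf2*-/-, with 39 of 74 genes higher, and 0.52 in *Pelo*-/- cells.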

Although translation of ribosomal genes was increased, transcriptional levels of ribosomal genes were decreased in *Upf2*^-/-^ similar to *Pelo*^-/-^ cells (Figure 6F), further supporting that mTORC1 activation may be a general response in an attempt to restore cellular homeostasis in *Upf2*^-/-^ and *Pelo*^-/-^ cells.

**Figure 6.**
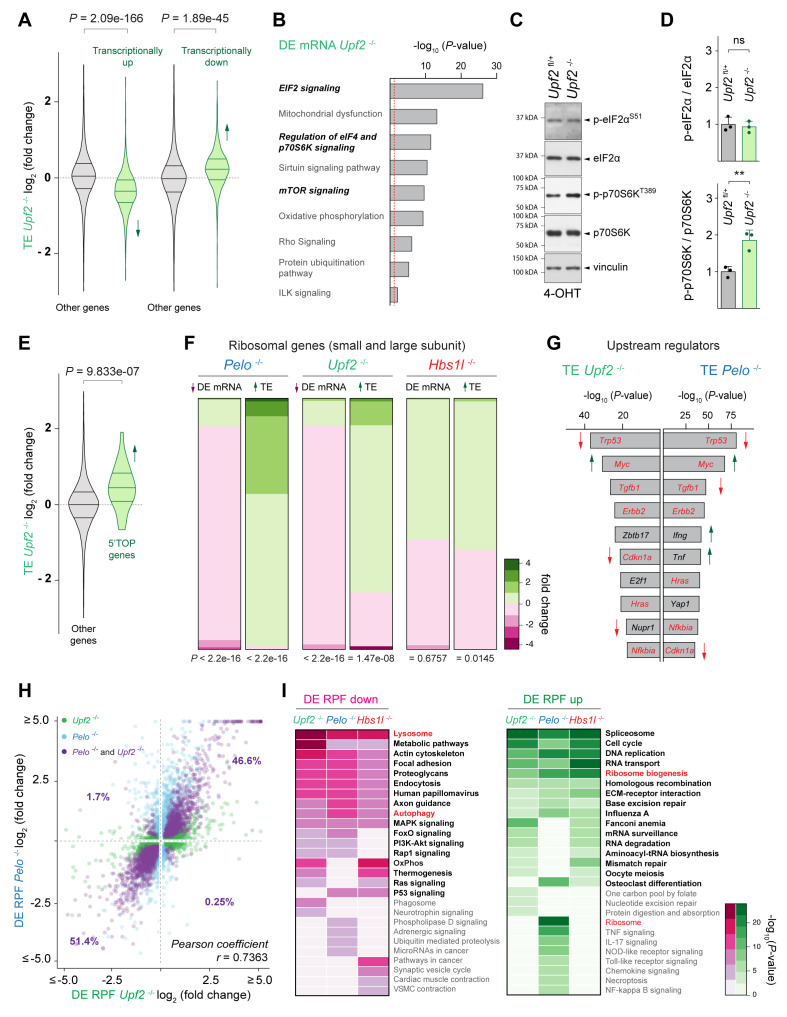
Defects in different translation-dependent quality control pathways similarly alter translation regulation and the translatome. (**A**) Translational efficiency (TE) of genes that are transcriptionally upregulated or downregulated was compared to the remaining (‘other’) genes from *Upf2*^-/-^ (green) MEFs. Downward direction of the arrow indicates significant decrease in translational efficiency of transcriptionally upregulated genes in *Upf2*^-/-^ MEFs. Upward direction of the arrow indicates significant increase in translational efficiency of transcriptionally downregulated genes in *Upf2*^-/-^ MEFs. (**B**) Ingenuity pathway analysis (IPA) of differentially transcribed genes from *Upf2*^-/-^ MEFs (DE mRNA *Upf2*^-/-^). EIF2 and mTOR/p70S6K signaling are in italics. The red dashed line indicates the significance threshold (p=0.05). (**C**) Western blot analysis of p-eIF2α^S51^ and p-p70S6K^T389^ of lysates from tamoxifen-treated control (*Upf2*^fl/+^) and *Upf2*^-/-^ MEFs at Day 2 (Passage P1). Vinculin was used as a loading control. (D) Levels of p-eIF2α^S51^ or p-p70S6K^T389^ were normalized to total level of eIF2α or p70S6K, and phosphorylation levels are relative to those of control (*Upf2*^fl/+^) MEFs. Data represent mean + SD. (**E**) Translational efficiency (TE) of genes those translation is regulated by mTOR via their 5’TOP motif was compared to the remaining (‘other’) genes from *Upf2*^-/-^ (green) MEFs. Upward direction of the arrow indicates significant increase in translational efficiency of 5’TOP genes. (**F**) Differential transcription (DE mRNA) or translational efficiency (TE) of ribosomal protein genes (small and large ribosomal subunit) was compared to the remaining (‘other’) genes from *Pelo*^-/-^ (blue), *Upf2*^-/-^ (green), and *Hbs1l*^-/-^ (red) MEFs. Up- and downward direction of arrows indicates significant up- and downregulation of ribosomal protein genes, respectively. The heatmap indicates the gene expression changes of ribosomal protein genes. (**G**) Identification of upstream regulators of genes with differential translational efficiency in *Upf2*^-/-^ (TE *Upf2*^-/-^) and *Pelo*^-/-^ (TE *Pelo*^-/-^) MEFs. Top ten transcription factors are shown. Those enriched in both *Upf2*^-/-^ and *Pelo*^-/-^ MEFs and shown in red. Up- or downward direction of arrows indicates predicted up- or downregulation of transcription factors, respectively. (**H**) Differentially translated genes in *Upf2*^-/-^ MEFs (DE RPF *Upf2*^-/-^, adj. p≤0.05, x-axis, green) were plotted against genes that are differentially translated in *Pelo*^-/-^ MEFs (DE RPF *Pelo*^-/-^, adj. p≤0.05, y-axis, blue). Genes those translation was significantly different in both *Upf2*^-/-^ and *Pelo*^-/-^ MEFs are shown in purple. (**I**) KEGG pathway analysis of differentially translated (up- and downregulated) genes (DE RPF, adj. p≤0.05) in *Upf2*^-/-^ (green), *Pelo*^-/-^ (blue) and *Hbs1l*^-/-^ (red) MEFs. Significantly (p≤0.05) enriched pathways are shown and pathways in bold indicate pathways that are shared between any of the mutant MEFs. Pathways known to be positively or negatively regulated by mTORC1 are in red. 4-OHT, 4-hydroxytamoxifin; 5’TOP, 5’terminal oligopyrimidine motif. Student’s t-test (**D**); Wilcoxon rank-sum test was used to determine statistical significance (**A, E, F**); Pearson coefficient (r) was determined to analyze linearity of gene expression changes (**H**). ns, not significant; **p≤0.01. Figure 6—source data 1.Defects in different translation-dependent quality control pathways similarly alter translation regulation and the translatome.

**Figure 6—figure supplement 1.**
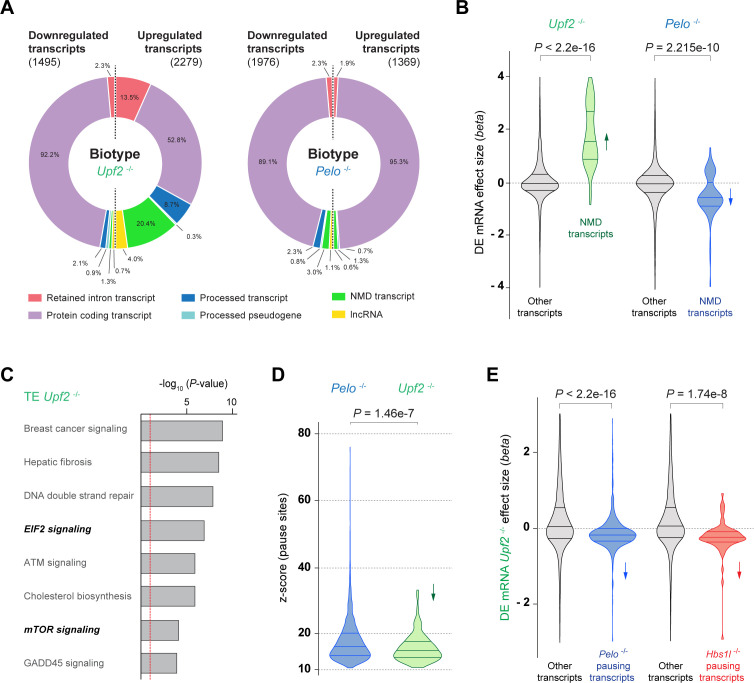
Loss of *Upf2* leads to an increase of NMD targets. (**A**) Ensembl-annotated transcript biotypes of differentially transcribed mRNAs in *Upf2*^-/-^ (DE mRNA *Upf2*^-/-^, *q*-value ≤0.05) and *Pelo*^-/-^ (DE mRNA *Pelo*^-/-^, *q*-value ≤0.05) MEFs. (**B**) Transcriptional expression of NMD transcripts with significant (*q*-value ≤0.05) changes in expression in *Upf2*^-/-^ (DE mRNA *Upf2*^-/-^) and *Pelo*^-/-^ (DE mRNA *Pelo*^-/-^) was compared to expression of the remaining (‘other’) transcripts. The effect size (*beta*) is analogous to the natural log fold change in expression. Up- or downward direction of arrows indicates significant increase or decrease in expression of NMD transcripts in *Upf2*^-/-^ or *Pelo*^-/-^ MEFs. (**C**) Ingenuity pathway analysis (IPA) of genes with differential translational efficiency (TE) in *Upf2*^-/-^ MEFs (TE *Upf2*^-/-^). EIF2 and mTOR signaling are in italics. The red dashed line indicates the significance threshold (p=0.05). (**D**) Comparison of z-scores (‘pause score’) of specific pauses observed in *Pelo*^-/-^ (blue) and *Upf2*^-/-^ (green) MEFs. Downward direction of the arrow indicates significantly lower pause scores specific to *Upf2*^-/-^ compared to *Pelo*^-/-^ MEFs. (**E**) Transcriptional expression of either *Pelo*- or *Hbs1l*-specific pausing transcripts (unique protein-coding pausing transcripts) was compared to the remaining (‘other’) transcripts in *Upf2*^-/-^ (DE mRNA *Upf2*^-/-^) MEFs. The effect size (*beta*) is analogous to the natural log fold change in expression. Downward direction of arrows indicates a significant decrease in expression of *Pelo*- or *Hbs1l*-specific pausing transcripts in *Upf2*^-/-^ MEFs. NMD, nonsense-mediated transcript; lncRNA, long noncoding RNA. Wilcoxon rank-sum test was used to determine statistical significance (**B, D, E**).

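The target lists behind the predicted regulators are not used here, and only the footprints on the 7 regulators themselves were compared. In *Pelo*-/- cells, *Nfkbia* rose by 2.20 on the log2 scale (standard error 0.09, adjusted p = 1.64e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 227 ± 27.1 CPM (SD, n = 3) against 49.3 ± 0.272 (SD, n = 3) in controls. *Myc* (0.55) and *Trp53* (0.27) rose, *Cdkn1a* (-0.52) and *Hras* (-0.22) fell, and *Erbb2* (0.18) and *Tgfb1* (0.17) had adjusted p values of 0.104 and 0.0828. In the libraries labelled *Upf2*-/-, *Erbb2* rose by 0.46, while *Hras* (-0.53), *Cdkn1a* (-0.46) and *Tgfb1* (-0.35) fell. *Trp53* (-0.038), *Nfkbia* (-0.061) and *Myc* (0.011) in the libraries labelled *Upf2*-/- had adjusted p values of 0.641, 0.578 and 0.904, and the change in *Myc* took either sign among the alternatives.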

Surprisingly, most of the top upstream regulators predicted by IPA analysis that may govern the observed gene expression changes were shared between *Upf2*^-/-^ and *Pelo*^-/-^ cells and included *Trp53*, *Myc*, *Tgfb1*, *Errb2*, *Cdkn1a*, *Hras*, and *Nfkbia* (Figure 6G). In agreement, genes with differential translational efficiency were strongly correlated between *Upf2*^-/-^ and *Pelo*^-/-^ cells (Pearson’s correlation*, r* = 0.6576). Furthermore, differentially translated genes in *Upf2*^-/-^ (32% of genes, DE RPF *Upf2*^-/-^) and *Pelo*^-/-^ (34% of genes, DE RPF *Pelo*^-/-^) cells also showed a strong linear correlation (Figure 6H), indicating that defects in these quality control pathways may not only lead to similar changes in translation regulation (TE) but also in global gene translation (DE RPF). 

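Across the 1503 genes with altered TE in both the libraries labelled *Upf2*-/- and *Pelo*-/- cells, r was 0.888, and 1451 of these genes (96.5%) changed in the same direction. Across the 6285 genes altered in either, r was 0.680. Across all 11922 genes tested in both, it was 0.624 (Spearman's rho 0.557). The same control RNA libraries enter both comparisons, and genes are not independent replicates in these correlations. With a different control footprint library and a different control RNA library for each mutant, an alternative chosen after seeing the data, r was 0.848 across the 1503 genes and 0.505 across all genes.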

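Differential translation in both the libraries labelled *Upf2*-/- and *Pelo*-/- cells was found for 3279 genes, of which 3140 (95.8%) changed in the same direction, with r = 0.895 across these genes. The 7278 genes altered in either gave r = 0.754 and all 12095 genes tested in both 0.728 (Spearman's rho 0.656), across genes that are not independent replicates. With a different control library for each mutant, r was 0.871 across the 3279 genes and 0.665 across all genes. In a fit over the 12 libraries, the effects on 1648 of 12675 genes differed between *Pelo*-/- cells and the libraries labelled *Upf2*-/- at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 865 with a higher and 783 with a lower log2 fold change in *Pelo*-/- cells. This count was 3719 with the control libraries of equal number summed over the pools. From these correlations, the paper proposes that defects in either pathway lead to similar changes in TE and in translation of genes.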

Consistent with the similar changes in translation, KEGG pathway analysis of differentially translated genes (DE RPF, adj. p≤0.05) revealed similar enrichment of multiple pathways in *Upf2*^-/-^, *Pelo*^-/-^, and *Hbs1*^-/-^ cells (Figure 6I).

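For 6 gene lists that stand in for KEGG pathways, the median log2 fold change of RPF was compared with that of the other genes in the 3 genotypes. None of these 18 comparisons had an adjusted p of at most 0.05, with camera and Benjamini-Hochberg adjustment over the 18, and 6 had an unadjusted p below 0.05. With the rank-sum test across genes, which moved this count the most, 17 did after adjustment. With the form of camera run on the test statistics of DESeq2, 9 did. Genes of DNA replication lay 0.57, 0.53 and 0.54 above the other genes in *Hbs1l*-/- cells, *Pelo*-/- cells and the libraries labelled *Upf2*-/-, with 38, 39 and 37 of 40 genes higher. Cell cycle genes lay 0.51, 0.50 and 0.50 above, and spliceosomal genes 0.26, 0.28 and 0.27 above. In the libraries labelled *Upf2*-/-, genes of ribosome biogenesis lay 0.33 above (67 of 73 higher), lysosomal genes differed by -0.41 (51 of 60 lower) and autophagy genes by -0.13 (22 of 41 lower).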

In contrast with the many ribosome pauses we observed specifically in *Pelo*^-/-^ cells, only 4% of all ribosome pausing events observed in *Upf2*^-/-^ and control cells were uniquely found in *Upf2*^-/-^ cells (Figure 6—figure supplement 1D). Although only a small fraction (8%) of *Pelo-* and *Hbs1l*-specific pausing transcripts corresponded to NMD transcripts, we considered the possibility that some of the protein-coding transcripts with ribosome pauses in *Pelo*^-/-^ and *Hbs1l*^-/-^ cells may also be NMD sensitive given that 5–10% of mRNAs without premature termination codons are thought to be degraded by the NMD pathway (He et al., 2003; Jaffrey and Wilkinson, 2018; Lelivelt and Culbertson, 1999; Mendell et al., 2004). However, upregulation of these protein-coding pausing transcripts was not observed in *Upf2*^-/-^ cells (Figure 6—figure supplement 1E), suggesting that these pausing transcripts are not NMD sensitive. 

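Transcripts that the authors list with *Hbs1l*-/--specific pauses were compared with the other transcripts in the libraries labelled *Upf2*-/-. The paper's own test took only unique protein-coding pausing transcripts. No such filter was applied here, so the sets differ. The *Pelo*-/--specific list is not analysed here. Over 215 tested transcripts, the median log2 fold change differed from that of the other transcripts by -0.30 (camera, adjusted p = 0.0628 by Benjamini-Hochberg over the tests of pausing genes, 0.0251 before adjustment). Against other transcripts matched on mean expression, which moved it the most, the difference was -0.20 (an unadjusted camera p of 0.0997). Transcripts annotated as NMD targets rose above the other transcripts by 0.91 in the same libraries. From the absence of an increase, the paper proposes that the pausing transcripts are not sensitive to NMD.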

Together, these findings suggest that while *Pelo/Hbs1l* and *Upf2* largely function in distinct quality control pathways, disruption of either pathway results in similar translational gene expression changes.

### Deletion of *Upf2* or *Pelo* cause similar cerebellar developmental defects

Intrigued by the similar changes in translation upon impairment of *Upf2* and *Pelo/Hbs1l* in MEFs, we conditionally deleted *Upf2* during cerebellar development to determine if phenotypic similarities exist upon loss of these different translation-dependent quality control pathways. Surprisingly, deletion of *Upf2* (*En1^Cre^; Upf2* cKO) or *Pelo* (*En1^Cre^; Pelo* cKO) using *En1^Cre^* resulted in largely indistinguishable defects with a grossly hypoplastic cerebellum and regions of the midbrain (superior and inferior colliculus) being nearly absent unlike in *En1^Cre^; Hbs1l* cKO mice (Figures 7A and 2D). Both *Upf2* and *Pelo* mutant pups died shortly after birth, perhaps due to *En1^Cre^* deletion of these genes in other cell types (Britz et al., 2015; Kimmel et al., 2000; Sapir et al., 2004; Sgaier et al., 2007; Wurst et al., 1994).

**Figure 7.**
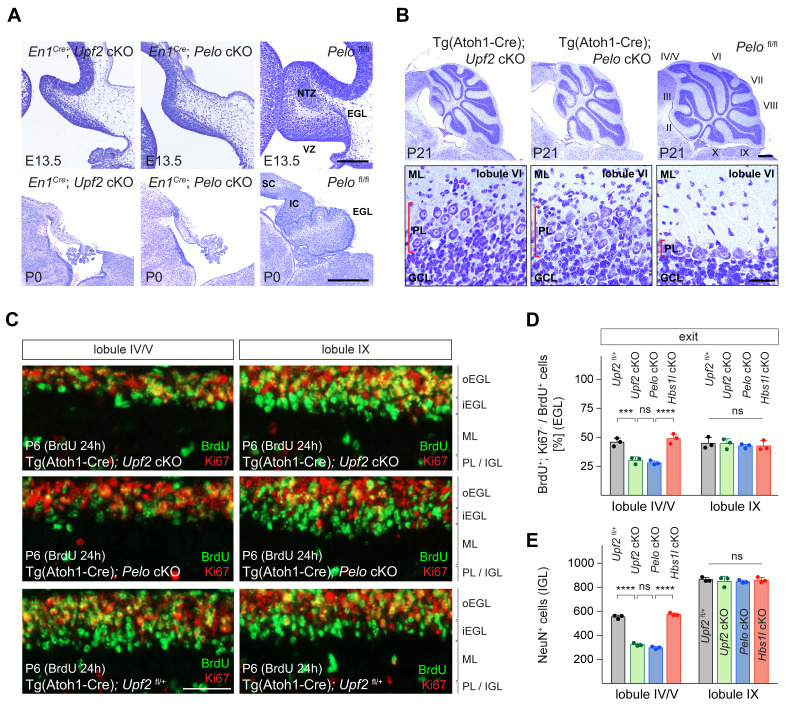
Loss of *Upf2* and *Pelo* cause similar cerebellar developmental defects. (**A**) Parasagittal (E13.5) and sagittal (P0) cerebellar sections of control (*Pelo*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO mice stained with cresyl violet. (**B**) Sagittal cerebellar sections of P21 control (*Pelo*^fl/fl^), Tg(Atoh1-Cre); *Upf2* cKO and Tg(Atoh1-Cre); *Pelo* cKO mice stained with cresyl violet. Higher magnification images of lobule VI are shown below for each genotype. Cerebellar lobules are indicated by Roman numerals. (**C**) Immunofluorescence with antibodies to BrdU (green) and Ki67 (red) on sections of P6 control (Tg(Atoh1-Cre); *Upf2*^fl/+^), Tg(Atoh1-Cre); *Upf2* cKO and Tg(Atoh1-Cre); *Pelo* cKO cerebellum. Mice were injected with BrdU 24 hr prior to harvest to determine the fraction of granule cell precursors in the EGL that exited the cell cycle. Images are shown for anterior (IV/V) and posterior (IX) lobules. (**D**) Quantification of the fraction of granule cell precursors in the EGL (lobules IV/V and IX) that exited the cell cycle (BrdU^+^, Ki67^-^ cells) of control (Tg(Atoh1-Cre); *Upf2*^fl/+^), Tg(Atoh1-Cre); *Upf2* cKO, Tg(Atoh1-Cre); *Pelo* cKO and Tg(Atoh1-Cre); *Hbs1l* cKO mice. Data represent mean + SD. (**E**) Quantification of terminally differentiated granule cells (NeuN^+^ cells) in the IGL in lobules IV/V and IX of control (Tg(Atoh1-Cre); *Upf2*^fl/+^), Tg(Atoh1-Cre); *Upf2* cKO, Tg(Atoh1-Cre); *Pelo* cKO and Tg(Atoh1-Cre); *Hbs1l* cKO mice. Data represent mean + SD. Scale bars: 200 μm (E13.5) and 500 μm (P0) (**A**); 500 μm and 20 μm (higher magnification) (**B**); 50 μm (**C**). VZ, ventricular zone, EGL, external granule cell layer; NTZ, nuclear transitory zone; SC, superior colliculus; IC, inferior colliculus; ML, molecular cell layer; PL, Purkinje cell layer; GCL, granule cell layer; oEGL, outer external granule cell layer; iEGL, inner external granule cell layer; IGL, internal granule cell layer. Two-way ANOVA was corrected for multiple comparisons using Tukey method (**D, E**). ns, not significant; ***p≤0.001; ****p≤0.0001. Figure 7—source data 1.Loss of *Upf2* and *Pelo* cause similar cerebellar developmental defects.

**Figure 7—figure supplement 1.**
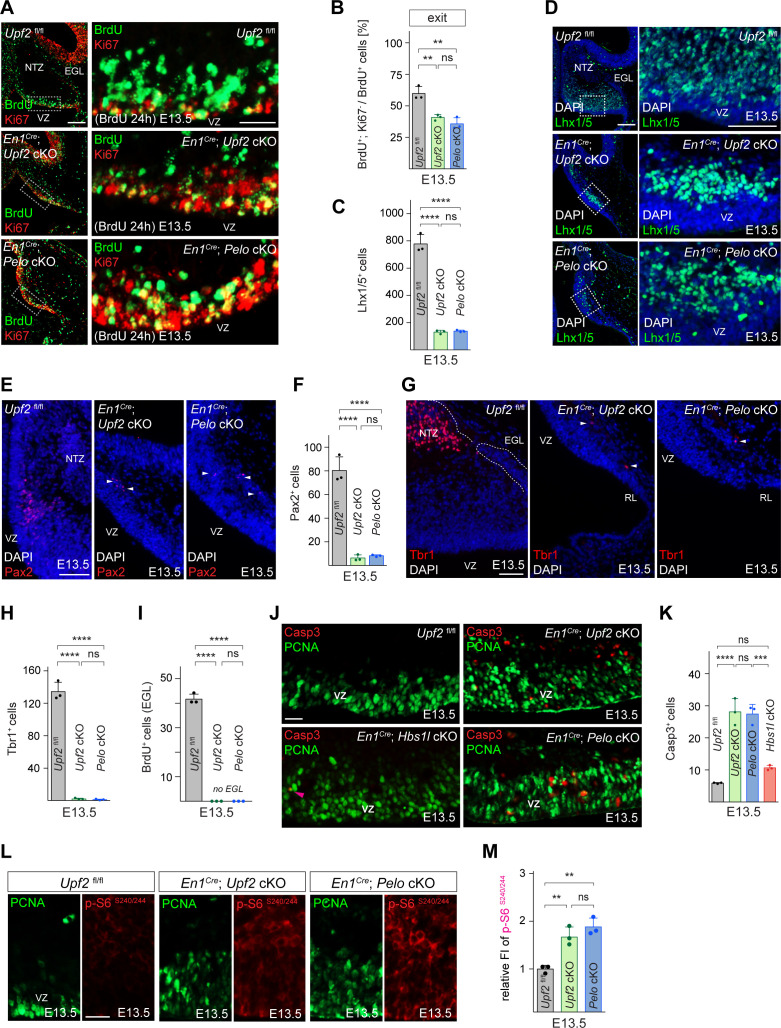
*Upf2* and *Pelo* are required for the development of multiple cerebellar linages. (**A**) Immunofluorescence using antibodies to BrdU (green) and Ki67 (red) on cerebellar sections from E13.5 control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO embryos to determine the fraction of cells in VZ that exited the cell cycle. Embryos were injected with BrdU 24 hr prior to harvest. (**B**) Percentage of cerebellar VZ-progenitors that exited the cell cycle (BrdU^+^, Ki67^-^ cells). Data represent mean + SD. (**C**) Number of cerebellar Purkinje cell precursors (Lhx1/5^+^ cells). Data represent mean + SD. (**D**) Immunofluorescence using antibodies to Lhx1/5 on cerebellar sections from E13.5 control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO embryos. Sections were counterstained with DAPI and higher magnification images of boxed areas are shown. (**E**) Immunofluorescence using antibodies to Pax2 (red) on cerebellar sections from E13.5 control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO embryos. Sections were counterstained with DAPI. Arrowheads denote occasional Pax2^+^ cells. (**F**) Number of cerebellar VZ-derived interneuron precursors (Pax2^+^ cells). Data represent mean + SD. (**G**) Immunofluorescence using antibodies to Tbr1 (red) on cerebellar sections from E13.5 control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO embryos. Sections were counterstained with DAPI. Arrowheads denote occasional Tbr1^+^ cells. (**H**) Number of RL-derived Tbr1^+^ deep cerebellar neurons. Data represent mean + SD. (**I**) Quantification of newborn granule cell precursors (BrdU^+^ cells) in E13.5 control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO EGL. Data represent mean + SD. Embryos were injected with BrdU 24 hr prior to harvest. (J) Immunofluorescence using antibodies to cleaved caspase 3 (Casp3, red) on cerebellar sections from E13.5 control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO, *En1^Cre^; Pelo* cKO and *En1^Cre^; Hbs1l* cKO embryos. Sections were counterstained with DAPI. Note: Because the number of apoptotic cells was noticeably higher in *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO cerebella, arrowheads (magenta) to indicate these cells were not included. (K) Number of Casp3^+^ cells. Data represent mean + SD. (**L**) Immunofluorescence on sections of E13.5 control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO cerebellum with antibodies to p-S6^S240/244^ (red) and PCNA (green). (**M**) Relative fluorescence intensity (FI) of p-S6^S240/244^ of control (*Upf2*^fl/fl^), *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO embryos. Levels of p-S6^S240/244^ are relative to those of control (*Upf2*^fl/fl^). Data represent mean + SD. Scale bars: 100 μm and 20 μm (higher magnification) (**A**); 100 μm and 50 μm (higher magnification) (**D**); 50 μm (**E, G**); 20 μm (**J**); 25 μm (**L**). VZ, ventricular zone; RL, rhombic lip; NTZ; nuclear transitory zone; EGL, external granule cell layer. One-way ANOVA was corrected for multiple comparisons using Tukey method (**B, C, F, H, I, K, M**). ns, not significant; **p≤0.01; ***p≤0.001; ****p≤0.0001. Figure 7—figure supplement 1—source data 1.*Upf2* and *Pelo* are required for the development of multiple cerebellar linages.

Similar neurogenesis defects were observed in the *Upf2* and *Pelo* mutant cerebellum. The fraction of ventricular zone (VZ) progenitors that remained in the cell cycle was higher in E13.5 *Upf2*- or *Pelo*-deficient cerebella compared to controls (Figure 7—figure supplement 1A and B), indicating that like *Hbs1l*, loss of *Upf2* or *Pelo* impairs cell cycle exit of VZ-progenitors. Inversely, the number of VZ-derived precursors, for example Purkinje cells (Lhx1/5^+^ cells) and Pax2^+^ interneurons were reduced by ~83% and~90% in the *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO cerebellum (Figure 7—figure supplement 1C,D,E and F). Glutamatergic deep cerebellar neurons (Tbr1^+^) were nearly absent in the E13.5 *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO cerebellum (Figure 7—figure supplement 1G and H). In addition, the EGL was missing in *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO cerebella at both E13.5 and P0 (Figure 7A, Figure 7—figure supplement 1I), indicating that neurogenesis defects are particularly more severe in the absence of *Upf2* or *Pelo* relative to those observed upon *Hbs1l* loss.

Thus, we considered that in addition to cell cycle exit abnormalities, cell death might also contribute to impaired cerebellar development. Indeed, the number of apoptotic cells (Casp3^+^ cells) was significantly increased in the *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO cerebellum compared to that of controls or *En1^Cre^; Hbs1l* cKO embryos, and apoptotic cells were observed in both the ventricular zone and the prospective white matter where progenitor-derived progeny reside (Figure 7—figure supplement 1J and K). Together, these data suggest that defects in cell cycle exit and increased cell death likely impair cerebellar development in *Upf2* and *Pelo* mutant mice. To determine if loss of *Upf2* or *Pelo* also increased mTORC1 signaling in the developing cerebellum as it did in MEFs, we analyzed levels of p-S6^S240/244^, a known downstream target of mTORC1. In agreement, levels of p-S6^S240/244^ were significantly increased in the *En1^Cre^; Upf2* cKO and *En1^Cre^; Pelo* cKO cerebellum, including the VZ (Figure 7—figure supplement 1L and M).

Because loss of *Upf2* or *Pelo* severely impaired early granule cell neurogenesis, we investigated if these genes are also required later in the development of these cells. Conditional deletion of either *Upf2* or *Pelo* using Tg(Atoh1*-*Cre) resulted in abnormalities of the anterior lobes of the cerebellum in P21 mice (Figure 7B). These lobes were reduced in length and Purkinje cells failed to form a monolayer. In contrast, the posterior lobes appeared unaffected, possibly due to the anterior-to-posterior gradient of *Cre* expression in granule cell precursors in the developing cerebellum (Pan et al., 2009; Qiu et al., 2010; Wojcinski et al., 2019).

During postnatal cerebellar development, granule cell precursors in the outer region of the EGL (oEGL) exit the cell cycle and transiently reside in the inner EGL (iEGL) before migrating to the internal granule cell layer (IGL). To determine if granule cell precursors in postnatal Tg(Atoh1-Cre); *Upf2* cKO or Tg(Atoh1-Cre); *Pelo* cKO cerebellum properly exited the cell cycle, we labeled granule cell precursors with BrdU to determine the fraction of precursors that exited the cell cycle twenty-four hours later (BrdU^+^; Ki67^-^ cells). In P6 control cerebella, BrdU-labeled granule cell precursors that were negative for Ki67 formed a distinct layer on the ventral surface of the EGL consistent with the appearance and location of the iEGL (Legué et al., 2016; Figure 7C). However, no clear separation between the oEGL and iEGL was observed in the anterior lobes in Tg(Atoh1-Cre); *Upf2* cKO or Tg(Atoh1-Cre); *Pelo* cKO cerebella (Figure 7C), and the fraction of granule cell precursors that exited the cell cycle (BrdU^+^; Ki67^-^ cells) in these lobes, but not posterior lobes, was significantly lower compared to control or Tg(Atoh1-Cre); *Hbs1l* cKO cerebella (Figure 7D). Correspondingly, the number of terminally differentiated granule cells in the IGL (NeuN^+^ cells) of the anterior, but not posterior, lobes was reduced by ~45% in P6 Tg(Atoh1-Cre); *Upf2* cKO or Tg(Atoh1-Cre); *Pelo* cKO cerebella (Figure 7E), indicating that both of these genes are necessary for differentiation of granule cell precursors.

## Discussion

Translation-dependent quality control pathways govern protein synthesis and proteostasis by degrading aberrant mRNAs that result in potentially toxic peptide products. However, little is known about the in vivo defects or how translation is altered in the absence of these pathways. To interrogate these questions, we investigated the translational and phenotypic alterations from different translation-dependent quality control pathways including the NSD/NGD (*Pelo*/*Hbs1l*) and the NMD (*Upf2*) pathways.

Here, we show that *Pelo *and *Hbs1l* are both critical for mouse embryonic and cerebellar development but dispensable for granule cells after cerebellar development. In addition, loss of *Pelo* or *Hbs1l* locally increase the ribosome occupancy (‘ribosome pauses’) of genes. Interestingly, the number and strength of these pauses were higher in E8.5 *Hbs1l*^-/-^ embryos, just prior to the time when these embryos cease developing, compared to the postnatal cerebellum, where loss of *Hbs1l* had no effect on cerebellar granule cells. Together these data suggest that this translation-dependent quality control pathway may be needed in cell- and/or tissue-specific manner.

In agreement with the differential severity between *Pelo*^-/-^*-* and *Hbs1l*^-/-^-mediated defects during embryonic and cerebellar development, pauses were stronger and more frequent in *Pelo*^-/-^ MEFs and coincided with greater changes in gene expression than in *Hbs1l*^-/-^ MEFs. Loss of *Pelo* induced greater translation elongation defects compared to its binding partner *Hbs1l*, which may be in part be influenced by differences in gene expression and translational efficiency between *Pelo-* and *Hbs1l-*deficient cells. However, additional factors may also play a role. For example, while deletion of either *Pelo* or *Hbs1l* led to a reduction of their respective binding partners, the kinetics of this decrease upon deletion of *Pelo* or *Hbs1l* is unknown and may not be equal. In addition, Dom34 (*Pelo*) promotes dissociation of ribosomes by Rli1 (*Abce1*) and this activity increased in the presence of Hbs1 (*Hbs1l*) (Pisareva et al., 2011; Shoemaker and Green, 2011). Hence, we cannot rule out a scenario in which the remaining levels of PELO in *Hbs1l*^-/-^ cells might be able to mitigate and/or delay elongation defects even in the absence of *Hbs1l*.

Most of the ribosome pauses in *Pelo*- and *Hbs1l-*deficient tissues or cells were located in the coding sequence. Although these pauses with a footprint length of 27–34 nucleotides could indicate ribosomes that paused during translation, phenotypes in *Hbs1l* and *Pelo* mutant mice were not dependent on the B6J-associated mutation in *n-Tr20* that introduces genome-wide AGA pausing within mRNAs. Instead, these pauses may reflect pausing of the ‘trailing’ ribosomes upstream of the ‘lead’ ribosome that reached the 3’end of truncated mRNAs (Guydosh et al., 2017; Guydosh and Green, 2014). Footprints of the ‘lead’ ribosome have been analyzed on an exosome-deficient background (Arribere and Fire, 2018; D'Orazio et al., 2019; Glover et al., 2020; Guydosh and Green, 2014), and their short length of 15–18 nucleotides makes it difficult to uniquely map these footprints in mammals with their larger genomes. Regardless, recent biochemical studies have demonstrated that the *Pelo*/*Hbs1l* complex rescues trapped ribosomes near the 3’end of truncated mRNAs but is not necessary for the resolution of internally stalled ribosomes within the mRNA (Juszkiewicz et al., 2020), which is consistent with early biochemical and structural studies demonstrating that Dom34:Hbs1 preferentially rescues ribosomes arrested at sites of truncation (Hilal et al., 2016; Pisareva et al., 2011; Shoemaker and Green, 2011).

RNA intermediates that converge on *Pelo*/*Hbs1l* may derive from endonucleolytic cleavage for example during NMD, RNAi, or NGD (Arribere and Fire, 2018; D'Orazio et al., 2019; Doma and Parker, 2006; Eberle et al., 2009; Hashimoto et al., 2017). However, most of the *Pelo*^-/-^- and *Hbs1l*^-/-^-pausing transcripts were not NMD sensitive, suggesting that if pausing occurred on truncated mRNAs, many of the RNA intermediates likely derived from additional mechanisms. Endonucleolytic cleavage of mRNAs may occur upon persistent ribosome collision during NGD (D'Orazio et al., 2019; Doma and Parker, 2006; Shoemaker and Green, 2012). Intriguingly, widespread ribosome collision has been observed under normal conditions and may represent 10% of the pool of translating ribosomes (Arpat et al., 2020; Diament et al., 2018; Han et al., 2020; Meydan and Guydosh, 2020). Numerous human mRNAs are subject to repeated, co-translational endonucleolytic cleavage and occur independent of NMD-associated nucleases (Ibrahim et al., 2018). Because translation changes during development and varies between cell types (Blair et al., 2017; Buszczak et al., 2014; Castelo-Szekely et al., 2017; Gonzalez et al., 2014; Sudmant et al., 2018), RNA intermediates that are generated during translation may also vary and thereby, could introduce a need for quality control pathways in a tissue- and/or cell-type-specific manner.

We also observed that loss of *Pelo/Hbs1l* was associated with the activation of mTORC1 signaling. mTORC1 activation was previously observed in *Hbs1l* patient derived fibroblasts (O'Connell et al., 2019) and upon deletion of *Pelo* during epidermal development (Liakath-Ali et al., 2018). Interestingly, inhibition of translation/mTORC1 partially prevented *Pelo*^-/-^-mediated epidermal defects (Liakath-Ali et al., 2018). How mTORC1 responds to loss of *Pelo*/*Hbs1l* is unknown. Multiple mTOR-dependent phosphorylation sites on the surface of the ribosome have been observed, suggesting that mTORC1 and/or mTORC1-associated kinases interact with the ribosomes and might provide a mechanism to detect changes in translation elongation (Jiang et al., 2016). However, changes in levels of ribosomal mRNAs and/or impaired ribosomal biogenesis also activate mTORC1 signaling (Liu et al., 2014). Indeed, deletion of *Pelo/Hbs1l* led to decreased transcript levels but increased translation of ribosomal genes. Thus, mTORC1 may be activated to compensate for decreases in expression of these genes rather than directly sensing defects in translation elongation. To test whether mTORC1 activation was specific to *Pelo*/*Hbs1l* deficiency or was generally associated with defects in translation-dependent quality control pathways, we examined MEFs deficient for *Upf2*, an essential component of the NMD pathway. Loss of *Upf2* also led to decreased expression and increased translation of ribosomal genes and mTORC1 activation, supporting that changes in mTORC1 signaling are not a direct consequence of the elongation defects, but likely occurs as a compensatory response.

In general, impairment of either translation-dependent quality control pathway led to strikingly similar alterations in gene expression with *Pelo* and *Upf2* showing the most changes compared to *Hbs1l*. Reminiscent of these changes, loss of *Pelo* or *Upf2* had remarkably similar effects on multiple cerebellar neuronal populations during early embryonic and late postnatal neurogenesis, causing comparable morphological defects in the cerebellum (e.g. inhibition of differentiation and an increase in cell death). Growing evidence highlights the role of mTOR in the decision of stem cells to self-renew or differentiate (Meng et al., 2018; Xiang et al., 2011). However, increased mTOR activity generally reduces self-renewal and promotes differentiation of neuronal stem/progenitor cells (Hartman et al., 2013; LiCausi and Hartman, 2018; Magri et al., 2011; Way et al., 2009), suggesting that other molecular changes contributed to the observed defects in neurogenesis.

The similarities in gene expression and developmental alterations in mice deficient for these translation-dependent quality control pathways suggest a convergence of molecular and cellular pathology. In fact, several changes in gene expression and signaling pathways were altered in the same direction in mutant cells. Thus, phenotypic changes could be due to either a change in a single molecular pathway or interactions of multiple pathways. For example, *Myc* activation was predicted as an upstream regulator of gene expression in both *Pelo*^-/-^ and *Upf2*^-/-^ but less in *Hbs1l*^-/-^ MEFs. *Myc* functions as a switch between proliferation and differentiation during cerebellar development (Knoepfler et al., 2002; Ma et al., 2015; Wey et al., 2010), in which loss of *Myc* allows precursors to exit the cell cycle and undergo differentiation, while maintained *Myc* expression retains cells in the proliferation cycle. Intriguingly, previous studies revealed that depletion of NMD factors inhibited differentiation of embryonic stem cells, which coincided with sustained *Myc* expression and its downregulation released the differentiation blockage in NMD-deficient cells (Li et al., 2015).

How different translation-dependent quality control pathways can lead to similar changes in translation and cellular defects is unclear. Recent studies in yeast demonstrated that impairment of these quality control mechanisms (*Hbs1*, *Dom34*, *Upf1*, *Upf2*, *Ski7* and *Ski8*) caused protein aggregation (Jamar et al., 2018). Protein misfolding occurred co-translationally on highly translated genes and the aggregated proteins overlapped between the different mutant strains. These data suggest that increased translation and protein aggregation may be common properties among different quality control mutants (Jamar et al., 2018). Perhaps, regardless of specific targets of various quality control pathways, defects in protein folding, clearance of defective peptide products, and/or defects in mRNA decay may trigger similar cellular responses leading to similar phenotypes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*mouse*)	*Hbs1l*^GTC^	This study (see Materials and methods)	MMRRC #007694-UCD; RRID:MMRRC007694-UCD	International Gene Trap Consortium, IGTC, cell line ID: XE494
Strain, strain background (*mouse*)	*Hbs1l*^tm1a^(C57BL/6N-*A^tm1Brd^Hbs1l^tm1a(KOMP)Wtsi^*)	Skarnes et al., 2011	MMRRC #048037-UCD, RRID:MMRRC048037-UCD	
Strain, strain background (*mouse*)	B6N.129S4-Gt(ROSA)26Sor^tm1(FLP1)Dym^/J	The Jackson Laboratory	JAX:016226; RRID:IMSRJAX:016226	
Strain, strain background (*mouse*)	B6N.Cg-Edil3Tg(Sox2-Cre)1Amc/J	The Jackson Laboratory	JAX:014094; RRID:IMSRJAX:014094	
Strain, strain background (*mouse*)	B6.FVB-Tg(EIIa-Cre)C5379Lmgd/J	The Jackson Laboratory	JAX:003724; RRID:IMSRJAX:003724	
Strain, strain background (*mouse*)	En1^tm2(Cre)Wrst^/J	The Jackson Laboratory	JAX:007916; RRID:IMSRJAX:007916	
Strain, strain background (*mouse*)	B6.Cg-Tg(Atoh1-Cre)1Bfri/J	The Jackson Laboratory	JAX:011104; RRID:IMSRJAX:011104	
Strain, strain background (*mouse*)	B6.Cg-Tg(CAG-Cre/Esr1*)5Amc/J		JAX:004682; RRID:IMSRJAX:004682	
Strain, strain background (*mouse*)	B6.Tg(Gabra6-Cre)B1Lfr	Fünfschilling and Reichardt, 2002	N/A	
Strain, strain background (*mouse*)	B6J-*Pelo*^fl/fl^	This study (see Materials and methods)	N/A	
Strain, strain background (*mouse*)	*Upf2*^fl/fl^	Weischenfeldt et al., 2008	N/A	
Strain, strain background (*mouse*)	B6J.B6N*^n-Tr20^*	Ishimura et al., 2014	N/A	
Strain, strain background (*mouse*)	B6J-*n-Tr20*^-/-^	Ishimura et al., 2016	N/A	
Antibody	Anti-phospho-eIF2alpha^S51^ (Rabbit polyclonal)	Cell Signaling Technology	CST #9721; RRID:AB_330951	WB (1:1000)
Antibody	Anti-eIF2alpha (Rabbit polyclonal)	Cell Signaling Technology	CST #9722; RRID:AB_2230924	WB (1:2000)
Antibody	Anti-phospho-p70S6K^T389^ (Rabbit monoclonal)	Cell Signaling Technology	CST #9234; RRID:AB_2269803	WB (1:1000)
Antibody	Anti-p70S6K (Rabbit monoclonal)	Cell Signaling Technology	CST #2708; RRID:AB_390722	WB (1:1000)
Antibody	Anti-phospho-S6^S240/244^ (Rabbit monoclonal)	Cell Signaling Technology	CST #5364; RRID:AB_10694233	IF (1:1000)
Antibody	Anti-cleaved caspase 3 (Rabbit polyclonal)	Cell Signaling Technology	CST #9661; RRID:AB_2341188	IF (1:100)
Antibody	Anti-BrdU (Mouse monoclonal)	Dako/Agilent	M0744; RRID:AB_10013660	IF (1:50)
Antibody	Anti-Hbs1l (Rabbit polyclonal)	Proteintech	#10359–1-AP; RRID:AB_2114730	WB (1:1000)
Antibody	Anti-Pelo (Rabbit polyclonal)	Proteintech	#10582–1-AP; RRID:AB_2236833	WB (1:2000)
Antibody	Anti-Vinculin (Mouse monoclonal)	Sigma-Aldrich	V9131; RRID:AB_477629	WB (1:20,000)
Antibody	Anti-GAPDH (Rabbit monoclonal)	Cell Signaling Technology	CST #2118; RRID:AB_561053	WB (1:10,000)
Antibody	Anti-Ki67 (Rabbit Polyclonal)	Abcam	ab15580; RRID:AB_443209	IF (1:100)
Antibody	Anti-Olig2 (Rabbit monoclonal)	Abcam	ab109186; RRID:AB_10861310	IF (1:200)
Antibody	Anti-Lhx1/5 (Mouse monoclonal)	DSHB	#4F2-c; RRID:AB_531784	IF (1:100)
Antibody	Anti-NeuN (Mouse monoclonal)	Millipore	MAB377; RRID:AB_2298772	IF (1:500)
Antibody	Anti-Tbr1 (Rabbit polyclonal)	Millipore	AB9616; RRID:AB_2200223	IF (1:1000)
Antibody	Anti-Pax2 (Rabbit polyclonal)	Thermo Fisher Scientific	#71–6000; RRID:AB_2533990	IF (1:50)
Antibody	Anti-pH3 (Rabbit polyclonal)	Upstate, Millipore	#06–570; RRID:AB_310177	IF (1:1000)
Antibody	Anti-PCNA (Mouse monoclonal)	Invitrogen, Thermo Fisher Scientific	MA5-11358; RRID:AB_10982348	IF (1:100)
Chemical compound, drug	DNase I	Worthington	LS002139	
Chemical compound, drug	Bromodeoxyuridine (BrdU)	Sigma-Aldrich	B9285	
Chemical compound, drug	5-Bromo-4-chloro-3-indolyl-β-D-galactopyranoside (X-Gal)	Sigma-Aldrich	B4252	
Chemical compound, drug	Z-4-hydroxytamoxifin (4OHT)	Sigma-Aldrich	H7905	
Commercial assay or kit	RNAscope Multiplex Fluorescent Reagent Kit v2	Advanced Cell Diagnostics	#323100	
Commercial assay or kit	KAPA Stranded mRNA-seq. Kit	Roche	KR0960	
Commercial assay or kit	iQ SYBR Green Supermix	Bio-Rad	#1708880	
Commercial assay or kit	SuperScript III First-Strand Synthesis System	Invitrogen	#18080051	
Commercial assay or kit	DNA-free DNA Removal Kit	Life Technologies	AM1906	
Commercial assay or kit	TSA Plus Cyanine 3	PerkinElmer	NEL744001KT	
Other	RNA-seq. and ribosome profiling data	This study (see Materials and methods)	GSE162556	Deposited Data
Sequence-based reagent	Hbs1l GTC (Genotyping)	This study (see Materials and methods)	N/A	Common Forward:5’AGTCCAGGTGTTTCCTCACG3’; Wild type Reverse:5’CCCTGGCCTATTTTTGGTTT3’; GTC Reverse:5’TGTCCTCCAGTCTCCTCCAC3’
Sequence-based reagent	Hbs1l cKO (Genotyping)	This study (see Materials and methods)	N/A	Forward I: 5’CATGGCCTCCTATGGGTTGA3’; Forward II: 5’GCCTACAGTGAGCACAGAGT3’; Reverse: 5’TAGGTGCTGGGATTTGAACC3’
Sequence-based reagent	Pelo cKO (Genotyping)	This study (see Materials and methods)	N/A	Forward:5’TGTAACTGAACCCTGCAGTATCT3’; Reverse I: 5’GTGGAGCATGAAATGAAATTCGG3’; Reverse II: 5’ATCCAAGGCTTTTACTTCGCC3’
Sequence-based reagent	RNAscope probe *Hbs1l-*C2	Advanced Cell Diagnostics	#527471-C2	
Sequence-based reagent	*Hbs1l Exon 3–6* (RT-PCR)	This study (see Materials and methods)	N/A	Forward Primer:5’GAAATTGACCAAGCTCGCCTGTA3’; Reverse Primer:5’CTCAGAAGTTAAGCCAGGCACT3’
Sequence-based reagent	*β*-*actin* (RT-PCR)	Terrey et al., 2020	N/A	Forward Primer:5’GGCTGTATTCCCCTCCATCG3’; Reverse Primer:5’CCAGTTGGTAACAATGCCATGT3’
Sequence-based reagent	*Hbs1l* Isoform I (quantitative RT-PCR)	This study (see Materials and methods)	N/A	Forward Primer:5’AGACCATGGGATTTGAAGTGC3’; Reverse Primer:5’CCGGTCTCAGGAATGTTAGGA3’
Sequence-based reagent	*Hbs1l* Isoform II (quantitative RT-PCR)	This study (see Materials and methods)	N/A	Forward Primer:5’TGAAGTTGAACAAAGTGCCAAG 3’; Reverse Primer:5’CTGCTTCCTCTGTGTTCCTC3’
Sequence-based reagent	*Pelo* (quantitative RT-PCR)	This study (see Materials and methods)	N/A	Forward Primer:5’CCCCAGGAAACGGAAAGGC3’; Reverse Primer:5’ACGCACTTTACAACCTCGAAG3’
Sequence-based reagent	*Gapdh* (quantitative RT-PCR)	Ishimura et al., 2016	N/A	Forward Primer:5’CATTGTCATACCAGGAAATG3’; Reverse Primer:5’GGAGAAACCTGCCAAGTATG3’
Software, algorithm	Image J	NIH	RRID:SCR_003070; https://imagej.nih.gov/ij	
Software, algorithm	GraphPad Prism 7	GraphPad Prism	RRID:SCR_002798	
Software, algorithm	Pause site identification algorithm	Ishimura et al., 2014	N/A	
Software, algorithm	biomaRt version 2.42.1	Durinck et al., 2005	RRID:SCR_019214; https://bioconductor.org/packages/release/bioc/html/biomaRt.html	
Software, algorithm	ShinyGO v0.61 (KEGG pathway)	Ge et al., 2020	RRID:SCR_019213; http://bioinformatics.sdstate.edu/go	
Software, algorithm	Ingenuity Pathway Analysis (IPA)	QIAGEN Inc	RRID:SCR_008653; https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis	
Software, algorithm	DESeq2 v1.26.0	Love et al., 2014	RRID:SCR_015687; https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
Software, algorithm	ensembldb v2.6.8	Rainer et al., 2019	RRID:SCR_019103; https://www.bioconductor.org/packages/release/bioc/html/ensembldb.html	
Software, algorithm	riborex v2.3.4	Li et al., 2017	RRID:SCR_019104; https://github.com/smithlabcode/riborex	
Software, algorithm	RiboWaltz v1.0.1	Lauria et al., 2018	RRID:SCR_016948; https://github.com/LabTranslationalArchitectomics/RiboWaltz	
Software, algorithm	bowtie2 v 2.2.3	Langmead and Salzberg, 2012	RRID:SCR_005476; http://bowtie-bio.sourceforge.net/bowtie2/index.shtml	
Software, algorithm	fastx_trimmer	Hannon Lab	http://hannonlab.cshl.edu/fastx_toolkit/	
Software, algorithm	fastx_clipper	Hannon Lab	http://hannonlab.cshl.edu/fastx_toolkit/	
Software, algorithm	hisat2 v2.1.0	Kim et al., 2019	RRID:SCR_015530;https://daehwankimlab.github.io/hisat2/	
Software, algorithm	featureCounts	Liao et al., 2014	RRID:SCR_012919; http://bioinf.wehi.edu.au/featureCounts	
Software, algorithm	sleuth v0.30.0	Pimentel et al., 2017	RRID:SCR_016883;https://pachterlab.github.io/sleuth/about	
Software, algorithm	kallisto v0.42.4	Bray et al., 2016	RRID:SCR_016582;https://pachterlab.github.io/kallisto/about	

### Mouse strains

Generation of *Hbs1l*^GTC^ mice was performed by injection of targeted ES cells (International Gene Trap Consortium, IGTC, cell line ID: XE494) into C57BL/6J (B6J) blastocysts. B6N-*Hbs1l*^tm1a^ (C57BL/6N-*A^tm1Brd^Hbs1l^tm1a(KOMP)Wtsi^*, MMRRC:048037) mice were produced at the Wellcome Trust Sanger Institute Mouse Genetics Project as part of the International Mouse Phenotype Consortium (IMPC). In order to generate the conditional *Hbs1l* knock out allele, heterozygous B6N-*Hbs1l*^tm1a/+^ mice were crossed to B6N.129S4-Gt(ROSA)26Sor^tm1(FLP1)Dym^/J (The Jackson Laboratory, #016226, MGI:5425632) to remove the gene trap cassette and generate B6N-*Hbs1l*^fl/+^ mice. Generation of the constitutive B6N-*Hbs1l*^+/-^ knock out allele was accomplished by crossing homozygous B6N-*Hbs1l*^fl/fl^ mice to B6N.Cg-Edil3Tg(Sox2-Cre)1Amc/J mice (The Jackson Laboratory, #014094, MGI:4943744). The B6N-*Hbs1l*^+/-^ or B6N-*Hbs1l*^fl/fl^ mice were backcrossed to congenic B6N.B6J^n-Tr20^ mice (n = 2 backcross generations) to introduce the B6J-associated *n-Tr20* mutation. The conditional knock out *Pelo* allele was generated by placing the 5’loxP site 117 bp upstream of exon 2 and the 3’loxP site 302 bp downstream of exon2. Targeted B6J ES cells were injected into B6J blastocysts to generate heterozygous B6J-*Pelo*^fl/+^ mice. Generation of the ubiquitous B6J-*Pelo*^+/-^ knock out allele was accomplished by crossing homozygous B6J-*Pelo*^fl/fl^ mice to B6.FVB-Tg(EIIa-Cre)C5379Lmgd/J mice (The Jackson Laboratory, #003724, MGI:2174520). The conditional *Upf2* knock out allele (*Upf2*^fl/fl^ mice) was kindly provided from Drs. Bo Torben Porse and Miles Wilkinson. Genotyping primers are listed below and for the conditional knock out alleles of *Hbs1l* and *Pelo,* genotyping primers were multiplexed to simultaneously detect the wild type, flox (fl) and delta (-) allele. Genotyping for the conditional knock out allele of *Upf2*, was performed as previously described (Weischenfeldt et al., 2008).

*Hbs1l common* Forward: 5’AGTCCAGGTGTTTCCTCACG3'
*Hbs1l wild type* Reverse: 5’CCCTGGCCTATTTTTGGTTT3'
*Hbs1l GTC* Reverse: 5’TGTCCTCCAGTCTCCTCCAC3'
*Hbs1l cKO* Forward I: 5’CATGGCCTCCTATGGGTTGA3'
*Hbs1l cKO* Forward II: 5’GCCTACAGTGAGCACAGAGT3'
*Hbs1l cKO* Reverse: 5’TAGGTGCTGGGATTTGAACC3'
*Pelo cKO* Forward: 5’TGTAACTGAACCCTGCAGTATCT3'
*Pelo cKO* Reverse I: 5’GTGGAGCATGAAATGAAATTCGG3'
*Pelo cKO* Reverse II: 5’ATCCAAGGCTTTTACTTCGCC3'

For conditional knock out experiments, the following *Cre*-lines were used and the *Cre* allele was maternally inherited to generate mutant mice (F_2_ generation): En1^tm2(Cre)Wrst^/J (*En1^Cre^*, The Jackson Laboratory, #007916, MGI:3815003), B6.Cg-Tg(Atoh1-Cre)1Bfri/J (Tg(Atoh1-Cre), The Jackson Laboratory, #011104, MGI:4415810) and B6.Tg(Gabra6-Cre)B1Lfr (Tg(Gabra6-Cre), MGI:4358481, Fünfschilling and Reichardt, 2002). In order to avoid the introduction of the B6J-associated *n-Tr20* mutation in *En1^Cre^; Hbs1l* cKO mice, En1^tm2(Cre)Wrst^/J mice were backcrossed to congenic B6J.B6N^n-Tr20^ mice (Ishimura et al., 2016) to generate En1^tm2(Cre)Wrst^/J mice that no longer carry the mutation. Subsequently, B6J.B6N^n-Tr20^; *En1^Cre^* mice were intercrossed with B6N-*Hbs1l*^+/-^ to produce F1 mice, then these mice were crossed to B6N-*Hbs1l*^fl/fl^ mice to generate *En1^Cre^; Hbs1l* cKO; *n-Tr20*^B6N/B6N^ without the B6J-associated tRNA mutation. To generate Tg(Atoh1-Cre); *Hbs1l* cKO mice lacking *n-Tr20*, B6.Cg-Tg(Atoh1-Cre)1Bfri/J, B6N-*Hbs1l*^+/-^, and B6N-*Hbs1l*^fl/fl^ mice were crossed to B6J-*n-Tr20*^-/-^ mice. Subsequently, these strains were intercrossed to generate Tg(Atoh1-Cre); *Hbs1l* cKO; *n-Tr20*^-/-^ mice. For BrdU experiments, pregnant females or pups were injected with BrdU (0.05 mg/g, Sigma-Aldrich, B9285) and collected 30 min (S-phase analysis) or 24 hr (cell cycle exit analysis) post injection. For the isolation of MEFs or embryos, the day that a vaginal plug was detected was defined as embryonic day 0.5 (E0.5).

For conditional knock out experiments in primary mouse embryonic fibroblasts (MEFs), we crossed mice to the tamoxifen inducible *Cre*-line B6.Cg-Tg(CAG-Cre/Esr1*)5Amc/J (CAG-Cre^ER^, The Jackson Laboratory, #004682, MGI:2680708). The *Cre* allele was paternally inherited to generate embryos (F_2_ generation) because *Cre*-mediated recombination (‘*leaky Cre expression*’) was occasionally observed even in the absence of tamoxifen (4-OHT) treatment of MEFs when the *Cre* allele was maternally inherited (F_2_ generation).

All experiments and quantifications were performed with at least three mice/embryos of each genotype and time point using mice of either sex (embryos were not sexed). The Jackson Laboratory Animal Care and Use Committee and The University of California San Diego Animal Care and Use Committee approved all mouse protocols.

### Strain abbreviation

For conditional knock out (cKO) experiments, animals were given a simplified abbreviation throughout the article. The complete genotype is shown below.

**Table:** 

Abbreviation	Genotype
*En1^Cre^*, *Hbs1l* cKO	*En1^Cre/+^*; *Hbs1l*^fl/-^; *n-Tr20*^B6J/B6J^
*En1^Cre^*, *Pelo* cKO	*En1^Cre/+^*; *Pelo*^fl/fl^; *n-Tr20*^B6J/B6J^
*En1^Cre^*, *Upf2* cKO	*En1^Cre/+^*; *Upf2*^fl/fl^; *n-Tr20*^B6J/B6J^
Tg(Atoh1-Cre), *Hbs1l* cKO	Tg(Atoh1-Cre); *Hbs1l*^fl/-^; *n-Tr20*^B6J/B6J^
Tg(Atoh1-Cre), *Pelo* cKO	Tg(Atoh1-Cre); *Pelo*^fl/fl^; *n-Tr20*^B6J/B6J^
Tg(Atoh1-Cre), *Upf2* cKO	Tg(Atoh1-Cre); *Upf2*^fl/fl^; *n-Tr20*^B6J/B6J^
Tg(Gabra6-Cre), *Hbs1l* cKO	Tg(Gabra6-Cre); *Hbs1l*^fl/-^; *n-Tr20*^B6J/B6J^
Tg(Gabra6-Cre), *Pelo* cKO	Tg(Gabra6-Cre); *Pelo*^fl/-^; *n-Tr20*^B6J/B6J^
TgCAG-Cre^ER^ (control MEFs)	Tg(CAG-Cre/Esr1); *n-Tr20*^B6J/B6J^
TgCAG-Cre^ER^, *Hbs1l* cKO (*Hbs1l*^-/-^ MEFs)	Tg(CAG-Cre/Esr1); *Hbs1l*^fl/-^; *n-Tr20*^B6J/B6J^
TgCAG-Cre^ER^, *Pelo* cKO (*Pelo*^-/-^ MEFs)	Tg(CAG-Cre/Esr1); *Pelo*^fl/fl^; *n-Tr20*^B6J/B6J^
TgCAG-Cre^ER^, *Upf2* cKO (*Upf2*^-/-^ MEFs)	Tg(CAG-Cre/Esr1); *Upf2*^fl/fl^; *n-Tr20*^B6J/B6J^

### Cell culture

Primary mouse embryonic fibroblasts (MEFs) were isolated on embryonic day E13.0 and prepared by standard procedures (Nagy et al., 2014). MEFs were maintained in Dulbecco’s modified Eagle’s medium (Gibco, #41965039) with GlutaMAX (Gibco, #35050061), PSN (Gibco, # 15640055), and 10% embryonic stem cell fetal bovine serum (Gibco, #10439024) at 37°C in 5% CO_2_. Two days post-isolation (Passage P0), the cell culture media was replaced with fresh media and supplemented with 1 μM 4-OHT (4-hydroxytamoxifen, Sigma, H7904) for both control and mutant cells. After 48 hr, cells were washed, trypsinized, and seeded on a 10 cm dish (Passage P1). For RNA sequencing and ribosome footprint profiling experiments, cells were collected 48 hr (Passage P1, Day 2) later when cells reached ~80% confluency. For western blotting experiments, cells of Passage P1 were collected 48 hr (Day 2) and 96 hr (Day 4) post-seeding.

### Histology and immunofluorescence

Anesthetized mice were transcardially perfused with 4% paraformaldehyde (PFA, for immunofluorescence and histology), Bouins fixative (for histology) or 10% neutral buffered formalin (NBF, for in situ hybridization). Tissues were post-fixed overnight and embedded in paraffin. For histological analysis, sections were deparaffinized, rehydrated, and were stained with cresyl violet according to standard procedures. Histological slides were imaged using a digital slide scanner (Hamamatsu).

All quantifications were performed with three mice or embryos of each genotype and time point using animals of either sex (embryos were not sexed). For cell quantification in embryos at E12.5 to E16.5 and pups at P5 (Olig2^+^ cells), cells were counted from the entire section and values were averaged from three parasagittal (embryos) or sagittal (pups) sections (spaced 35 μm apart) per mouse. For the analysis of granule cell precursors or granule cells in P5 or P6 pups, the total number of cells was determined within lobule IV/V or IX, and values were averaged from three sagittal sections (spaced 50 μm apart) per mouse. For the analysis of granule cells in adult mice (35 weeks of age), granule cells were counted in a 0.025 mm^2^ area of lobule IX and values were averaged from three midline sections per mouse spaced 100 μm apart.

For immunofluorescence, antigen retrieval on deparaffinized PFA-fixed sections was performed by microwaving sections in 0.01M sodium citrate buffer (pH 6.0, 0.05% Tween-20) for three times with 3 min each or three times for 3 min, followed by two times for 9 min. PFA-fixed sections were incubated with the following primary antibodies overnight at 4°C: rabbit anti-cleaved caspase 3 (Cell signaling, #9661, 1:100), mouse anti-BrdU (Dako, M0744, 1:50), rabbit anti-Ki67 (Abcam, ab15580, 1:100), mouse anti-Lhx1/5 (DSHB, 4F2-c, 1:100), mouse anti-NeuN (Millipore, MAB377, 1:500), mouse anti-PCNA (Invitrogen, MA5-11358, 1:100), rabbit anti-p-S6^240/244^ (Cell Signaling, #5364, 1:1000), rabbit anti-Pax2 (ThermoFisher, 71–6000, 1:50), rabbit anti-Olig2 (Abcam, ab109186, 1:200), rabbit anti-Tbr1 (Chemicon, AB9616, 1:1000), and rabbit anti-pH3 (Upstate, 06–570, 1:1000). Immunofluorescence with antibodies to BrdU was performed on sections treated with DNase I (5mU/µl, Worthington, LS002139) for 45 min at 37°C after antigen retrieval. Detection of primary antibodies was performed with goat anti-mouse Alexa Fluor-488 or −555, goat anti-rabbit Alexa Fluor-488 or −555, and donkey anti-rabbit Alexa Fluor-555 secondary antibodies (Invitrogen). Sections were counterstained with DAPI and Sudan Black to quench autofluorescence.

For immunofluorescence quantification, the fluorescence intensity was measured in an area of 60 × 125 μm using ImageJ, averaged from three sections (spaced 35 μm apart) per embryo and expressed as the fold change relative to control.

### RNAscope (in situ hybridization)

In situ hybridization of *Hbs1l-C2* probes (ACD, #527471-C2) was performed with the ACD RNAscope Multiplex Fluorescent Reagent Kit v2 (ACD, #323100) using the manufacturer’s protocol. Briefly, deparaffinized NBF-fixed sections were treated for 15 min with Target Retrieval Reagent at 100°C and subsequently, treated with Protease Plus for 20 min (E13.5 embryos) or 30 min (P28 mice) at 40°C. RNAScope probes were hybridized for 2 hr; TSA Plus Cyanine 3 (PerkinElmer, 1:1,500) was used as a secondary fluorophore for *Hbs1l-C2* probes.

### Reverse transcription and quantitative PCR (qPCR) analysis

Whole mouse embryos, primary mouse embryonic fibroblasts, or adult mouse tissues were isolated and immediately frozen in liquid nitrogen. Total RNA was extracted with Trizol reagent (Life Technologies). cDNA synthesis was performed on DNase-treated (DNA-free DNA Removal Kit, Life Technologies AM1906) total RNA using oligo(dT) primers and SuperScript III First-Strand Synthesis System (Life Technologies). Quantitative RT-PCR reactions were performed using iQ SYBR Green Supermix (Bio-Rad) and an CFX96 Real-Time PCR Detection System (Bio-Rad). Expression levels of *β-actin* were used as input control for semi-quantitative RT-PCR. For quantitative RT-PCR (qPCR) analysis, expression levels of the genes of interest were normalized to *Gapdh* using the 2^-ΔΔCT^ method (Livak and Schmittgen, 2001) and expressed as the fold change + standard error of the mean (SEM) relative to control.

Semi-quantitative RT-PCR Primers (F, Forward; R, Reverse):

*Hbs1l Exon 3* F: 5’GAAATTGACCAAGCTCGCCTGTA3’
*Hbs1l Exon 6* R: 5’CTCAGAAGTTAAGCCAGGCACT3’
*β-actin F: *5’GGCTGTATTCCCCTCCATCG3’
*β-actin* R: 5’CCAGTTGGTAACAATGCCATGT3’

Quantitative RT-PCR Primers (F, Forward; R, Reverse):

*Hbs1l* F: 5’AGACCATGGGATTTGAAGTGC3’
*Hbs1l* R: 5’CCGGTCTCAGGAATGTTAGGA3’
*Hbs1l II* F: 5’TGAAGTTGAACAAAGTGCCAAG3’
*Hbs1l II* R: 5’CTGCTTCCTCTGTGTTCCTC3’
*Pelo* F: 5’CCCCAGGAAACGGAAAGGC3’
*Pelo* R: 5’ACGCACTTTACAACCTCGAAG3’
*Gapdh* F: 5’CATTGTCATACCAGGAAATG3’,
*Gapdh* R: 5’GGAGAAACCTGCCAAGTATG3’

### Western blotting

MEFs or tissues were immediately frozen in liquid nitrogen. Proteins were extracted by homogenizing frozen tissue or cell samples in five volumes of RIPA buffer with cOmplete Mini, EDTA-free Protease inhibitor Cocktail (Roche), sonicating tissues two times for 10 s (Branson, 35% amplitude) or triturating cells 10 times using a 26G needle. Lysates were incubated for 30 min at 4°C, centrifuged at 16,000xg for 25 min, and 25 µg of whole protein lysate were resolved on SDS-PAGE gels prior to transfer to PVDF membranes (GE Healthcare Life Sciences, #10600023) using a tank blotting apparatus (BioRad).

For detection of phosphoproteins, frozen tissue samples were homogenized in 5 volumes of homogenization buffer (50 mM Hepes/KOH, pH 7.5, 140 mM potassium acetate, 4 mM magnesium acetate, 2.5 mM dithiothreitol, 0.32M sucrose, 1 mM EDTA, 2 mM EGTA) (Carnevalli et al., 2004), supplemented with phosphatase and protease inhibitors (PhosStop and cOmplete Mini, EDTA-free Protease inhibitor Cocktail, Roche). Frozen cell samples were homogenized by using a 26G needle (five times) in homogenization buffer (see above). Lysate samples were immediately centrifuged at 12,000xg for 7 min and whole protein lysate were resolved on SDS-PAGE gels prior to transfer to PVDF membranes.

After blocking in 5% nonfat dry milk (Cell Signaling, #9999S), blots were probed with primary antibodies at 4°C overnight: rabbit anti-phospho-eIF2α^S51^ (Cell Signaling, #9721, 1:1000), rabbit anti-eIF2α (Cell Signaling, #9722, 1:2000), rabbit anti-Hbs1l (Proteintech, 10359–1-AP, 1;1000), rabbit anti-Pelo (Proteintech, 10582–1-AP, 1:2000), rabbit anti-GAPDH (Cell Signaling, #2118, 1:10,000), rabbit anti-phospho-p70S6K^T389^ (Cell Signaling, #9234, 1:1000), rabbit anti-phospho-p70S6K (Cell Signaling, #2708, 1:1000), mouse anti-vinculin (Sigma, V-9131, 1:20,000). Primary antibodies were detected by incubation with HRP-conjugated secondary antibodies for 2 hr at room temperature: goat anti-rabbit IgG (BioRad, #170–6515) or goat anti-mouse IgG (BioRad, #170–6516). Signals were detected with SuperSignal West Pico Chemiluminescent substrate (ThermoScientific, #34080) or ProSignal Femto ECL Reagent (Genesee Scientific, #20–302).

### RNA sequencing library construction

For RNA sequencing of primary mouse embryonic fibroblasts (MEFs), one 10 cm dish of tamoxifen (4-OHT) treated MEFs at Day 2 (Passage P1) from TgCAG-Cre^ER^ (control), TgCAG-Cre^ER^; *Hbs1l* cKO (*Hbs1l*^-/-^), TgCAG-Cre^ER^; *Pelo* cKO (*Pelo*^-/-^) and TgCAG-Cre^ER^; *Upf2* cKO (*Upf2*^-/-^) were collected. One 10 cm dish from one individual embryo was used as one biological replicate, and either two (*Pelo*) or three (control, *Hbs1*, *Upf2*) biological replicates were used per genotype. Two micrograms of DNase-treated (DNA-free DNA Removal Kit, Life Technologies AM1906) total RNA were used for the RNA library construction, performed as per the manufacturer’s protocol (KAPA Stranded mRNA-Seq Kit, KR0960) and the adapter ligation was performed for 3 hr at room temperature. Library quality and concentration was assessed using D1000 screen tape on the Agilent TapeStation and Qubit 2.0 Fluorometer. All libraries were pooled, and the pool of libraries was sequenced on two lanes using HiSeq4000 (PE100).

### Analysis of RNA sequencing data

Reads were quantified using kallisto version 0.42.4 (Bray et al., 2016) and pseudo-aligned to a Gencode M24 transcriptome reference with parameters –bias and -b 100. Differential expression was performed using sleuth version 0.30.0 (Pimentel et al., 2017). Pairwise comparisons were performed to identify differentially expressed transcripts and genes: TgCAG-Cre^ER^ vs. TgCAG-Cre^ER^; *Pelo* cKO, TgCAG-Cre^ER^ vs. TgCAG-Cre^ER^; *Hbs1l* cKO, and TgCAG-Cre^ER^ vs. TgCAG-Cre^ER^; *Upf2* cKO. We used functions within sleuth to perform differential transcript and gene expression. Briefly, we fit null models and models corresponding to the genotype of the samples for each transcript and performed Wald tests on the models for each transcript to identify differentially expressed transcripts. Differential gene expression was performed by aggregating transcript expression on Ensembl gene identifiers. Multiple hypotheses testing was corrected using Benjamini-Hochberg correction, referred to as q-value. Transcript biotypes were identified using biomaRt version 2.42.1 (Durinck et al., 2005). For downstream TE analysis, mapping to mm10 using a Gencode M24 transcript annotation was performed using hisat2 version 2.1.0 (Kim et al., 2019) using default parameters.

### Ribosome profiling library construction

Ribosome profiling libraries were generated as previously described (Ingolia et al., 2012; Ishimura et al., 2014) with some modifications. Cerebella were dissected and immediately frozen in liquid nitrogen. One cerebellum from P14 mice was used for each biological replicate, and three biological replicates were prepared for each control (Tg(Atoh1-Cre); *Hbs1l*^+/+^) and mutant (Tg(Atoh1-Cre); *Hbs1l* cKO) genotype. For profiling of mouse embryos, embryos from timed mating were dissected at embryonic day E8.5, frozen in a drop of nuclease free water on dry ice, and then flash frozen in liquid nitrogen. Five embryos were pooled for each biological replicate, and three biological replicates were prepared for each control (*Hbs1l*^+/+^) and mutant (*Hbs1l*^-/-^) genotype. For profiling of primary mouse embryonic fibroblasts (MEFs), tamoxifen (4-OHT) treated MEFs at Day 2 (Passage P1) from TgCAG-Cre^ER^ (control), TgCAG-Cre^ER^; *Hbs1l* cKO (*Hbs1l*^-/-^), TgCAG-Cre^ER^; *Pelo* cKO (*Pelo*^-/-^) and TgCAG-Cre^ER^; *Upf2* cKO (*Upf2*^-/-^) were collected. Two 10 cm dishes from one individual embryo were pooled as one biological replicate, and three biological replicates (three individual embryos) were used for each genotype. The tissue and embryo homogenization were performed with a mixer mill (Retsch MM400) in lysis buffer (20 mM Tris-Cl, pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 100 µg/ml CHX, 1% (v/v) TritonX-100, 25units/ml Turbo DNase I). The cell homogenization was performed by triturating the cells in lysis buffer (20 mM Tris-Cl, pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 100 µg/ml CHX, 1% (v/v) TritonX-100, 25units/ml Turbo DNase I) ten times through a 26G needle. RNase I-treated lysates were overlaid on top of a sucrose cushion in 5 ml Beckman Ultraclear tubes and centrifuged in an SW55Ti rotor for 4 hr at 4°C at 46,700 rpm. Pellets were resuspended and RNA was extracted using the miRNeasy kit (Qiagen) according to manufacturer’s instructions. 26–34 nts (cerebella samples) or 15–34 nts (embryo and MEF samples) RNA fragments were purified by electrophoresis on a denaturing 15% gel. Linker addition, cDNA generation (first-strand synthesis was performed at 50°C for 1 hr), circularization, rRNA depletion, and amplification of cDNAs with indexing primers were performed. Library quality and concentration was assessed using high sensitivity D1000 screen tape on the Agilent TapeStation and Qubit 2.0 Fluorometer. All libraries were pooled as set of six samples consisting of three control and mutant samples. Libraries were run on HiSeq4000 (SR75) and either three lanes (cerebella samples) or two lanes (embryo and MEF samples) per set of samples were sequenced.

### Analysis of ribosome profiling data

Reads were clipped to remove adaptor sequences (CTGTAGGCACCATCAAT) using fastx_clipper and trimmed so that reads start on the second base using fastx_trimmer (http://hannonlab.cshl.edu/fastx_toolkit/). Reads containing ribosomal RNAs, snoRNAs, and tRNAs were then filtered out by mapping to a ribosomal RNA reference using bowtie2 version 2.2.3 using parameters -L 13 (Langmead and Salzberg, 2012). Remaining reads were mapped to an mm10 mouse reference using a Gencode M24 annotation, or a Gencode M24 protein-coding transcript reference using hisat2 version 2.1.0 (Kim et al., 2019). Ribosomal A-sites were identified using RiboWaltz version 1.0.1 (Lauria et al., 2018), and reads with lengths of 27–34 nucleotides were retained for further analysis.

To identify potential codon bias in the A-site, observed/expected reads were calculated for each transcript with alignments with the expected reads being the read density expected at a given site with a given codon, assuming that reads are uniformly distributed across the coding part of the transcript. Differences in codon usage were then tested with a student’s t-test followed by Benjamini-Hochberg multiple hypothesis testing correction.

Pauses were identified using previous methodology (Ishimura et al., 2014). Reads with lengths of 27–34 nucleotides were analyzed using a 0.5 reads/codon threshold in all samples to analyze pausing on transcripts. Additionally, pauses with P-sites nearby start and stop codons (P-sites at the −3, 0, 1, 2, 3, and 4 positions for start codons and P-sites at the −1 and −2 positions for stop codons) in any isoform of the gene were excluded from the analysis. To identify pauses overlapping start and stop codons in other isoforms, we used ensembldb v.2.6.8 (Rainer et al., 2019) to map transcript coordinates back to the genome and analyzed whether pauses with identical genome coordinates overlapped start/stop codons.

To extend this approach to identify pauses at the gene level, we removed start/stop overlapping pauses (in any gene-matched transcript) and collapsed pauses based on the genomic location of the A-site, which was also identified with ensembldb v.2.6.8. Mean pause score across transcripts of genomically identical pauses for each sample was the reported pause score (excluding transcripts without a reported pause in a sample). If genomically identical pauses were in multiple transcript regions (i.e. 3’UTR or CDS depending on the isoform), all were reported.

Pauses were further filtered such that the pause locus appeared in all three replicates of the genotype and thereby, pauses that were only detected in one or two of three replicates of the genotype were removed from the analysis. Pauses were compared between the 4-OHT-treated knock out (TgCAG-Cre^ER^; *Hbs1l* cKO, TgCAG-Cre^ER^; *Pelo* cKO and TgCAG-Cre^ER^; *Upf2* cKO) and the control (TgCAG-Cre^ER^) sample that each mutant sample was pooled with for sequencing.

To identify ribosome footprint reads with 3’end As (untemplated reads), we extracted at first reads from a genome mapped bam file with six or more As at the 3’end of the read (3’end As were soft-clipped). Mapped reads were only considered if the 3’end A reads were not matching the reference sequence, while all unmapped reads with six or more As at the 3’ end were considered. Afterwards, the 3’end As were then removed from these untemplated reads and they were mapped back to the transcriptome using parameters described above for ribosome footprint profiling mapping to the transcriptome. Only the untemplated reads that mapped after the removal of the 3’end As were considered as ribosome footprints that may derive from ribosomes translating premature polyadenylated transcripts.

For differential RPF and differential TE analysis, genome mapped reads were quantified using featureCounts (Liao et al., 2014) with footprints overlapping CDS features. For TE analysis specifically, RNA-Seq read pairs overlapping gene exon features were also quantified using featureCounts. Differential RPF analysis was performed using DESeq2 (v1.26.0) (Love et al., 2014) comparing 4-OHT-treated knock out (TgCAG-Cre^ER^; *Hbs1l* cKO, TgCAG-Cre^ER^; *Pelo* cKO and TgCAG-Cre^ER^; *Upf2* cKO) to control (TgCAG-Cre^ER^) cells using default parameters. Histone mRNAs were removed from the analysis by removing gene names with the prefixes ‘Hist’, ‘H1f’, ‘H2a’, ‘H2b’, ‘H3’, and ‘H4’. TE was quantified and tested for using riborex version 2.3.4 using the DESeq2 engine (Li et al., 2017).

### Pathway analysis

Data were analyzed using Ingenuity Pathway Analysis (IPA, QIAGEN Inc, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed using the ShinyGO v0.61 bioinformatics web server (http://bioinformatics.sdstate.edu/go) (Ge et al., 2020) by uploading the gene lists from our RNA sequencing or ribosome profiling analysis. ﻿Pathway enrichment terms with a *P*-value cutoff (FDR) ≤ 0.05 were considered enriched.

### Statistics

For quantification of protein expression, RNA expression (quantitative RT-PCR), fluorescence intensity or histological quantifications, p-values were computed in GraphPad Prism using either student’s t-test, multiple t-tests, one-way ANOVA, or two-way ANOVA and statistical tests were corrected for multiple comparisons as indicated in the figure legends. All quantifications were performed with at least three mice/embryos of each genotype and time point using mice of either sex (embryos were not sexed).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE162556. The following dataset was generated: AckermanSLTerreyMAdamsonSIChuangJH2021Mutations in distinct translation-dependent quality control pathways lead to convergent molecular pathogenesis and neurodevelopmental defects.NCBI Gene Expression OmnibusGSE16255610.7554/eLife.66904PMC807558333899734

How the deposited data were processed for this re-analysis (not part of the article)

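Ribosome profiling was done on embryos at E8.5 (3 *Hbs1l*-/- and 3 wild-type replicates, each of 5 pooled embryos), on cerebella at P14 (3 Tg(Atoh1-Cre); *Hbs1l* cKO and 3 control mice) and on MEFs, with 3 replicates each of *Hbs1l*-/-, *Pelo*-/- and *Upf2*-/- cells and 3 control libraries for each of these genotypes, from the pool sequenced with it. RNA was sequenced from MEFs, with 3 control, 3 *Hbs1l*-/-, 2 *Pelo*-/- and 3 *Upf2*-/- libraries. Each sample was grouped by the condition and replicate number in its label, and every column of the deposited values belongs to a labelled sample. The 30 footprint libraries cover 22438 genes and the 11 RNA libraries 142552 transcripts of 55385 genes.

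For footprints, the authors deposited raw counts, one per gene. According to their methods they clipped adapters with fastx_clipper, removed reads on ribosomal RNA, snoRNA and tRNA with bowtie2 2.2.3, mapped the rest with hisat2 2.1.0 to the mouse genome mm10 with the Gencode M24 annotation, and counted the reads that overlap coding sequences with featureCounts. The deposited counts are whole numbers without normalization. For RNA, the authors deposited estimated counts and TPM values for each transcript, both made with kallisto 0.42.4 and 100 bootstraps. The TPM values, as deposited, are scaled for transcript length and library size, and the estimated counts are not scaled. The authors tested footprints with DESeq2 1.26.0, TE with riborex 2.3.4 on RNA reads that they counted by featureCounts, and RNA with sleuth 0.30.0. They took transcript types from biomaRt 2.42.1. The read counts they made for TE and the bootstraps are not among the deposited values and are not used here. They assigned A-sites to footprints of 27 to 34 nucleotides with RiboWaltz 1.0.1 and called pauses at a z-score of at least 10, and the pauses were not recomputed, since the counts hold no positions. The authors' lists of pausing genes were taken from their supplementary tables, and the list for *Pelo*-/- cells is not analysed here. Coordinates came from the Gencode M21 annotation of GRCm38, while symbols and transcript types came from the RNA values, where 99.82% of the genes with footprints have a name.

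Genes with histone symbols were left out of the footprint and TE tests, as the authors did. Each comparison was fitted on its own libraries with edgeR 4.0.16 in R 4.3.3, after edgeR's default filter on low counts, with TMM factors and the quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The control libraries of a mutant's own pool were used, as the authors state for their comparison of pauses. Estimated counts were rounded and, for tests of genes, summed per gene. TE was tested as the interaction of assay and genotype, with TMM factors within each assay. Differences between effects in a pair of tissues or genotypes were tested as interactions over the 12 libraries. Lists of genes were compared with the other tested genes by the difference in median log2 fold change and by limma's camera test (limma 3.58.1), which estimates the correlation between genes of the list from the data. For DESeq2, the form of camera for ready statistics (cameraPR) was run on its test statistics, with the correlation of the edgeR fit. List p values given for DESeq2 therefore differ from the main ones in the list test as well as in the fit. Camera's p values were adjusted by the Benjamini-Hochberg method over 5 tests of pausing genes, 9 tests of ribosomal protein and TOP genes, 18 tests of pathway lists and 107 tests of other lists. The lists for cardiac, ribosomal, TOP and pathway genes were written from general knowledge, since the lists of KEGG, IPA and the cited work are not in the data. Those for interferon-stimulated genes, trophoblast, visceral endoderm, decidua, erythroid cells and chondrocytes were written after genes of these kinds were seen in the authors' supplementary tables. CPM values in the text are counts scaled with TMM factors, except for Y-linked genes and for folds against 3 counts, where they are counts over the library total.

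Totals per library lay between 2634480 and 7298812 footprints for embryos, 10919139 and 22591768 for cerebella and 5782990 and 25607974 for MEFs, and between 22713643 and 86425762 estimated counts for RNA. The 10 genes with the highest counts made up between 3.83% and 22.7% of a library. Footprints carry no molecular identifiers, so that counts are not independent molecules and the Wilson intervals (95%) cover counting error only. Where no library of a group had more than 3 counts of a gene, its fold was computed against 3 counts and is given as a lower bound.

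The design, the alternatives and the rule for naming genes were set before the data were examined. By that rule the text names the targeted genes, the genes the paper names in its text or figures in the comparison they are named for, members of lists that are reported, and up to 3 genes with the largest increase and 3 with the largest decrease in each comparison, among genes past the threshold whose groups do not overlap and whose mean is at least 5 CPM. The alternatives were DESeq2 1.42.0 with its size factors, RLE factors in edgeR, no filter on low counts, histone genes kept, counts thinned to the smallest library of the tissue, the replicate number as a block, each replicate left out in turn, limma on log2(TPM + 0.1) and log2(TPM + 1), TMM factors over both assays, protein-coding transcripts only, other genes for the correlations, a different control RNA library for each mutant in the correlations of TE, other filters for the share of NMD transcripts, the Wilcoxon rank-sum test, and list tests against 10 other genes per member matched on mean expression. Alternatives that set each mutant against a different control footprint library, alone or together with a different RNA library, sum the control libraries over the pools, leave out replicates for the differences between effects, or repeat the tests of the other lists were chosen after seeing the data. A single fit over all MEF footprint libraries, one of the alternatives set at the start, was not run, because the control libraries of the pools are not independent of each other. Replicate numbers come from the labels, and same-numbered libraries of different genotypes come from different embryos or mice.

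The fits were tested on simulated data with 200 changed genes at the depths and dispersions of the libraries. The changes were of 1 on the log2 scale, or of 3 for transcripts. Shares of false calls belong to that number of changed genes and do not carry over to the real calls. In 11 fits with edgeR, between 11.6% and 88.8% of the changed genes were recovered and between 3.03% and 12.1% of the calls were false, and without any change between 0 and 3 genes were called. With DESeq2, 90.9% of the changed genes were recovered and 5.16% of the calls were false for RPFs in *Hbs1l*-/- MEFs, 81% and 10.1% for TE there, and 84.7% and 50% for transcripts in the libraries labelled *Upf2*-/-. Western blots, imaging, histology and the pause calls have no deposited counts and are not analysed here.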

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

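The test that exchanges the labels of the libraries labelled *Upf2*-/- and control was chosen only after the result was seen. The lists of interferon-stimulated and trophoblast genes were written after genes of these kinds were seen in the authors' supplementary tables.

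The change in RPFs on loss of *Hbs1l* differed between embryos and cerebellum for 107 genes, by edgeR's test of the interaction of tissue and genotype. With edgeR more genes changed in embryos than in cerebellum (214 and 9), but with DESeq2 the order was reversed (432 and 484). A difference in depth does not account for the larger number with edgeR. With the libraries of both tissues thinned to 2634480 counts each, 271 genes were past the threshold in embryos and 5 in cerebellum (2149 and 1393 at an unadjusted p under 0.05). Of the 4 ways to split the libraries that part each same-numbered pair, only the real one, 1 of 4, gave as many genes whose effects differ. With so few splits this comparison could not have ruled out an accident of grouping, whatever it gave. On simulated data this interaction recovered 11.6% of the changed genes, so that the count leaves out most changes of the simulated size. Embryos and cerebellum also differ in age, in cell types and in the way *Hbs1l* was removed, and the design does not separate these from each other.

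Interferon-stimulated genes, which the paper does not discuss, were higher in the mutant MEF footprints. Their median log2 fold change lay 2.69 above that of the other genes in *Hbs1l*-/- cells (48 of 49 genes past the threshold), 5.35 in *Pelo*-/- cells (54 of 54) and 3.20 in the libraries labelled *Upf2*-/- (53 of 53). After adjustment over 107 tests of lists none of the 3 differences passed camera's test (adjusted p = 0.273, 0.251 and 0.516, and 0.0213, 0.00768 and 0.0839 before adjustment). The form of camera run on DESeq2's test statistics, which changes the list test as well as the fit, gave unadjusted p values of 0.000806, 5.17e-07 and 0.0364. In each comparison 3 of 3 mutant libraries lay above every control library: the mean log2 CPM of the list was 3.77 to 4.52, 5.63 to 6.29 and 3.65 to 5.12 in the mutants against 1.72 to 2.25, 1.55 to 2.02 and 1.49 to 2.04 in their controls.

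In footprints, 0 mutant cultures lay among the controls, so a state of the cells of single embryos, had it arisen by chance, would have arisen in each mutant culture of 3 genotypes and in no control. The count itself is no test of this, since nearly every gene of the list was past the threshold. The same 3 control cultures appear to stand behind all 3 comparisons, however, so the controls are 1 set of 3 and not 3 sets. Loss of *Hbs1l* did not bring a change of that size elsewhere: the difference was 0.27 in embryos and -0.18 in cerebellum. In either tissue 0 genes of the list were past the threshold. Only 13 genes of the list were tested in embryos, and 12 of them were higher, whereas 33 of 45 were lower in cerebellum. In RNA the difference was 2.88 in *Hbs1l*-/- cells, -0.15 in *Pelo*-/- cells (0 of 2 mutant libraries above the controls) and 0.89 in the libraries labelled *Upf2*-/-. The *Pelo*-/- RNA libraries thus do not show it, although the *Pelo*-/- footprints show the largest difference of the 3 genotypes, and loss of *Pelo* alone did not bring it about in every culture. An interferon response in cultured mutant cells may lie behind this pattern. It cannot be told apart from a state of the cultures, and the data do not tell whether the genotype or the handling of the cultures brought it about.

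Genes of trophoblast giant cells, also outside those the paper discusses, were higher in *Hbs1l*-/- embryos. All 16 tested genes of the list rose, 12 of them past the threshold, and their median log2 fold change lay 4.02 above that of the other genes (camera, adjusted p = 0.251 over 107 tests, 0.00611 before adjustment). The mean log2 CPM of the list was 5.13 to 6.78 in the 3 *Hbs1l*-/- libraries and 2.45 to 2.71 in the 3 wild-type libraries. A broad shift of genes with low expression does not account for it: of 10000 random sets matched on expression, 0.01% had a median as high with the real set counted, the smallest share they can give, and the highest random median was 0.39. The list varied between pools of one genotype with an SD of 0.60, more than 100% of the random sets, whose median SD was 0.078. Genes that vary together, as these do (correlation between genes 0.563), exceed random sets under any cause, so this does not decide the question. Extraembryonic tissue may have been carried along with the *Hbs1l*-/- embryos. In cerebellum the list was not higher (-0.19). A change of the embryos' own cells cannot be told apart from that explanation.

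*Upf2* itself was higher in the libraries labelled *Upf2*-/- than in controls, both in RPFs (1.09 on the log2 scale, 113.3 to 118.8 CPM against 49.17 to 58.33) and in mRNA (1.33). Exchanged labels were tested on transcripts annotated as NMD targets, which should rise on loss of UPF2. Relative to the other transcripts they rose by 0.91 in the libraries labelled *Upf2*-/-, which goes against an exchange. The transcript Upf2-202 had 4.45 to 10.66 TPM in the 3 libraries against 0.49 to 0.55 in controls, and Upf2-201 had 4.04 to 9.65 against 3.04 to 5.09. These transcripts were singled out after their values were seen. Gene totals do not show which exons were read, so a message that lacks an exon and a complete one count alike. Neither a feedback on the *Upf2* message nor the fate of single exons was tested.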

How the results depend on the processing

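Alternatives that set each mutant against different control footprint libraries, that sum control libraries over pools, that leave out replicates for differences between effects, or that test the other lists again were chosen only after the results were seen. The cause was not tested for any of the changes below. Values are given as the result of the main processing followed by that of the alternative.

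With DESeq2, the counts past the threshold went from 214 to 432 for embryo RPFs, from 9 (8 up, 1 down) to 484 (283 up, 201 down) for cerebellum RPFs, from 481 to 3786 for *Hbs1l*-/- transcripts, from 826 (252 up, 574 down) to 4587 (1997 up, 2590 down) for *Pelo*-/- transcripts, from 2175 (1775 up, 400 down) to 5639 (3472 up, 2167 down) for transcripts in the libraries labelled *Upf2*-/-, from 4 (2 up, 2 down) to 366 (246 up, 120 down) for TE in *Hbs1l*-/- cells and from 107 to 585 for effects that differ between embryo and cerebellum. For TE in the libraries labelled *Upf2*-/- the split moved from 1021 up and 1425 down to 1405 up and 1304 down. The NMD share of upregulated transcripts went from 24.45% to 22.09%. List p values with DESeq2 come from the form of camera run on its test statistics, so the list test changed along with the fit. For the 85 wild-type-specific pausing genes in embryos (-0.28) the unadjusted camera p went from 0.0727 to 0.0215. Pathway lists past the threshold went from 0 of 18 (6 at an unadjusted p under 0.05) to 9, and other lists from 0 of 107 (14) to 14, the latter chosen after seeing the data. On simulated data 5.16% of DESeq2's calls were false for RPFs and 10.1% for TE in *Hbs1l*-/- MEFs (4.59% and 7.23% with edgeR), and 50% for transcripts (5.61%). These shares belong to simulations with 200 changed genes or transcripts and do not carry over to the real calls. The other 10 counts stayed within 1.5 times, and 4 correlations, 14 list differences and 6 median TE values kept their direction and side.

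Without the filter on low counts, embryo RPFs went to 703, cerebellum RPFs to 16, *Hbs1l*-/- transcripts to 265 and the NMD share to 26.85%, and 14 other counts stayed within that bound. Keeping histone genes gave 67 for cerebellum RPFs and 16 for TE in *Hbs1l*-/- cells, and 6 other counts stayed within that bound. RLE factors left all 14 counts within it, although TE in *Hbs1l*-/- cells became 3 (2 up, 1 down), and thinning left all 8. A joint fit over 12 MEF footprint samples with summed controls, chosen after seeing the data, left the 3 RPF counts of the MEFs within it. TMM factors over both assays gave 1 TE gene in *Hbs1l*-/- cells (0 up, 1 down), as did protein-coding transcripts only. On log2(TPM + 0.1), limma gave 2031, 2360 and 1629 genes for mRNA in *Hbs1l*-/- cells, *Pelo*-/- cells and the libraries labelled *Upf2*-/- (3542, 4727 and 3194 in the main processing), 223 and 0 transcripts in *Hbs1l*-/- and *Pelo*-/- cells (6556 *Pelo*-/- transcripts at an unadjusted p under 0.05) and a retained-intron share of 17.6% (main 15.61%). On log2(TPM + 1) it gave 2011, 2391 and 1646 genes and 280, 0 and 3409 transcripts (6973 in *Pelo*-/- cells unadjusted).

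The choice of genes moved each of the 4 correlations with *Pelo*-/- cells. From genes past the threshold in both comparisons to those past it in either to all genes tested, r of RPF changes went from 0.926 to 0.838 and 0.799 for *Hbs1l*-/- cells and from 0.895 to 0.754 and 0.728 for the libraries labelled *Upf2*-/-, and r of TE changes went from 0.917 to 0.336 and 0.272 and from 0.888 to 0.680 and 0.624. Different control libraries for each mutant, chosen after seeing the data, gave 0.896 for RPFs of *Hbs1l*-/- cells and 0.848 for TE in the libraries labelled *Upf2*-/-. Summed control libraries, chosen likewise, took the effects that differ between *Pelo*-/- and *Hbs1l*-/- cells from 695 to 2468 and those between *Pelo*-/- cells and the libraries labelled *Upf2*-/- from 1648 to 3719. The NMD share of expressed transcripts fell from 7.49% to 3.96% at a TPM of at least 1 in every library and to 5.83% at 1 count or more.

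A list is said here to pass at an unadjusted p of at most 0.05, since the alternatives for single lists were not adjusted. After adjustment the main processing passed 1 of the pausing, ribosomal protein and TOP lists, RPFs of *Hbs1l*-specific pausing genes in MEFs (adjusted p = 0.0238). The Wilcoxon rank-sum test across genes, which takes genes as independent, passed 6 lists that camera did not pass before adjustment: wild-type-specific pausing genes (-0.28, unadjusted p of 5.56e-10), TOP genes for TE in *Hbs1l*-/- cells (0.12, 0.00519), ribosomal protein genes for mRNA in *Pelo*-/- cells (-0.39, 5.86e-17) and in the libraries labelled *Upf2*-/- (-0.27, 1.16e-12), and ribosomal protein and TOP genes for TE in the libraries labelled *Upf2*-/- (0.33, 2.4e-08 and 0.33, 4.35e-11). It also passed 17 of the 18 pathway lists. Against other genes matched on mean expression, the TE difference of *Hbs1l*-specific pausing genes (0.073 to 0.072, unadjusted camera p of 0.0459 and 0.0943) and that of their transcripts in the libraries labelled *Upf2*-/- (-0.30 to -0.20, 0.0251 and 0.0997) no longer passed before adjustment, while 13 lists kept their side. With mRNA change and TE from different RNA libraries, median TE relative to genes with unchanged mRNA went from -0.17 to -0.33 for genes with raised mRNA in *Hbs1l*-/- cells, from 0.18 to -0.0028, a reversal, for those with lowered mRNA, and from 0.69 to 0.52 for those with lowered mRNA in *Pelo*-/- cells.

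Same-numbered libraries are not known to be pairs, and the mean correlation of their residuals lay between -0.0907 and 0.0573, so that the numbers carry no sign of a shared batch. With the replicate block, counts went from 214 to 564 for embryo RPFs, from 9 to 0 for cerebellum RPFs (2090 at an unadjusted p under 0.05), from 4727 to 2955 for mRNA in *Pelo*-/- cells, from 481 to 0 (5669), 826 to 0 (4851) and 2175 to 112 for transcripts in *Hbs1l*-/- cells, *Pelo*-/- cells and the libraries labelled *Upf2*-/-, and from 4 to 1 for TE in *Hbs1l*-/- cells. The NMD share became 33.03% and the retained-intron share 6.42%. List differences were 0.068 for TE of *Hbs1l*-specific pausing genes (unadjusted camera p of 0.0557), -0.32 for their transcripts in the libraries labelled *Upf2*-/- (0.0864) and -0.99 for cardiac genes in embryos (0.0864, against -0.93 and 0.0112 without the block). Median TE of genes with lowered mRNA in *Pelo*-/- cells became 0.86. The correlation of TE changes between *Hbs1l*-/- and *Pelo*-/- cells had no value under the block, and a fit over all 18 MEF footprint libraries was not run.

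Fits that each left out 1 replicate gave, from lowest to highest, 28 to 2309 genes for embryo RPFs, 0 to 560 for cerebellum RPFs (1129 to 1328 at an unadjusted p under 0.05 where 0), 1817 to 2663 for mRNA in *Hbs1l*-/- cells and 1800 to 3201 in the libraries labelled *Upf2*-/-, 0 to 0 for transcripts in *Hbs1l*-/- cells (5184 to 6184 unadjusted) and *Pelo*-/- cells (6249 to 6676) and 567 to 1278 in the libraries labelled *Upf2*-/-. TE gave 0 to 67 in *Hbs1l*-/- cells (1549 to 1980 unadjusted where 0) and 1507 to 2840 in the libraries labelled *Upf2*-/-. Effects that differ gave 384 to 735 between *Pelo*-/- and *Hbs1l*-/- cells, 1097 to 1743 between *Pelo*-/- cells and the libraries labelled *Upf2*-/- and 8 to 1123 between tissues. The TE correlation of *Hbs1l*-/- and *Pelo*-/- cells lay between 0.698 and 0.944, the NMD share between 21.27% and 28.66% and the retained-intron share between 13.68% and 17.03%. Differences lay between -0.43 and -0.23 for wild-type-specific and between -0.037 and 0.0053 for *Hbs1l*-specific pausing genes in embryos. The latter (main -0.018) was reversed at 0.0044 and 0.0053. For the separate list of genes with *Hbs1l*-specific pauses in MEFs, TE differences in *Hbs1l*-/- cells lay between 0.076 and 0.13. Those of its transcripts in the libraries labelled *Upf2*-/- lay between -0.36 and -0.27. For TE in the libraries labelled *Upf2*-/-, differences lay between 0.22 and 0.42 for ribosomal protein genes and between 0.24 and 0.41 for TOP genes. For *Pelo*-/- cells no NMD share could be computed in these fits.

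Among the 110 combinations of a gene and a comparison that the rule for naming genes picks, 94 were past the threshold. Of these 60 kept their direction and side in every alternative, 6 kept their direction but moved by more than the spread where a fit left 1 library in a group and gave no test, 0 reversed, and 28 fell short in at least 1, of which 28 did so without 1 replicate, 7 with the replicate block and 2 with DESeq2. Over all of these genes, calls fell short for 2 and were gained for 4 with DESeq2, 1 and 0 with RLE factors, 3 and 0 with TMM over both assays, 1 and 1 after thinning, 0 and 4 without the filter, 3 and 0 with protein-coding transcripts only, and 7 and 4 with the block, and for 120 and 6 of the 752 fits without 1 replicate. Of the 16 not past it, 6 reversed. *Tbx5* in embryos (-0.0015) became 0.0028 with DESeq2, 0.0025 with RLE factors, 0.0014 with histone genes kept and 0.10 after thinning, and -0.36 to 0.34 without 1 replicate. *Hand2* (-0.21) gave -0.39 to 0.098, *Myocd* (-0.23) -0.40 to 0.0065 and *Mef2c* (0.054) -0.073 to 0.13 without 1 replicate and -0.10 after thinning. RPFs of *Myc* in the libraries labelled *Upf2*-/- (0.011) gave -0.0010 without the filter, -0.0028 after thinning and -0.033 to 0.054 without 1 replicate, and TE of *Upf2* there (-0.25) -0.47 to 0.049.

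On simulated data, the interaction of tissue and genotype recovered 11.6% of the changed genes, against 54.6% for embryo RPFs alone, 61.3% for cerebellum RPFs alone and 68.3% for the difference between *Pelo*-/- and *Hbs1l*-/- MEFs, so its count leaves out most changes of the simulated size. Why it recovered so few was not tested. Thinning the libraries did not lower the count for embryo RPFs (214 to 271).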

Differences from the paper's values

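All settings named here were set before the data were examined, apart from those marked as chosen after seeing the values. Of 23 values that the paper states in its text 8 differ, of 6 read from figures 5 and of 44 from the supplementary tables 2. A gap in a count or share is called closed within a factor of 1.5 of the paper's value.

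For RPFs of *Hbs1l*-/- embryos the paper's count of genes is 421 and the count here 214. DESeq2 (432), which the paper's methods name, and the replicate number as a block (564) closed the gap. RLE factors (215), no filter on low counts (703), histone genes kept (202), thinned counts (271) and leaving out 1 replicate (28 to 2309) did not. Of the paper's 421 genes, 391 were tested here, and 197 of these were past the threshold with edgeR and 387 with DESeq2, while the log2 fold changes of the genes in both lists correlated with r = 1.

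For TE in *Hbs1l*-/- MEFs the paper's count is 314, or the paper's 4% of genes, and the count here 4, or 0.0336%. DESeq2 closed the gap (366 genes, 3.07%). None of the other alternatives set before the data were examined did: RLE factors gave 3, no filter 6, the block 1, TMM factors over both assays 1, protein-coding transcripts only 1, histone genes kept 16 and leaving out 1 replicate 0 to 67 (1549 to 1980 at an unadjusted p under 0.05 where 0). Of 312 genes called by the authors and tested here, edgeR called 3 and DESeq2 304.

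Correlations of TE changes with *Pelo*-/- cells are the paper's 0.3739 for *Hbs1l*-/- cells against 0.917 here, and the paper's 0.6576 for the libraries labelled *Upf2*-/- against 0.888 here. Such a gap is called closed within 0.197 of the paper's value for *Hbs1l*-/- cells, a wide limit, and within 0.0351 for the libraries labelled *Upf2*-/-. Genes past the threshold in either comparison (0.336 and 0.680) and all genes tested (0.272 and 0.624) closed both gaps. DESeq2 (0.795 and 0.880), different control RNA libraries (0.908 and 0.862), leaving out 1 replicate (0.698 to 0.944 and 0.874 to 0.905) and, for the libraries labelled *Upf2*-/-, the block (0.884) did not. Across all genes tested, the same single control library for both mutants gave 0.302 and 0.621, a setting chosen after seeing the values. For RPF changes the paper's r is about 0.83 in Figure 5—figure supplement 1C for *Hbs1l*-/- cells and about 0.74 in Figure 6H for the libraries labelled *Upf2*-/-, both read by eye, against 0.926 and 0.895 here. The limits for these were narrower, 0.0196 and 0.0287. Genes past the threshold in either comparison closed both gaps (0.838 and 0.754). All genes tested closed the second gap (0.728) but not the first (0.799). DESeq2 (0.931 and 0.905), the block (0.926 and 0.891) and leaving out 1 replicate (0.914 to 0.935 and 0.883 to 0.914) closed neither.

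Among *Hbs1l*-specific pausing genes in embryos, the paper's share with changed RPFs is 9% and the share here 3.39%, which DESeq2 (8.23%) and the block (11.6%) brought within range and no filter (13.8%), thinned counts (4.63%), RLE factors (3.39%), histone genes kept (2.98%) and leaving out 1 replicate (0.243% to 37.7%) did not. The paper's 26 lower genes compare with 12 here, and DESeq2 alone closed that gap (19; no filter gave 41, the block 40, thinned counts 16, RLE factors 12, histone genes kept 12). The paper's 15 higher genes compare with 2 here, with DESeq2 (15) and no filter (18) closing the gap, but not the block (8), thinned counts (3), RLE factors (2) or histone genes kept (1). The fits without 1 replicate closed neither (1 to 88 lower, 0 to 68 higher).

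In Figure 6—figure supplement 1A, read by eye, the paper shows about 1500 transcripts that fell in the libraries labelled *Upf2*-/-, about 1400 that rose in *Pelo*-/- cells and about 2000 that fell there, against 400, 252 and 574 here. DESeq2 gave 2167, 1997 and 2590 and closed the 3 gaps. RLE factors (462, 268 and 562), no filter (156, 146 and 528), the block (3, 0 and 0), limma on log2(TPM + 0.1) (265, 0 and 0) and on log2(TPM + 1) (349, 0 and 0) did not, and neither did leaving out 1 replicate (40 to 111, 0 to 0 and 0 to 0). At an unadjusted p under 0.05, the counts of both directions together in *Pelo*-/- cells were 4851 with the block, 6556 and 6973 with limma and 6249 to 6676 without 1 replicate.

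In the paper's supplementary table of TE in *Hbs1l*-/- MEFs, *Klf10* has the paper's log2 fold change of 0.24 (standard error 0.12) against 1.18 here, and none of the alternatives set before the data were examined closed the gap (DESeq2 1.22). For *Hbs1l* the table gives the paper's -1.01 (standard error 0.24) against -1.36 here. Of the alternatives, only leaving out *Hbs1l*-/- MEF RPF replicate 3 (-1.17) closed it.

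Figure 3—figure supplement 1D shows *Gata2*, *Slc8a1*, *Tpm3* and *Gnas* among the genes that the paper calls changed in *Hbs1l*-/- embryos. Here their log2 fold changes were 1.35, -0.72, -1.08 and -0.56 and none passed edgeR's test (adjusted p = 0.0569, 0.0549, 0.0988 and 0.112), although the 3 mutant and 3 control libraries did not overlap for any of the 4, which chance gives for 10% of genes. DESeq2 called all 4 (adjusted p = 0.00723, 0.0205, 0.0225 and 0.0466), as did no filter on low counts and the block. The alternatives that keep all libraries ranged from 0.00112 to 0.0663, 0.0162 to 0.0566, 0.00241 to 0.1 and 0.0333 to 0.116. Thinned counts also called *Slc8a1*, leaving out *Hbs1l*-/- embryo replicate 1 called all 4, and leaving out its replicate 2 called *Gata2*.

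The paper presents 5'TOP genes as raised in TE in *Pelo*-/- and *Hbs1l*-/- cells (Figure 5F) and in the libraries labelled *Upf2*-/- (Figure 6E), and ribosomal protein genes as raised in TE and lowered in mRNA in *Pelo*-/- cells and in the libraries labelled *Upf2*-/- (Figure 6F). By camera no difference of these lists passed after adjustment over 9 tests. For TE in *Pelo*-/- cells they were 0.97 for ribosomal protein and 0.90 for TOP genes (adjusted p = 0.112 for both, 0.0248 and 0.018 before adjustment), and for TE of TOP genes in *Hbs1l*-/- cells 0.12 (adjusted p = 0.603). For TE in the libraries labelled *Upf2*-/- they were 0.33 and 0.33 (adjusted p = 0.418 for both), and unadjusted camera p values of 0.0309 and 0.0239 came without control RNA replicate 2. For mRNA of ribosomal protein genes they were -0.39 in *Pelo*-/- cells and -0.27 in the libraries labelled *Upf2*-/- (adjusted p = 0.47 for both). The Wilcoxon rank-sum test across genes, which the legends of these figures name, passed all 7 of these list differences before adjustment.

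From KEGG analyses of footprint changes, the paper presents pathways such as ribosome biogenesis, cell cycle and lysosome as changed in the MEFs. Of 18 tests of stand-in lists, camera passed 0 after adjustment (6 at an unadjusted p under 0.05). The form of camera run on DESeq2's test statistics gave 9 and the Wilcoxon rank-sum test 17. Wild-type-specific pausing genes, which the paper presents as lower in *Hbs1l*-/- embryos, differed by -0.28 (camera, adjusted p = 0.0909 over 5 tests, 0.0727 before adjustment). They passed before adjustment with the Wilcoxon rank-sum test, with the form of camera run on DESeq2's test statistics (0.0215) and without *Hbs1l*-/- embryo replicate 1 (0.0299).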

Other observations

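Chosen only after the results were seen were the test of interferon-stimulated genes for the *Pelo*-/- footprints, the test for the same control libraries in different pools and the test on Y-linked genes. Which splits of the libraries to compare with the real one was also settled after their results were known.

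Across genes, the RPF changes of *Pelo*-/- cells correlated with their own mRNA changes at r = 0.102, and with the mRNA changes of *Hbs1l*-/- cells at 0.773. The RPF and mRNA changes of *Hbs1l*-/- cells correlated at 0.784, and the RPF changes in the libraries labelled *Upf2*-/- at 0.698 with the mRNA of *Hbs1l*-/- cells and 0.422 with their own. One technical explanation is that the *Pelo*-/- RNA and footprint libraries come from cells in different states. With the *Hbs1l*-/- RNA libraries in place of the *Pelo*-/- RNA libraries, the SD of the *Pelo*-/- TE changes fell from 0.904 to 0.547 (0.342 for *Hbs1l*-/- cells with their own RNA) and the TE genes past the threshold from 5421 to 666. With the RNA of the libraries labelled *Upf2*-/- the SD was 0.855 and the count 4145. These values follow from the correlations above and are not a test of their own. Having only 2 *Pelo*-/- RNA libraries does not explain it: with 2 *Hbs1l*-/- RNA libraries the lowest r of RPF and mRNA changes in *Hbs1l*-/- cells was 0.723. Nor do interferon-stimulated genes, since r in *Pelo*-/- cells was 0.115 without them. Other values show that these libraries differ in more than the assay. Replicate 2 had Y-linked expression in footprints and not in RNA, and interferon-stimulated genes lay above every control in 3 of 3 *Pelo*-/- footprint libraries and in 0 of 2 RNA libraries. A difference in state between the *Pelo*-/- RNA and footprint cultures remains a candidate explanation, and the TE changes of *Pelo*-/- cells cannot be told apart from it.

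The higher TE of ribosomal protein genes in *Pelo*-/- cells (0.97) bears on the same question. It was 0.48 with the *Hbs1l*-/- RNA libraries, as a difference in state would give, but 0.85 with the RNA of the libraries labelled *Upf2*-/-, so the substitutions do not settle it. It was 0.82 against genes of similar transcript length, which goes against short transcripts as the explanation. The data may hold both a change in TE and a difference between cultures, and they do not separate them.

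Genes with raised mRNA had lower TE, and those with lowered mRNA higher TE, in all 3 MEF comparisons. Counting error of the RNA libraries enters both values. When mRNA change and TE came from different RNA libraries, the gap in median TE between lowered and raised genes was 0.33 in *Hbs1l*-/- cells (main 0.35), 1.04 in *Pelo*-/- cells (1.25) and 0.70 in the libraries labelled *Upf2*-/- (0.68). Over the divisions of the RNA libraries it ranged from 0.96 to 1.12 in *Pelo*-/- cells and from 0.35 to 1.11 in the libraries labelled *Upf2*-/-, which goes against that error as the explanation there. In *Hbs1l*-/- cells it ranged from -0.19 to 0.66 over 3 divisions, and the error is not ruled out. The median RPF change of genes with raised mRNA, divided by their median mRNA change, was 0.691 in *Hbs1l*-/- cells, 0.00186 in *Pelo*-/- cells and 0.441 in the libraries labelled *Upf2*-/-. For *Pelo*-/- cells and for the libraries labelled *Upf2*-/-, footprints that follow the mRNA change only in part are a candidate explanation. Buffering by translation and RNA taken from other cultures would both give this, and they cannot be told apart here. Differences between the 3 ratios were not tested.

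Control libraries shared by both comparisons raise a correlation between them. Across all genes tested, a different control footprint library for each mutant gave r = 0.715 for RPF changes of *Hbs1l*-/- and *Pelo*-/- cells (main 0.799) and 0.665 for the libraries labelled *Upf2*-/- and *Pelo*-/- cells (0.728), so shared controls do not explain these. For TE, different footprint and RNA controls gave 0.505 for the libraries labelled *Upf2*-/- and *Pelo*-/- cells (0.624), but 0.132 for *Hbs1l*-/- and *Pelo*-/- cells (0.272, and 0.302 with the same single control for both). Shared controls may therefore account for part of the TE correlation between *Hbs1l*-/- and *Pelo*-/- cells.

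The control MEF footprint libraries of the 3 pools are probably the same libraries sequenced in each pool. The chi-square per gene between same-numbered controls of different pools was at most 1.186, against 4.063 to 12.6 between differently numbered ones and 2.825 to 190.4 between other replicates. The comparisons of the 3 genotypes with control are then not independent of each other, and a possible explanation for part of any likeness between them is the shared controls.

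Y-linked genes were used to see whether same-numbered RNA and footprint libraries can come from 1 embryo. With the summed expression of 4 such genes, and 5 CPM as the limit, 2 of 11 pairs differed in sex: *Pelo*-/- replicate 2 and replicate 3 of the libraries labelled *Upf2*-/-, each without Y-linked expression in RNA and with it in footprints. Those pairs come from different embryos. In the embryo pools *Ddx3y* was at 69.1, 64.3 and 52 CPM in *Hbs1l*-/- libraries and at 4.93, 8.85 and 31.7 CPM in wild-type libraries, so the pools also differ in their share of males. No biological explanation was tested for this.

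Each count, list difference, correlation of RPF changes and transcript share from groups of 3 libraries, 31 results in all, was compared with other splits of the same libraries. Of the 4 splits that part each same-numbered pair, 1 (the real one) gave a result as large for 29 of the results. These are the counts for RPFs in the 5 comparisons, for mRNA, transcripts and TE in *Hbs1l*-/- cells and the libraries labelled *Upf2*-/-, and for the 3 differences between effects, as well as the RPF correlations, the NMD and retained-intron shares, the pathway lists, the cardiac genes and the ribosomal protein, TOP and pausing lists other than the following. For RPFs of *Hbs1l*-specific pausing genes in embryos 3 of 4 splits were as large, and for TE of ribosomal protein genes in *Hbs1l*-/- cells 2 of 4. A share of 4 splits is never under 0.05, so this test could not have ruled out an accident of grouping for any of these results, whatever it gave. The splits that part fewer pairs gave 0 genes or transcripts past the threshold in the comparisons of a single assay. For wild-type-specific pausing genes, 1 of those 6 gave a larger difference (0.33). For TE and differences between effects there are 28 further splits, which exchange labels in 1 assay or comparison only and so carry the genotype effect. Of these 3 gave as many TE genes in *Hbs1l*-/- cells (up to 5328), 1 in the libraries labelled *Upf2*-/- (5365), 4 as many effects that differ between *Pelo*-/- and *Hbs1l*-/- cells (up to 6755), 2 between *Pelo*-/- cells and the libraries labelled *Upf2*-/- (up to 7262) and 0 between tissues (up to 102). Differences as large came from 10 of the 28 for TE of *Hbs1l*-specific pausing genes, 15 for TE of ribosomal protein genes and 9 for TE of TOP genes in *Hbs1l*-/- cells, 1 for TE of ribosomal protein genes and 1 for TE of TOP genes in the libraries labelled *Upf2*-/-, and from 3 of 6 for mRNA of ribosomal protein genes in *Hbs1l*-/- cells and 2 of 6 for *Hbs1l*-specific pausing genes in embryos.

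Beyond the claims, genes of primitive erythroid cells were lower in *Hbs1l*-/- embryos, 26 of 29, of which 7 were past the threshold downward. Their difference from the other genes was -1.08 (camera, adjusted p = 0.268 over 107 tests, 0.0175 before adjustment). Of 84 tests of whether the change of a list differs between comparisons, 1 passed: RPFs of the wild-type-specific pausing genes were higher relative to the other genes in *Pelo*-/- than in *Hbs1l*-/- MEFs by 0.18 (camera on the difference, adjusted p = 0.0188, 0.000224 before adjustment, 84 genes). For interferon-stimulated genes the difference was 2.12 between *Pelo*-/- and *Hbs1l*-/- cells (adjusted p = 0.107, 0.0118 before adjustment) and 1.53 between *Pelo*-/- cells and the libraries labelled *Upf2*-/- (0.351 and 0.135). Relative to the other genes, RPFs of TOP genes in *Pelo*-/- cells were higher by 0.44 (unadjusted camera p of 0.00295), with 95 of 100 genes higher. No explanation was tested for these values.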
